# Nicotinamide and pyridoxine stimulate muscle stem cell expansion and enhance regenerative capacity during aging

**DOI:** 10.1172/JCI163648

**Published:** 2024-11-12

**Authors:** Sara Ancel, Joris Michaud, Eugenia Migliavacca, Charline Jomard, Aurélie Fessard, Pauline Garcia, Sonia Karaz, Sruthi Raja, Guillaume E. Jacot, Thibaut Desgeorges, José L. Sánchez-García, Loic Tauzin, Yann Ratinaud, Benjamin Brinon, Sylviane Métairon, Lucas Pinero, Denis Barron, Stephanie Blum, Leonidas G. Karagounis, Ramin Heshmat, Afshin Ostovar, Farshad Farzadfar, Isabella Scionti, Rémi Mounier, Julien Gondin, Pascal Stuelsatz, Jerome N. Feige

**Keywords:** Muscle biology, Stem cells, Adult stem cells, Epidemiology, Skeletal muscle

## Abstract

Skeletal muscle relies on resident muscle stem cells (MuSCs) for growth and repair. Aging and muscle diseases impair MuSC function, leading to stem cell exhaustion and regenerative decline that contribute to the progressive loss of skeletal muscle mass and strength. In the absence of clinically available nutritional solutions specifically targeting MuSCs, we used a human myogenic progenitor high-content imaging screen of natural molecules from food to identify nicotinamide (NAM) and pyridoxine (PN) as bioactive nutrients that stimulate MuSCs and have a history of safe human use. NAM and PN synergize via CK1-mediated cytoplasmic β-catenin activation and AKT signaling to promote amplification and differentiation of MuSCs. Oral treatment with a combination of NAM and PN accelerated muscle regeneration in vivo by stimulating MuSCs, increased muscle strength during recovery, and overcame MuSC dysfunction and regenerative failure during aging. Levels of NAM and bioactive PN spontaneously declined during aging in model organisms and interindependently associated with muscle mass and walking speed in a cohort of 186 aged people. Collectively, our results establish the NAM/PN combination as a nutritional intervention that stimulates MuSCs, enhances muscle regeneration, and alleviates age-related muscle decline with a direct opportunity for clinical translation.

## Abstract 2

Ancel et al identify NAM/PN as bioactive nutrients which synergistically stimulate muscle stem cells and accelerate regeneration during muscle recovery and aging.

## Introduction

Skeletal muscle is a remarkably plastic tissue that adapts structurally and functionally to lifestyle or external stimuli, such as exercise, disuse, or injury. Resident PAX7-expressing muscle stem cells (MuSCs), also known as satellite cells, drive tissue repair during regeneration and contribute directly to muscle growth and long-term muscle maintenance (1, 2). Under homeostatic conditions, MuSCs are maintained in a quiescent state by signals from the local niche that keep them cell-cycle arrested (3). MuSCs are essential to repair myofibers after damage, for which mechanical and inflammatory niche-derived signals stimulate their proliferation and differentiation while also ensuring self-renewal to replenish the pool (1). MuSCs also contribute to myonuclei turnover during homeostasis (4) and can fuse to myofibers to maintain myonuclear domains and support resistance training induced muscle hypertrophy (5, 6). The regulation of MuSC metabolism is critical for their fate as activation and proliferation increase metabolic requirements (7, 8). While changes in macronutrient availability have been shown to influence the ability of MuSCs to support regeneration and exercise adaptation (9, 10), the understanding of which individual nutrients from food regulate MuSCs is limited.

During aging, skeletal muscle gradually loses its ability to regenerate and muscle mass and strength decline, a condition clinically known as sarcopenia. Sarcopenia is a complex and multifactorial process, involving multiple cellular mechanisms, such as impaired neuromuscular junction transmission, myofiber mitochondrial dysfunction, and oxidative stress/inflammation (11), and lifestyle factors linked to nutrition and physical activity (12). The number and regenerative capacity of MuSCs declines during aging and sarcopenia both in animal models and in humans (13, 14). This decline involves a complex interplay of cell-autonomous and niche-dependent mechanisms where MuSC epigenetic and metabolic perturbations cross-talk with altered structural and extracellular signals from myofibers, accessory cells, and systemic blood supply (14–21).

Several proof-of-concept preclinical studies have shown that age-related MuSC dysfunction can be reversed with blockade of prostaglandin degradation or p38 and JAK/STAT signaling, NAD^+^ precursors, or activators of autophagy, which restore regenerative capacity and improve muscle strength or performance (22–27). While genetic ablation of MuSCs has shown their absolute requirement for muscle regeneration and myofiber recovery (4, 28), life-long MuSC depletion in sedentary mice did not aggravate the age-related loss of muscle mass (29), suggesting that myonuclei accretion via MuSCs may not be a primary driver of sarcopenia. However, functional capacity does not decline linearly during aging in humans, where recovery from acute events is important and mobilizes MuSCs. In particular, microinjuries caused by physical activity and traumatic events such as surgeries or falls cause a transient decline in muscle mass and function, with slow and often submaximal recovery during aging (30, 31). This critical window represents an opportunity to accelerate MuSC-mediated muscle repair and prevent long-term aggravation of sarcopenia.

While pharmacological strategies to modulate MuSCs are emerging preclinically, their clinical use is often limited by the lack of safety and toxicology studies supporting clinical use and the requirement of regulatory approvals as drugs. Here, we used a high-content imaging screen of a library of natural bioactive molecules and food-derived nutrients on human myogenic progenitors (hMPs) to identify nutritional molecules targeting MuSCs. Using this approach, we discovered that nicotinamide (NAM) and pyridoxine (PN) are potent nutrients that signal through CK1/β-catenin and AKT to stimulate MuSC proliferation and induce their differentiation. Oral in vivo treatment with the NAM/PN combination enhanced MuSC expansion, increased strength recovery, and accelerated myofiber repair in young and aged mice as well as in primary myogenic cells from aged and geriatric donors. Given that circulating levels of endogenous NAM and bioactive PN are low in older people with reduced muscle mass and function and that both NAM and PN have a history of safe human use, our results provide a therapeutic solution ready for human clinical use to stimulate muscle regeneration and mitigate age-associated muscle decline.

## Results

### A high-content imaging screen identifies NAM and PN as myogenic activators in primary hMPs.

To discover new natural bioactive nutrients that modulate myogenic progenitor function with a relevance for clinical translation, we developed a robust automated high-content imaging screen using primary hMP cells isolated from quadriceps muscles and validated for purity by >99% expression of the myogenic marker CD56 (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI163648DS1). We used hMPs from 2 male and 4 female representative donors who were selected based on purity and myogenic function (donors A, B, C, D, I, and J; Supplemental Table 1). Over 50,000 natural bioactive molecules and plant extracts were screened on a representative hMP donor for amplification of MYOD^+^ cells (Figure 1A and Supplemental Figure 1B). In this primary screen, 534 compounds passed the cutoff criteria of increasing by at least 15% the number of differentiating PAX7^–^MYOD^+^ cells (Figure 1A, blue data points, and Supplemental Table 2). Because our focus was on molecules with rapid translational potential, we refined our selection to FDA-approved molecules and identified NAM and PN (Figure 1A, red data points) as the most potent and generally recognized as safe (GRAS) inducers of MYOD in hMPs, with both molecules increasing by approximately 35% the number of PAX7^–^MYOD^+^ cells (Figure 1B).

To confirm and deconvolute these results, we analyzed the dose-response relationship of NAM and PN on MYOD and extended the analysis to PAX7. NAM and PN increased the number of MYOD^+^ hMPs starting at 110 μM (Figure 1, C and D), and this effect was conserved across the 3 other young hMP donors (Supplemental Figure 1C). Only NAM concomitantly increased the number of PAX7^+^ and Ki67^+^ cells (Figure 1E and Supplemental Figure 1, D–F). The effects of NAM on the number of MYOD^+^ cells resulted primarily from early effects on proliferation, as the relative number of MYOD^+^ cells normalized to total or proliferating cell number was only modestly affected by NAM (Supplemental Figure 1, G and H). In contrast, PN increased the percentage of MYOD^+^ cells normalized to total or proliferating cells (Supplemental Figure 1, I and J), indicating that PN induces differentiation independently of proliferation. To understand the molecular basis of each molecule, we analyzed the transcriptome of vehicle-, NAM-, PN-, and NAM/PN combination–treated hMPs (Figure 1, F–I; Supplemental Figure 1, K–M; and Supplemental Tables 3 and 4). Gene set enrichment analysis revealed upregulation of pathways involved in cell cycle progression and cell division following treatment with NAM (Figure 1F), as expected from the increase in the number of proliferating progenitors (Figure 1E and Supplemental Figure 1E). PN-treated hMPs had a strong signature of protein synthesis (Figure 1G), consistent with myogenic differentiation requiring increased protein translation (32). While both NAM and PN increased the number of MYOD^+^ hMPs, transcriptomic and phenotypic analyses suggested that both molecules modulate different, complementary myogenic functions in vitro. When combining NAM and PN treatments, the individual transcriptional signature of each molecule was conserved (Figure 1, F–H, and Supplemental Figure 1, K–M). Notably, 630 genes were differentially upregulated by the NAM/PN combination over single treatments (Figure 1I and Supplemental Table 4), highlighting that NAM and PN synergize to regulate hMP gene expression. At the phenotypic level, compared with hMPs treated with NAM or PN alone, the NAM/PN combination synergistically increased the number of MYOD^+^ cells and improved both the EC_50_ and the maximal efficacy over the effects of single treatments (Figure 1J). NAM/PN also maintained the ability to stimulate PAX7^+^ hMP proliferation (Figure 1K) and enhanced terminal differentiation and myotube maturation (Figure 1, L–O, and Supplemental Figure 1, N–P). The effects of NAM/PN combination on differentiation resulted from early-stage hMP amplification and were not observed when the NAM/PN combination was supplemented after myotube formation was induced (Supplemental Figure 1, Q–U). An important feature of MuSC fate is the capacity to concomitantly engage in myogenic differentiation while self-renewing a pool of cells that maintains stemness. This process can be modeled in vitro by assessing the capacity of myoblasts to form PAX7^+^ reserve cells via niche signals derived from myotubes during differentiation (33). To test if the NAM/PN combination regulates self-renewal independent of its effect on MuSC proliferation and differentiation, we analyzed reserve cells in hMPs treated with NAM/PN after the induction of myotube differentiation. The effects of NAM/PN combination on proliferation and differentiation (Figure 1, C–E) did not come at the expense of self-renewal as it actually increased the number of PAX7^+^ reserve cells after differentiation (Figure 1P). We also tested if the NAM/PN combination cross-talks with cell proliferation of other human cells with high proliferation rates. The effects on hMP amplification were specific to myogenic progenitors and not recapitulated in nonmyogenic cells, as the NAM/PN combination did not stimulate proliferation of skin fibroblasts, unlike the positive control FGF (Supplemental Figure 1, V and W). Altogether, our in vitro results demonstrate that NAM and PN can be combined to stimulate myogenesis by modulating both myogenic progenitor proliferation and differentiation specifically.

### In vivo NAM/PN treatment stimulates MuSCs, accelerates regeneration, and increases muscle strength after muscle injury.

To evaluate if NAM/PN combination can support MuSCs in a complex physiological system and across species, lineage^–^ (CD31^–^CD45^–^CD11B^–^SCA1^–^) and CD34^+^ITGA7^+^ MuSCs were isolated from mouse hindlimb muscles by FACS and treated ex vivo with NAM/PN. The NAM/PN combination increased the total number of PAX7^+^ as well as PAX7^+^EdU^+^ proliferating MuSCs (Figure 2, A–C) and stimulated their progression toward MYOD^+^ progenitors (Figure 2, A and D). To substantiate these results in vivo, we analyzed MuSC function in a preclinical model of muscle regeneration after an acute muscle injury induced with cardiotoxin (CTX) (Figure 2E). Following oral administration, NAM and PN were well absorbed and bioavailable in skeletal muscle, as both their circulating (Supplemental Figure 2A) and intramuscular levels (Figure 2, F and G) were strongly increased compared with those in the vehicle-treated group. NAM/PN treatment was also well tolerated with no sign of toxicity (Supplemental Figure 2, B–D).

NAM/PN supplementation significantly increased by 38% the number of PAX7^+^ MuSCs and the number of proliferative PAX7^+^ cells measured via Ki67 at 5 days after injury (dpi) (Figure 2, H–J). Consistent with the effects of NAM and PN on early markers of differentiation in cell culture (Figure 1, C and D, and Figure 2, A and D), the NAM/PN combination also increased the number of differentiating MYOGENIN^+^ progenitors in vivo (Figure 2, H and K). To ensure that NAM/PN did not perturb MuSC self-renewal in vivo, we quantified return to quiescence once the majority of differentiation and self-renewal decisions had occurred. The NAM/PN combination did not affect return to quiescence, as the number of noncycling sublaminar PAX7^+^ MuSCs in regenerating areas did not differ between vehicle- and NAM/PN combination–treated muscle at 12 dpi (Figure 2L). The acceleration of myogenic repair translated into increased regenerating myofiber size at 12 dpi, with a 6.2% shift toward larger more mature fibers (Figure 2, M–P, and Supplemental Figure 2E). Altogether, these results indicate that the NAM/PN combination enhances muscle regeneration in vivo in young healthy conditions by accelerating MuSC dynamics and fiber repair without compromising self-renewal.

To investigate the functional relevance of the NAM/PN combination during muscle recovery, we measured muscle strength in a physiological mouse model of skeletal muscle regeneration induced by eccentric exercise using a standardized electrically evoked lengthening contraction protocol (Figure 2Q) (34). Consistent with the results in the severe model of CTX-induced muscle regeneration (Figure 2, H–K), the NAM/PN combination also increased the proliferation of PAX7^+^ MuSCs and their myogenic differentiation to MYOGENIN^+^ progenitors in this milder model of contraction-induced regeneration (Figure 2, R–U). Muscle strength was recorded longitudinally using a noninvasive set-up where evoked contraction recorded on a foot pedal was measured 1 day after injury, during the dynamic myofiber remodeling phase at 7 dpi and during the fiber maturation process at 14 dpi (Figure 2Q). Following eccentric contraction-induced injury, muscle strength dropped by 50% and gradually recovered across the 14-day time course (Figure 2V). Muscle strength was 27% higher in NAM/PN combination–treated compared with vehicle-treated animals at 7 dpi, and this difference was maintained at 14 dpi, enabling a more rapid return to preinjury strength levels (Figure 2V). These results across independent models of regeneration demonstrate that the NAM/PN combination supports all phases of muscle repair by boosting the initial amplification of MuSCs and inducing their progression toward differentiation, resulting in better muscle strength throughout the entire recovery process.

### NAM and PN signal through selective CK1-mediated β-catenin activation independent of NAD^+^ metabolism and AKT signaling, respectively.

Given the role of NAM as an NAD^+^ precursor and the importance of NAD metabolism in skeletal muscle homeostasis and regeneration (24, 35), we examined the potential of increasing endogenous NAD^+^ levels to stimulate MuSCs. Treatment of hMPs with the NAD^+^ precursors NAM, NAM riboside (NR), and NAM mononucleotide (NMN) (Figure 3A) resulted in comparable increases of NAD^+^ levels (Figure 3B). However, only NAM increased the number of PAX7^+^ and Ki67^+^ hMPs (Figure 3, C and D). To confirm these in vitro findings, we compared the effects of NAM and NR on muscle regeneration in vivo and evaluated whether boosting NAD^+^ levels in healthy muscle was sufficient to enhance MuSC function. Supplementation with NR and NAM increased the NAD^+^ content in muscle to a similar extent (Supplemental Figure 3A), but only NAM increased the number of PAX7^+^, Ki67^+^, and MYOGENIN^+^ progenitors (Figure 2, H–K, and Supplemental Figure 3, B–E), suggesting that the amplification of myogenic progenitors is NAM specific. Since NR has been reported to convert to NAM via the enzyme Pnp in mammals (36, 37), we assessed NAM levels following NR supplementation in mice (Supplemental Figure 3, F and G). As expected, circulating levels of NAM increased following NR administration, but the circulating levels of NAM resulting from NR conversion were 50 times lower compared with the levels reached after NAM/PN supplementation (Supplemental Figure 3F). Unlike oral NAM/PN, NAM conversion following oral NR was not sufficient to increase NAM bioavailability in skeletal muscle (Supplemental Figure 3G). To further validate that NAM promotes myogenic cell proliferation independently of NAD^+^, we blocked the conversion of NAM to NAD^+^ through inhibition of NAMPT with FK-866. As expected, FK-866 inhibited the conversion of NAM to NAD^+^ (Figure 3E) but did not abolish the expansion of PAX7^+^ and Ki67^+^ hMPs by NAM (Figure 3, F and G). In addition to its role as an NAD^+^ precursor, NAM has previously been shown to signal via NAD-independent mechanisms at high concentrations (38). We therefore examined the effect of different doses of NAM on hMP proliferation and NAD^+^ biosynthesis (Figure 3, H–K). While both concentrations of NAM triggered a comparable increase in NAD^+^ levels (Figure 3I), only high concentrations of NAM enhanced hMP proliferation (Figure 3, H, J, and K). Collectively, our in vitro and in vivo data demonstrate that increasing NAD^+^ alone is not sufficient to improve the function of young healthy MuSCs and suggest that NAM can activate MuSCs independently of NAD^+^.

NAM inhibits casein kinase 1 α (CK1α) activity (Figure 4A) (38) at doses stimulating myogenic cell proliferation (Figure 1D and Figure 4A). Hyperactivation of CK1 drastically decreased the number of proliferating hMPs and was dominant over NAM, while both NAM and the pharmacological CK1 inhibitor increased hMP proliferation (Figure 4, B–D). These results demonstrate that CK1 is a regulator of MuSC proliferation and that NAM signals in hMPs via CK1 inhibition.

In nonmyogenic cells, CK1α directly phosphorylates cytoplasmic β-catenin to inhibit its activity by inducing proteosomal-mediated degradation (39). CK1 can also inhibit β-catenin in hMPs, as pharmacological CK1 hyperactivation increased phosphorylated inactive β-catenin (Supplemental Figure 4, A and B). Similar to NAM, pharmacological CK1 inhibition increased the number of proliferating Ki67^+^ and PAX7^+^ hMPs (Supplemental Figure 4, C and D). In line with its inhibition of CK1 (Figure 4A), NAM also increased active β-catenin 1.6-fold in hMPs to a smaller extent than WNT3A (Figure 4, E and F). To directly measure β-catenin transcriptional activity in MuSCs, we performed a luciferase reporter assay on freshly isolated MuSCs cotransfected with the TopFlash luciferase β-catenin reporter as previously described (40). 72 hours of NAM treatment increased β-catenin transcriptional activity by 66% (Figure 4G), demonstrating that the NAM-driven accumulation of β-catenin stimulates β-catenin dependent target gene activation.

Following translocation to the nucleus, active β-catenin interacts with two acetyltransferases, cAMP response element binding protein–binding protein (CBP) and E1A-binding protein, 300 kDa (p300), to drive the expression of its target genes (41). To better understand how NAM modulates β-catenin signaling, hMPs were treated with ICG-001 and IQ-1, two β-catenin antagonists that prevent the transcription of sets of β-catenin–dependent genes by disrupting the interaction between β-catenin and its coactivators CBP or p300, respectively (42, 43). Inhibition of the β-catenin/p300 interaction with IQ-1 did not impact basal or NAM-induced proliferation of hMPs (Figure 4, H–J). In contrast, inhibition of the β-catenin/CBP interaction with ICG-001 strongly decreased hMP proliferation and completely blocked the ability of NAM to stimulate hMP proliferation (Figure 4, H–J) without affecting cell viability or the ability to respond to the TGF-β inhibitor used as positive control (Supplemental Figure 4E). As an additional control, we verified that neither ICG-001 nor IQ-1 affected the capacity of PN to upregulate MYOD in hMPs (Supplemental Figure 4, F and G). These results suggest that NAM signals by activating a set of β-catenin target genes that is specifically regulated by the association with its coactivator CBP and demonstrate that NAM induces myogenic cell proliferation independent of NAD^+^ via a partial activation of β-catenin signaling via cytoplasmic CK1-mediated inhibition.

The AKT serine/threonine kinase controls myogenic differentiation and is a central regulator of anabolic processes and muscle protein synthesis (44), which were regulated in hMPs in response to PN (Figure 1G). Consistent with these transcriptomic profiles, PN treatment in hMPs increased the expression of the active phosphorylated form of AKT (Figure 4, K and L). AKT inhibition using the allosteric inhibitor MK-2206 decreased the number of MYOD^+^ cells (Figure 4, M and N). Importantly, the effects of PN were fully dependent on AKT, as AKT and PI3K inhibitors completely abolished the PN-induced upregulation of MYOD^+^ cells (Figure 4, M and N, and Supplemental Figure 4H), while maintaining sensitivity to the TGF-β inhibitor as positive control for myogenic induction (Supplemental Figure 4H). Moreover, treatment with an AKT activator mimicked the effect of PN on MYOD in hMPs (Supplemental Figure 4, I–K). As a control, we also verified that AKT inhibition by MK-2206 did not compromise the effect of NAM on hMP proliferation (Supplemental Figure 4, L–N).

Finally, to confirm that the molecular mechanisms of NAM and PN were conserved in vivo, we isolated activated MuSCs from regenerating muscles 5 dpi with and without oral NAM/PN supplementation and analyzed them by quantitative capillary Western Blot (Figure 4, O–R). Consistent with what we previously observed in hMPs, active β-catenin also accumulated in activated MuSCs from NAM/PN combination–treated mice (Figure 4, O and P). Moreover, the acetylation of lysine 49 on β-catenin, which is a readout of CBP-mediated activation of β-catenin (45), was also higher in NAM/PN combination–treated MuSCs (Figure 4, O and Q). Finally, AKT signaling was also upregulated in freshly isolated MuSCs following NAM/PN supplementation in vivo (Figure 4, O and R). Altogether, these molecular studies demonstrate that NAM and PN synergize to regulate MuSC proliferation and differentiation in hMPs and MuSCs in vivo through partial CK1-dependent β-catenin activation by NAM independently of NAD^+^ and AKT activation by PN.

### NAM/PN supplementation reverses MuSC dysfunction and regenerative decline during aging.

Since aging causes functional decline of MuSCs and defective regeneration, we next evaluated whether endogenous NAM/PN levels are altered during aging and if supplementation of the NAM/PN combination can rescue MuSC function and ameliorate muscle repair in aged mice. NAM and PN levels declined spontaneously during aging with muscle concentrations reduced in aged compared with young mice by 18% and 37%, respectively (Figure 5A). A comparable 25%–35% age-related decrease of NAM and pyridoxal-5′-phosphate (PLP), the bioactive form of PN, was also observed in plasma (Figure 5B), highlighting that aging causes a global systemic decline of NAM and PN metabolism. Oral NAM/PN supplementation could overcome this age-related deficit (Supplemental Figure 5, A and B), demonstrating that the intestinal absorption of NAM and PN is not impaired during aging.

After CTX-induced muscle injury in aged mice (Figure 5C), the NAM/PN combination treatment counteracted age-related impairments of MuSCs. The number of PAX7^+^ MuSCs decreased by 43% in aged muscle at 5 dpi and was fully rescued by NAM/PN combination treatment (Figure 5, D and E). PAX7^+^ cell amplification was driven by a regulation of MuSC proliferation as the number of PAX7^+^Ki67^+^ cells decreased significantly during aging and was rescued by NAM/PN (Figure 5, D and F). The NAM/PN combination also increased the number of MYOGENIN^+^ cells at 5 dpi in aged muscle, thereby mitigating the age-related defects in myogenic progenitor differentiation (Figure 5, D and G). 

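MuSCs isolated from aged mice by FACS were cultured for 72 hours in growth medium with NAM/PN or with vehicle, and their RNA was sequenced from the 3′ end of transcripts. The supplement gives an age of 23 to 24 months for the aged mice of its MuSC culture assay, and all mice in the study were male. The sample labels describe 8 mice combined into 4 pools of 2 mice. Each pool number appears once with vehicle and once with NAM/PN, which gave 4 libraries per condition, so that libraries with the same number came from the same mice. The legend of Figure 5H gives N = 6, against 4 pools in the labels. For the combination the labels give 1 mM, without separate values for NAM and PN, and for the vehicle 1% DMSO, whereas the MuSC proliferation assay in the supplement used 0.5% DMSO. The authors deposited the number of reads counted on each gene, without normalization. Between 6472484 and 10163101 reads per library were counted on genes, with a median of 8686288 with vehicle and 7662264 with NAM/PN. Of 19244 genes with at least 1 count in any library, 12060 passed edgeR's default filter on low counts and were tested. Counts were normalized by the trimmed mean of M-values and compared as the paper describes for mouse muscles, since its text names no separate method for the cultured MuSCs. Each comparison was made without the pool number and again with the pool number as a replicate block.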

We next evaluated the transcriptional changes induced by the NAM/PN combination in MuSCs freshly isolated from aged mice or in aged regenerating muscle from NAM/PN combination–treated mice. 

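NAM/PN changed the expression of 154 genes in aged MuSCs at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 34 genes higher and 120 genes lower than with vehicle. With the pool as a replicate block, the same test gave 156 genes, 33 higher and 123 lower, and 130 genes were called in both fits. Libraries from the same pool of mice did not deviate together, as the correlation across genes between their deviations from the means of their conditions averaged 0.000332 and lay between -0.0332 and 0.0313 in the 4 pools. In all 4 pools, 152 of the 154 genes changed in the same direction. For 150 genes the libraries of the 2 conditions did not overlap. Both counts are high in part because the genes were selected for a difference between these same libraries.

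Among the called genes with an average log2 CPM of at least 3 and the same direction in all 4 pools, the largest rise was in Gsta4 (ENSMUSG00000032348, chromosome 9 of GRCm38 from 78182774 to 78209349), which encodes a glutathione S-transferase. Its expression was 21.4 ± 4.95 CPM (counts scaled to the normalized library size; SD, n = 4) with vehicle and 139 ± 38.9 CPM (SD, n = 4) with NAM/PN. The log2 fold change of Gsta4 was 2.70 (standard error 0.26, adjusted p = 8.07e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3.80e-05 with the replicate block). Gal, Eps8 and Itga3 followed with log2 fold changes of 2.58, 2.3 and 2.09 and adjusted p-values from the same edgeR test of 1.14e-06, 0.0131 and 0.000956. The largest fall was in Cdh11 (ENSMUSG00000031673, chromosome 8 from 102632095 to 102785642), which encodes a cadherin. Cdh11 was expressed at 29.1 ± 9.06 CPM (SD, n = 4) with vehicle and 1.16 ± 1.43 CPM (SD, n = 4) with NAM/PN, a log2 fold change of -4.65 (standard error 0.87, adjusted p = 0.00665 from the same edgeR test, and 0.00542 with the replicate block). Casz1, Pgm5 and Myh1 had log2 fold changes of -4.52, -4.30 and -3.12, with adjusted p-values of 0.00457, 0.0100 and 0.0257 from the same edgeR test. These 4 genes had between 0 and 70 counts in each NAM/PN library, so that the size of their falls is less certain than the direction. Myh1 belongs to a family of similar myosin heavy chain genes among which reads can be split.

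Lists of gene symbols for 9 processes named in Figure 5H were written before the data were examined, in place of the Gene Ontology sets, and tested with CAMERA at an inter-gene correlation of 0.01. All 9 lists were higher with NAM/PN at a false discovery rate of 10%. Some lists share genes, as Rpl17 is in both the large subunit and the cytoplasmic translation lists, so these are not 9 independent results. The largest shift was in DNA replication, where 57 of 70 genes were higher, with a median log2 fold change of 0.28 and an adjusted p of 0.000237 (CAMERA with Benjamini-Hochberg adjustment over the 9 lists, as for the lists that follow), or 0.000196 with the replicate block. Ribosome biogenesis had 91 of 131 genes higher, a median log2 fold change of 0.13 and an adjusted CAMERA p of 0.00185, or 0.00182 with the block. In cytoplasmic translation, 85 of 125 genes were higher (median log2 fold change 0.13), and the adjusted CAMERA p was 0.00979 without and 0.00760 with the block. Proteins of the large ribosomal subunit were higher for 69 of 96 genes (median 0.14, an adjusted CAMERA p of 0.0155, and 0.0138 with the block), and those of the small subunit for 41 of 60 (median 0.097, an adjusted CAMERA p of 0.0495, and 0.0478 with the block). The lists for mitotic division, sister chromatid segregation and kinetochore organization had median log2 fold changes of 0.099, 0.086 and 0.088, with an adjusted CAMERA p of 0.0335 for each and 0.0401 with the block. Centromere complex assembly had 23 of 34 genes higher (median 0.075, an adjusted CAMERA p of 0.0482, and 0.0478 with the block). The fewest lists passed with an inter-gene correlation estimated from each list, 0 of the 9, with adjusted CAMERA p-values from 0.102 for DNA replication to 0.344 for the small subunit, and 3 lists had an unadjusted p under 0.05. Against 10000 random lists of the same size and expression, the medians lay between the 76.0th percentile for centromere complex assembly and above all random lists for DNA replication. Of the 9 lists' genes with the smallest p-values, Nasp was called (log2 fold change 0.72, adjusted p = 0.0208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0348 with the replicate block), and Rpl17, Chaf1b, Birc5, Sgo1, Nudc, Gnl2 and Mrps25 were higher in all 4 pools without passing the adjustment.

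A list of 36 genes of myogenic differentiation, with Myog and genes of the contractile apparatus, was lower with NAM/PN, and 0 of its genes were higher. Its median log2 fold change was -2.10, and 20 of its genes were called. The adjusted p over 6 lists outside Figure 5H was 1.07e-59 (CAMERA with Benjamini-Hochberg adjustment), and 4.04e-79 with the replicate block. Genes of this list varied together between libraries, with an estimated inter-gene correlation of 0.316, and with that estimate the adjusted CAMERA p was 0.00886.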

When compared with young MuSCs, pathways involved in MuSC proliferation and differentiation were downregulated in aged MuSCs and reactivated in aged MuSCs treated with NAM/PN (Figure 5H). Aging disrupts molecular signatures involved in inflammation, metabolism, and muscle repair in regenerative muscle (46), and these alterations were reversed by treatment with the NAM/PN combination (Figure 5I). Importantly, NAM/PN had minimal effect on the transcriptional landscape of uninjured muscle and did not significantly reverse aging signatures of uninjured muscle (Supplemental Figure 5C), suggesting that the NAM/PN combination primarily cross-talks with repair mechanisms in regenerating muscle. Gene expression signatures also suggested that NAM/PN treatment could reduce the expression of profibrotic genes in aged regenerating muscle (Supplemental Figure 5D). However, acute NAM/PN treatment during regeneration did not affect fibrosis, as measured by aniline blue staining, in regenerating or uninjured muscles (Figure 5, J and K, and Supplemental Figure 5, E and F), suggesting that the NAM/PN combination exerts its beneficial effects primarily by enhancing MuSC function and may fine-tune extracellular matrix remodeling without acute functional consequences on fibrosis. The enhanced MuSC function in aged muscle with NAM/PN translated into enlarged regenerating myofibers with centralized nuclei at 12 dpi (Figure 5, L–O), with a 25% increase in the number of larger, more mature fibers in NAM/PN combination–treated mice that translated to an overall increase in the myofiber area distribution of 7.6% (Figure 5O and Supplemental Figure 5G). No fiber size differences were observed between vehicle- and NAM/PN combination–treated mice in uninjured contralateral muscles (Supplemental Figure 5, H–J). Our molecular and histological results thus demonstrate that NAM/PN combination reverses the aging phenotype of MuSCs and mitigates muscle aging specifically in conditions where MuSCs are active.

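The transcripts of the marker proteins that the paper counts in MuSCs were examined in the aged MuSCs treated ex vivo. The paper counts cells that stain for these proteins. CPM gives the share of a transcript among the reads of a library, so it does not measure the number of such cells. Pax7 (ENSMUSG00000028736, chromosome 4 of GRCm38 from 139737062 to 139833528) was expressed at 196 ± 36.2 CPM (SD, n = 4) with vehicle and 173 ± 50.3 CPM (SD, n = 4) with NAM/PN. Its log2 fold change of -0.18 (standard error 0.22) was smaller than the spread between replicates, with an adjusted p of 0.923 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.835 with the pool as a replicate block. Myod1 (ENSMUSG00000009471, chromosome 7 from 46376474 to 46379099) changed from 1366 ± 175 to 1201 ± 134 CPM (SD, n = 4 each), a log2 fold change of -0.19 (standard error 0.15, adjusted p = 0.824 in the same edgeR test, and 0.818 with the block). Mki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361), which encodes the proliferation antigen Ki67, had 163 ± 23.9 CPM with vehicle and 168 ± 34.4 CPM with NAM/PN (SD, n = 4 each), and its adjusted p was 0.988 in the same edgeR test and 0.992 with the block. Myog (ENSMUSG00000026459, chromosome 1 from 134289989 to 134292548), which encodes MYOGENIN, fell in all 4 pools, from 929 ± 390 to 199 ± 74.3 CPM (SD, n = 4 each). The log2 fold change of Myog was -2.22 (standard error 0.29, adjusted p = 0.000232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4.11e-06 with the block), and it stayed between -2.43 and -1.95 when libraries or pools were left out in turn. Every NAM/PN library had less Myog than every vehicle library (two-sided exact permutation test, p = 0.0286, the smallest value that 4 libraries against 4 allow). For the proteins and enzymes that the paper measures, inhibits or names, the log2 fold changes were 0.22 for Ctnnb1 (β-catenin), -0.25 for Csnk1a1 (CK1α), 0.053 for Akt1, -0.12 for Nampt and -0.032 for Pnp, all with adjusted p-values above 0.05 in the same edgeR test. For β-catenin, CK1α and AKT the paper measures protein forms or kinase activity, which transcript levels do not show. These 9 genes were chosen before the data were examined, and 1 of the 9, Myog, was called whether p-values were adjusted over the 9 genes or over all genes tested. Paired libraries of a pool are joined in the plot of the 4 marker transcripts. The paper draws its conclusion on the aging phenotype of MuSCs from its molecular and its histological results together.

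**Figure D1:**
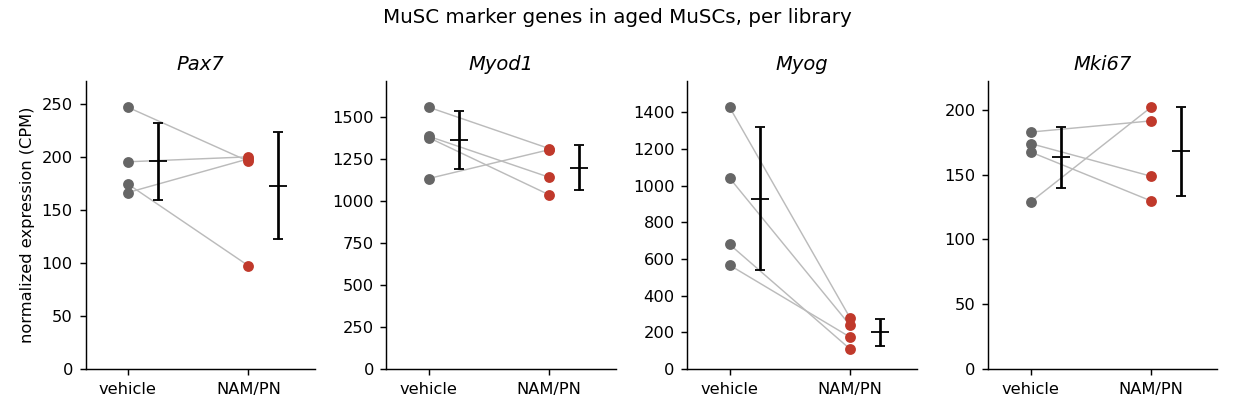
Expression of Pax7, Myod1, Myog and Mki67 in aged MuSCs, in CPM (counts scaled to the normalized library size, y axis, starting at 0), for vehicle and NAM/PN (x axis); points are libraries, grey lines join the libraries of a pool, and bars are means ± SD of 4 libraries. Myog lies between 566 and 1428 CPM with vehicle and between 108 and 277 CPM with NAM/PN, and the ranges of the 2 conditions overlap for the other 3 genes.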

### NAM and PN are reduced in older people with impaired physical function and reverse human age-related myogenic decline.

To investigate the relevance of NAM and PN for human muscle physiology during aging, concentrations of NAM and PLP, the active form of PN, were measured in the sera of 186 randomly selected older men aged 60 years and above from the Bushehr Elderly Health (BEH) program (47) (Table 1). In this cohort, with a 46% prevalence of sarcopenia (Table 1), circulating concentrations of NAM and PLP were low in individuals with low muscle mass, as assessed via the appendicular lean mass index (ALMi) measured using a dual-energy X-ray absorptiometry scan, and significantly associated with ALMi across all individuals (Figure 6A and Supplemental Table 5). Similar associations were observed with total ALM (Supplemental Table 5), while normalization to BMI reduced these associations, likely because it introduced more variability in the assessment of lean mass. Circulating levels of other hydrosoluble vitamins with similar metabolism and physicochemical properties, such as thiamin (vitamin B1) and riboflavin (vitamin B2), were not associated with muscle mass measured via the ALMi (Supplemental Figure 6, A and B), demonstrating that the clinical association of NAM and PN with muscle mass is not an indirect consequence of lower capacity to store micronutrients. Gait speed, a validated clinical variable to assess muscle function that predicts quality of life and mortality (48), was also positively associated with circulating levels of PLP and to a lesser extent of NAM (Figure 6B). We used statistical models to evaluate potential dietary causes of the associations as well as functional interdependencies of NAM, PLP, and age. ALMi and gait speed did not associate with dietary intake of vitamin B3 and B6 measured via food frequency questionnaires but remained significantly correlated with sera levels of NAM and PLP when the statistical models were corrected for dietary intake (Supplemental Table 6). A biostatistical model using multiple linear regression adjusted for age demonstrated that NAM and PLP levels directly associate with ALMi and gait speed in all decades analyzed from 60 to 80 years, regardless of the extent of functional decline with age (Figure 6, C and D). Importantly, the contributions of NAM and PLP were interdependent and additive at all ages tested, demonstrating that there is a functional interaction between the levels of NAM and PLP in humans to influence physical capacity.

Reduced myogenic capacity during aging is a hallmark of human sarcopenia (12, 46) and was recapitulated in hMPs from 4 young and 4 aged individuals (Figure 6, E–H; Supplemental Figure 6, C–E; and Supplemental Table 1). Treatment with the NAM/PN combination could counteract human age-related myogenic decline by increasing the proliferation of aged PAX7^+^ hMPs (Figure 6, E–G, and Supplemental Figure 6, F–I), their activation of MYOD (Figure 6H and Supplemental Figure 6J), and their terminal differentiation to myotubes (Supplemental Figure 6, K–N). The effect size of the NAM/PN combination on myogenic readouts was equivalent in all donors and ages tested (Supplemental Figure 6, H–J). Altogether, our results on clinical cohorts and primary human cells demonstrate that NAM and PN are clinically relevant nutrients that decline in human sarcopenia and reverse the myogenic defects of aged human myogenic cells.

## Discussion

We used a high-content imaging screen on hMPs and identified NAM and PN as nutrients that enhance MuSC proliferation and myogenic regeneration. NAM and PN have been recognized as safe by the FDA and EFSA (49, 50) and are approved for broad use in foods or dietary supplements. Targeting MuSCs with safe nutritional solutions is particularly relevant to accelerate physiological muscle recovery during MuSC-mediated repair of myofiber microdamage following exercise, sports-induced muscle tears and injuries, or following surgical procedures that mechanically rupture myofibers (5, 51). MuSCs are also impaired in genetic and chronic muscle diseases such as aging, dystrophies, cancer cachexia, or diabetes (52–54). The activation of MuSCs by NAM/PN combination, which enhances regeneration and accelerates the recovery of muscle strength, is therefore a potent therapeutic solution with potential broad applications in the management of healthy healing processes and exercise adaptations as well as prevention and nutritional management of muscle wasting disorders.

The efficacy of NAM/PN involves complementary molecular mechanisms that synergistically enhance proliferation and myogenic capacity of MuSCs. PN stimulates MuSC differentiation by accelerating MyoD activation via AKT signaling and protein synthesis. While stimulation of protein synthesis is important for MuSC differentiation (32), conversion of PN to its bioactive form PLP also catalyzes several rate-limiting reactions for energy metabolism (55), which may also contribute to myogenic fate directly or synergize with AKT signaling as also reported in other tissues and species (56–58). Further analyses will be important to understand if PN activates PI3K/AKT signaling via a specific molecular target or enhances AKT signaling and myogenic differentiation secondary to metabolic adaptations via PLP-sensitive enzymes. NAM is a precursor for the critical cellular cofactor NAD^+^ and is incorporated into NAD^+^ from dietary sources or intracellular metabolism via the salvage pathway (59). Our in vivo studies of healthy young mice showed that, unlike NR, which contributes to NAD^+^ homeostasis in conditions of NAD^+^ deficiency during aging or disease (24), stimulation of MuSC proliferation by NAM did not require conversion to NAD^+^. While NR has been shown to convert to NAM via hepatic metabolism (60) and this conversion could be detected in vivo during regeneration, the levels of NAM generated from NR were insufficient to stimulate healthy MuSC proliferation. In contrast, NAM stimulates MuSC proliferation via a selective activation of cytoplasmic β-catenin signaling via derepression of CK1α-mediated phosphorylation, which facilitates β-catenin acetylation and nuclear translocation. Similar to NAM, pharmacological modulation of CK1α modulated hMP proliferation, and treatment with a CK1α activator blocked the effects of NAM. Inhibition of β-catenin interaction with its coactivator CBP, but not p300, abrogated the effects of NAM on PAX7^+^ cells, highlighting that MuSCs are also sensitive to the NAM-dependent selective recruitment of coactivators to β-catenin observed in other lineages (61). Previous studies have suggested that the cross-talk of β-catenin signaling with myogenesis is complex. While activation of canonical Wnt signaling during skeletal muscle repair is well established (62, 63), the role of β-catenin in myogenesis is debated (62–66) and depends on diverse spatiotemporal signals across cellular compartments and cell types. Genetic deletion of β-catenin in MuSCs originally suggested that β-catenin is dispensable for regeneration (64). However, several subsequent studies using mice with constitutively active or knockout β-catenin have shown that β-catenin signaling can modulate MuSC function and impact regeneration (40, 62, 63, 65, 66). The different phenotypes reported upon β-catenin modulation with various tools highlight that this pathway integrates multiple inputs with different sensitivity and that permanent genetic deletion/overexpression of β-catenin leads to different molecular and phenotypic outcomes compared with pharmacological inhibition using Wnt ligands or secreted Frizzled-related proteins. While our findings suggest that a mild and transient activation of cytoplasmic β-catenin via CK1α inhibition and CBP recruitment is beneficial and supports MuSC proliferation, NAM treatment in genetic models where CK1 or β-catenin is specifically ablated in MuSCs or where specific β-catenin/CBP interaction sites are mutated will be important to confirm the molecular mechanisms through which NAM cross-talks with MuSC proliferation and improves regeneration.

In our study, levels of NAM and PN associated with muscle decline during aging, and NAM/PN treatment at therapeutic doses could overcome the detrimental effects of aging on MuSC exhaustion and regenerative decline (15). In addition to stimulating healthy MuSCs, NAM/PN treatment reversed the defective proliferation and MYOD activation of aged MuSCs and enhanced regeneration. NAM/PN also rescued the impaired proliferation and differentiation of hMPs from aged and geriatric humans, demonstrating that the myogenic-activating mechanisms of NAM/PN were dominant over the pathways that decline during aging in rodent and human muscle. Several lines of evidence support that the benefits of NAM/PN supplementation on age-related muscle decline cross-talk with myogenic repair mechanisms. Improved myofiber size and reversal of transcriptomic signatures of aging were specific to regenerating muscle but were not or were minimally affected in uninjured muscle. In addition, NAM/PN enhanced myogenic differentiation when myogenic progenitors were treated but did not affect terminal myotube maturation in vitro. While these results are consistent with a positive effect of NAM/PN on muscle regeneration via myogenic stimulation of MuSCs and their progeny, NAM/PN may also affect nonmyogenic cells of the niche that support muscle regeneration (16) and enhance repair mechanisms directly in myofibers (67). Further studies using MuSC-depleted mice will therefore be important to test whether NAM/PN may also support muscle health by stimulating complementary MuSC-independent mechanisms.

In our epidemiology study, low circulating levels of NAM and the bioactive form of PN associated with reduced muscle mass and gait speed in older people. Since muscle mass and gait speed are clinical variables used to define sarcopenia and established predictors of physical fitness, quality of life, and survival (12), our results suggest that endogenous inadequacy of these metabolites could contribute to loss of functional capacity during aging. Dietary intake does not seem to be the primary cause linking endogenous NAM/PN levels to muscle health, and the association of both nutrients in serum with muscle mass and function was interdependent, suggesting that altered endogenous metabolism of these nutrients during aging could explain their association with muscle phenotypes. Impaired regeneration and poor recovery from acute traumatic events, such as injuries, surgeries, or falls, is an important contributing mechanism to the progression of sarcopenia (12). Given the indispensable role of MuSCs in regeneration and recovery from myofiber injury, it is possible that low levels of NAM and PN contribute to sarcopenia via a regenerative mechanism through MuSCs. However, we could not collect muscle biopsies to quantify MuSCs in this clinical study and could therefore not relate clinical outcomes to MuSC activation. Since NAM and PN regulate general metabolic pathways across different cell types, it is possible that NAM and PN may associate with muscle mass and function via an effect in myofibers or other cell types. Collectively, our results support a translational application of NAM/PN in older people with physical decline, especially during the phases of acute recovery. However, sarcopenia has multifactorial origins, and it will be important to combine NAM/PN with physical activity and other nutrients such as protein, vitamin D, and omega 3 fatty acids, which are part of the standard of care to manage different physiological mechanisms that contribute to sarcopenia.

In summary, NAM/PN supplementation is an effective therapeutic strategy to stimulate MuSCs. Our work in preclinical models, primary human cells, and in an observational clinical cohort further establishes NAM/PN as a new translational solution to accelerate skeletal muscle repair and mitigate age-associated regenerative decline by targeting MuSC activation via regenerative nutrition.

## Methods

The detailed experimental procedures and reagents utilized in this study are described in the Supplemental Methods.

### Sex as a biological variable.

For human cells, hMPs from both male and female donors were used (Supplemental Table 1). All mouse experiments were performed using male mice to maintain consistency throughout the study, as aged female mice were not commercially available from the supplier. The nutritional observational study from the BEH cohort was analyzed in men to maximize statistical power, given gender differences in micronutrients during aging (68).

### Primary hMPs.

Primary hMPs (Lonza, CC-2580 or Cook Myosite, SK-111; Supplemental Table 1) were selected for myogenic purity (>90% desmin^+^ cells, CD56^+^) and absence of fibroblast contamination (<5% α smooth muscle actin^+^ cells). We also controlled all hMPs for their capacity to differentiate into myotubes with a fusion factor >50%, as assessed by myosin heavy chain or troponin T. For each experiment, a frozen stock of hMPs cells banked with fewer than 4 passages was thawed and expanded in Skeletal Muscle Cell Growth Medium (AmsBio, SKM-M) in a humidified incubator at 37°C in 5% CO_2_. hMPs were cultured for a maximum of 3 passages prior to cellular assays and were passaged upon reaching 50%–60% confluence, approximately every 3 days.

### High-throughput imaging phenotypic assay.

An automated high-throughput imaging phenotypic assay was developed to assess hMP proliferation in 384-well plates. All liquid dispensing, compound treatment and imaging steps were conducted on automated platforms optimized for this screen. A primary screen of 50,000 natural bioactive molecules and plant extracts from in-house libraries was performed on donor A using the percentage of PAX7^–^MYOD^+^ cells as primary readout. Assay conditions were optimized using the TGF-β inhibitor LY364947 (Sigma-Aldrich, L6293; ref. 69) as a positive control to reach an average Z′ factor above 0.5. Each 384-well plate contained 320 treatment conditions, each tested at 10 μM in 1% DMSO, 32 vehicle controls with 1% DMSO only, and 32 positive controls treated with 25 μM LY364947 in 1% DMSO. The percentage of PAX7^–^MYOD^+^ cells was normalized using the min-max scaling method, with “0” being attributed to the negative control and “1” to the positive controls, and the results were displayed and analyzed using Vortex software. All compounds classified by the FDA as GRAS were tested at 1 mM for primary screening and then were separately tested for confirmation in duplicates on hMPs from 2 donors. 800 cells were plated on 384-well plates precoated with 10 μg/mL human fibronectin (Corning, 356008) and grown in Skeletal Muscle Cell Growth Medium (AmsBio, SKM-M) for 72 hours under humidified conditions at 37°C in 5% CO_2_ before immunocytochemistry and image acquisition, performed as described in the Supplemental Methods.

### Secondary hMP proliferation and differentiation assays.

Primary cells were cultured as previously described (70), and experimental procedures and reagents used in this section are detailed in the Supplemental Methods. Secondary proliferation and differentiation assays were performed using hMPs from a total of 5 independent donors (Supplemental Table 1). Unless otherwise stated, the concentrations used for the different treatments were as follows: 1% DMSO as vehicle condition, 1 mM NAM (Enamine, EN300-15612), 1 mM PN (Enamine, EN300-39851), 1 mM NR (NR Chloride, ChromaDex, 00014332), 1 mM NMN (β-NAM mononucleotide, Sigma-Aldrich, N3501), 100 μM FK-866 (Sigma-Aldrich, F8557), 1 mM NAM (NAM^hi^), 100 μM NAM (NAM^lo^), 1 μM ICG-001 (R&D Systems, 4505/10), 1 μM IQ-1 (Sigma-Aldrich, 412400), 25 μM LY364947 (Sigma-Aldrich, L6293), 1 μM wortmannin (Sigma-Aldrich, W1628), 100 μM LY294002 (Sigma-Aldrich, L9908), 1 μM SC79 (Sigma-Aldrich, SML0749), 8 μM TAK-715 (Sigma-Aldrich, SML0360), 200 ng/mL WNT3A (R&D Systems, 5036-WN-010/CF), or 1 μM MK-2206 (Selleckchem, S1078). Immunocytochemistry and image acquisition were performed as described in the Supplemental Methods

### Other cellular assays.

Cellular assays with primary mouse cells and human primary fibroblasts are described in the Supplemental Methods.

### In vivo mouse experiments.

Mice were housed under standard conditions (up to 5 mice per cage) and allowed access to food and water ad libitum. Young (12–13 weeks old) and aged (23–25 months old) wild-type C57BL/6JRj male mice were purchased from Janvier labs. All mice were randomized to different groups according to their weights. Treatments resuspended in 1% sodium carboxymethyl cellulose (CMC) were administrated by daily oral gavage, starting prior to the injury and continuing until the endpoint of the study: NAM (200 mg/kg per day, Enamine, EN300-15612), PN (4 mg/kg day, Enamine, EN300-39851), or NAM riboside (NR, 200 mg/kg per day, ChromaDex, 00014332). Vehicle-treated mice received an equivalent volume of 1% CMC using the same dosing scheme every day (bolus of 200 μL maximum performed at the same time of the morning ±2 hours). For regeneration studies, muscle injury was induced by intramuscular injection of 20 μM CTX (Latoxan) into the tibialis anterior (25 μL) and the gastrocnemius (50 μL) muscles under anesthesia. For longitudinal muscle strength measurement, muscle injury was induced through eccentric contractions induced by electrical stimulations following a previously published protocol (34) that was adapted as described in the Supplemental Methods. Tissue harvesting and immunohistochemistry were performed as detailed in Supplementary Methods. Muscle sections were imaged using the VS120 and VS200 slide scanners (Olympus). Images were analyzed using the VS-ASW FL measurement tool and the QuPath software. For ex vivo assays, MuSCs were isolated with a Beckman Coulter Astrios Cell sorter as previously described (20). MuSC fate was assessed with PAX7 and MYOD immunostainings. Images were acquired using the ImageXpress (Molecular Devices) platform, and quantifications were performed using multiwavelength cell scoring.

### Human nutritional epidemiology study (BEH).

186 older men aged above 60 years and above were randomly selected from the BEH cohort for a metabolomic subanalysis (a detailed description of the entire cohort is available elsewhere; refs. 47, 71). The ALMi was used as an estimate of skeletal muscle mass using dual-energy X-ray absorptiometry and was calculated for each participant as the sum of upper and lower limb lean mass expressed in kilograms divided the height squared expressed in meters. Physical performance was evaluated using a 4.57 m gait speed test, with gait speed determined as the best of 2 repeats at the participant’s normal pace. An overnight fasting venous blood sample was collected by trained nurses for every participant, and sera were stored at –80°C before being analyzed as described in *Metabolomics analyses* in the Supplemental Methods.

### Molecular and biochemical assays.

Experiments were performed according to manufacturer’s protocols. All experimental procedures and reagents are described in the Supplemental Methods.

### Statistics.

Unless otherwise stated, data were analyzed using the Prism 9 software package and are represented as mean ± SEM. All analyses were performed using parametric statistics based on historical values of the lab. For all data, the significance threshold was set at *P* value less than 0.05. A 2-tailed Student’s *t* test was used to compare experimental conditions with only 2 groups, and 1-way ANOVA was used to compare experimental conditions with multiple groups using a Dunnett’s post hoc test to compare every group to a control and a Tukey’s post hoc or Holm-Šidák post hoc test to compare several groups. The Kolmogorov-Smirnov test was used to compare the cumulative distribution. Brown-Forsythe and Welch’s 1-way ANOVA test was used when groups do not have equal variances. For human serum analyses, concentrations of NAM and PLP were log_2_- and *Z* score–transformed (mean centering and dividing by the standard deviation), while age was *Z* score transformed. Multiple linear regressions adjusted for age were performed using R software to estimate the association between clinical response variables (ALM and gait speed) and *Z* scores of NAM, PLP, dietary intake, and age. Statistical analyses of RNA-sequencing experiments are described in the Supplemental Methods.

### Study approval.

Approval to use human cells for research purposes was obtained from the Vaud ethics commission for human research (CER–VD; Switzerland) under authorization PB_2016-00709. Animal experiments were approved by the veterinary office of the Canton of Vaud, Switzerland (authorization no. 3440 and 3690), and both the local ethic committee CEEA-55 and the French ministry of research (APAFIS, no. 30000-2021022210224394 v1). Humane termination endpoints had been established prior to the start of experimentation, as described in the animal authorizations. The BEH cohort consists of 3000 individuals aged over 60 years old and living around the city of Bushehr, Iran. A detailed description of the entire cohort is available elsewhere (47, 71). The study protocol was approved by the ethics committee of Endocrinology and Metabolism Research Institute, affiliated with Tehran University of Medical Sciences (Tehran, Iran) as well as the Research Ethics Committee of Bushehr University of Medical Sciences (Bushehr, Iran) under reference TUMS.EMRI.REC.1394.0036. Reanalyses performed in Switzerland were approved by the cantonal ethics commission for human research (CER-VD) in Vaud, Switzerland, under reference 490/14. Written informed consent was signed by all the participants.

### Data availability.

All software used was freely or commercially available. Any additional information required to reanalyze the data reported in this paper is available upon reasonable request. RNA-sequencing data have been deposited in GEO (accession GSE264284, GSE264285, GSE271744, and GSE269250). Other materials are available for sharing upon reasonable request within the limit of availability of nonrenewable samples. A Supporting Data Values file with all reported data values is available as part of the supplemental material. Complete unedited gel images are provided in the supplemental materials.

## Author contributions

SA, JM, PS, and JNF designed the experimental strategy, interpreted the results, and wrote the manuscript. SA, JM, SK, PG, SR, TD, LP, JLSG, and PS performed experiments and analyzed data. JM, SK, YR, BB, and DB developed and/or performed the cellular screen. CJ, AF, RM, and JG designed, performed, and analyzed the in vivo muscle contraction experiments. IS performed and analyzed β-catenin luciferase experiments. EM, AO, RH, FF, and JNF lead human metabolomics and analyzed/interpreted the results. SM and EM performed and analyzed transcriptomic experiments. GEJ, LT, and SM supported imaging, flow cytometry, and genomics. LGK and SB contributed to experimental strategy and data interpretation. PS and JNF conceived and lead the project. SA and JM are listed as co–first authors, as they shared primary responsibility in conducting experiments, analyses, and interpretation of results for this study. The order of authorship reflects the contribution to writing and editing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supporting data values

## Figures and Tables

**Figure 1:**
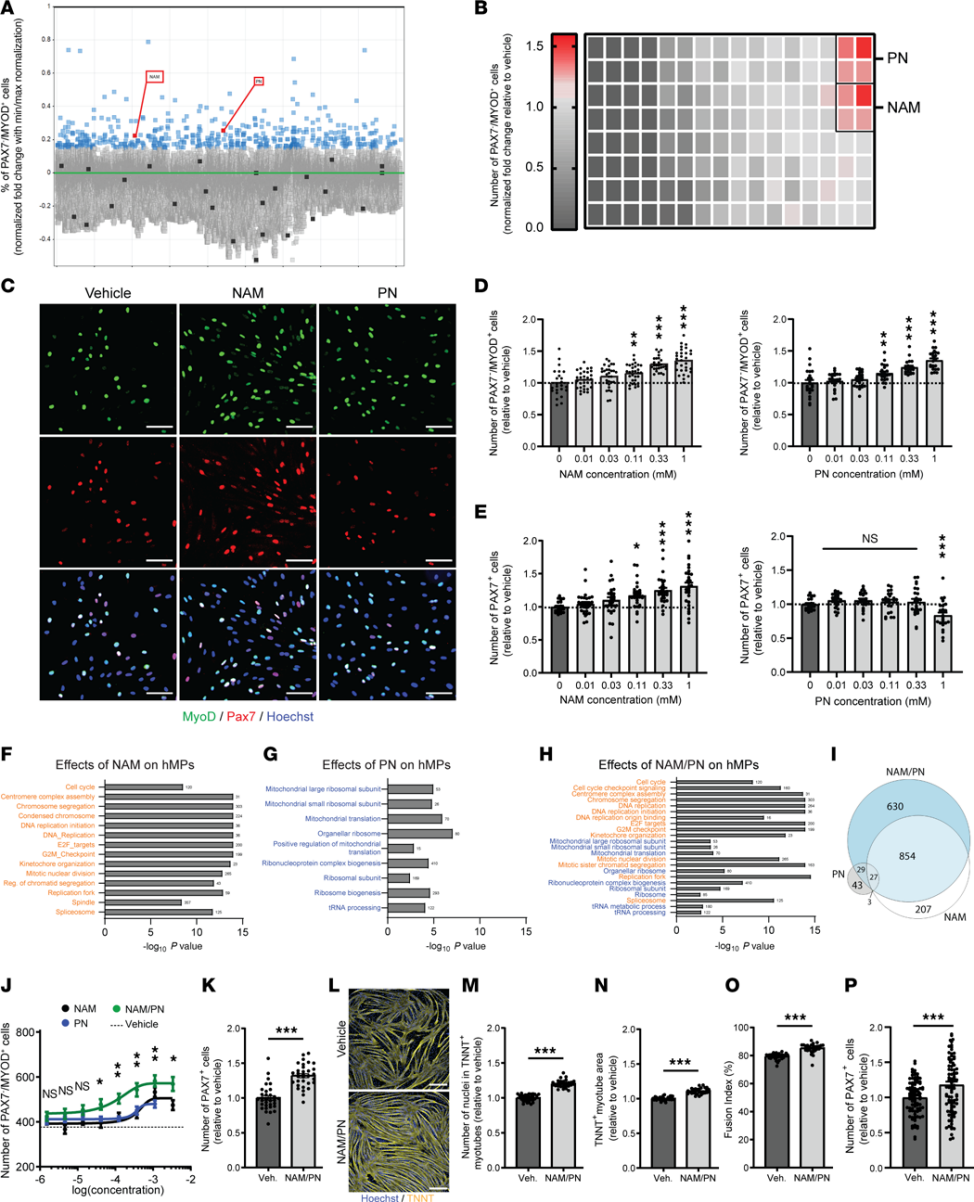
A high-content screen identifies NAM and PN as activators of hMP amplification and differentiation. (**A**) Percentage of PAX7^–^MYOD^+^ hMPs after 72-hour treatment with 50,000 bioactive molecules. Min-max normalization between negative (black line) and positive control (LY363947, green line) was performed. Blue, compounds with normalized effect size >15%; black, GRAS molecules; red, GRAS hits. (**B**) Relative number of PAX7^–^MYOD^+^ cells in hMPs treated with GRAS-classified molecules. *n* = 2–4 cell culture replicates from *N* = 2 donors. (**C**) Representative images of hMPs treated with vehicle, NAM, or PN for 72 hours. Scale bar: 100 μm. (**D** and **E**) Dose response of NAM and PN on the relative number of PAX7^–^MYOD^+^ (**D**) and PAX7^+^ (**E**) hMPs treated with vehicle, NAM, or PN for 72 hours. *n* ≥ 21 cell culture replicates from *N* = 2 donors. (**F**–**H**) Gene set enrichment analysis of upregulated gene sets in hMPs treated with NAM (**F**), PN (**G**), or the NAM/PN combination (**H**) compared with vehicle. False discovery rate, 10%. *N* = 5 donors. (**I**) Venn diagram of upregulated genes using 5% FDR multiple testing correction. (**J**) Dose response of NAM, PN, and the NAM/PN combination on PAX7^–^MYOD^+^ hMPs. *n* ≥ 6 cell culture replicates from 1 donor. (**K**) Quantification of PAX7^+^ hMPs after vehicle and NAM/PN combination treatment. *n* ≥ 32 cell culture replicates from 1 donor. (**L**–**O**) Representative images (**L**) and quantification of nuclei within myotubes (**M**), myotube area (**N**), and fusion index (**O**) in hMPs treated with vehicle or NAM/PN combination during proliferation and differentiation. Scale bar: 500 μm. *n* ≥ 28 cell culture replicates for each condition from 1 donor. (**P**) Quantification of PAX7^+^ hMPs after vehicle and NAM/PN combination treatment after myotube differentiation induction. *n* ≥ 92 cell culture replicates from 1 donor. Data are shown as the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 with 1-way ANOVA followed by post hoc Dunnett’s (**D** and **E**) or Tukey’s (**J**) multiple comparison test and 2-tailed unpaired Student’s *t* tests (**K** and **M**–**P**).

**Figure 2:**
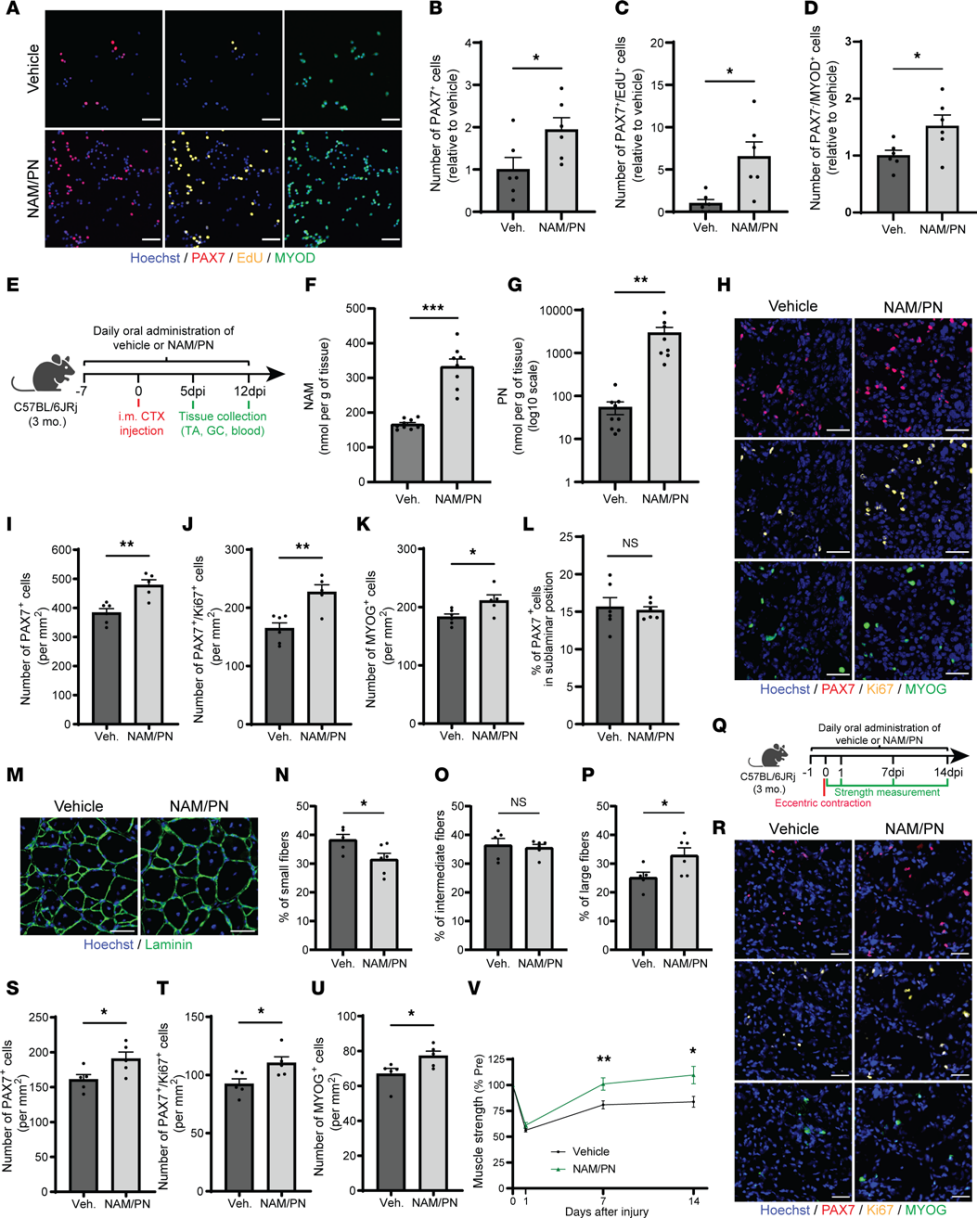
The combination of NAM and PN enhances MuSC function in vivo and increases muscle strength during regeneration. (**A**–**D**) Representative immunofluorescence images and quantification of FACS-isolated mouse MuSCs treated with vehicle or NAM/PN combination ex vivo for 4 days. *n* = 6 cell culture replicates with cells pooled from *N* = 4 mice. (**E**) Cardiotoxin-induced muscle regeneration in young mice treated orally with NAM/PN combination or vehicle. (**F** and **G**) NAM and PN concentrations quantified by LC-MS/MS in uninjured gastrocnemius (GC) muscles from young vehicle- (*N* = 9) and NAM/PN combination–treated (*N* = 8) mice. (**H**–**K**) Representative immunofluorescence images (**H**) and quantification of PAX7^+^ (**I**), PAX7^+^Ki67^+^ (**J**), and MYOGENIN^+^ (**K**) cells in tibialis anterior (TA) cross-sections from vehicle- (*N* = 6) and NAM/PN combination–treated (*N* = 5) mice at 5 dpi. (**L**) Number of PAX7^+^ sublaminar MuSCs in TA cross-sections from vehicle- (*N* = 6) and NAM/PN combination–treated (*N* = 6) mice at 12 dpi. (**M**–**P**) Representative immunofluorescence images (**M**) and quantification of minimum ferret of small (**≤**33 μm) (**N**), intermediate (>33 μm and **≤**43 μm) (**O**), and large (>43 μm) (**P**) regenerating myofibers in TA cross-sections from vehicle- (*N* = 5) and NAM/PN combination–treated (*N* = 6) mice at 12 dpi. (**Q**) Eccentric contraction–induced (EC-induced) muscle regeneration after electrically evoked lengthening contractions of plantar flexor (PF) muscles in young vehicle- and NAM/PN combination–treated mice. (**R–U**) Representative immunofluorescence (**R**) and quantification of PAX7^+^ (**S**), Ki67^+^ (**T**), and MYOGENIN^+^ (**U**) cells in GC muscle from vehicle- (*N* = 5) and NAM/PN combination–treated (*N* = 5) mice 7 days after the EC protocol. (**V**) Quantification of muscle strength (single twitch peak torque) in PF muscles before and 1, 7, and 14 days after EC-induced injury. *N* = 12 mice. Data are shown as the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 with 2-tailed unpaired Student’s *t* tests (**B**–**D**, **F**, **G**, **I**–**L**, **N**–**P**, and **S**–**V**). Scale bars: 50 μm.

**Figure 3:**
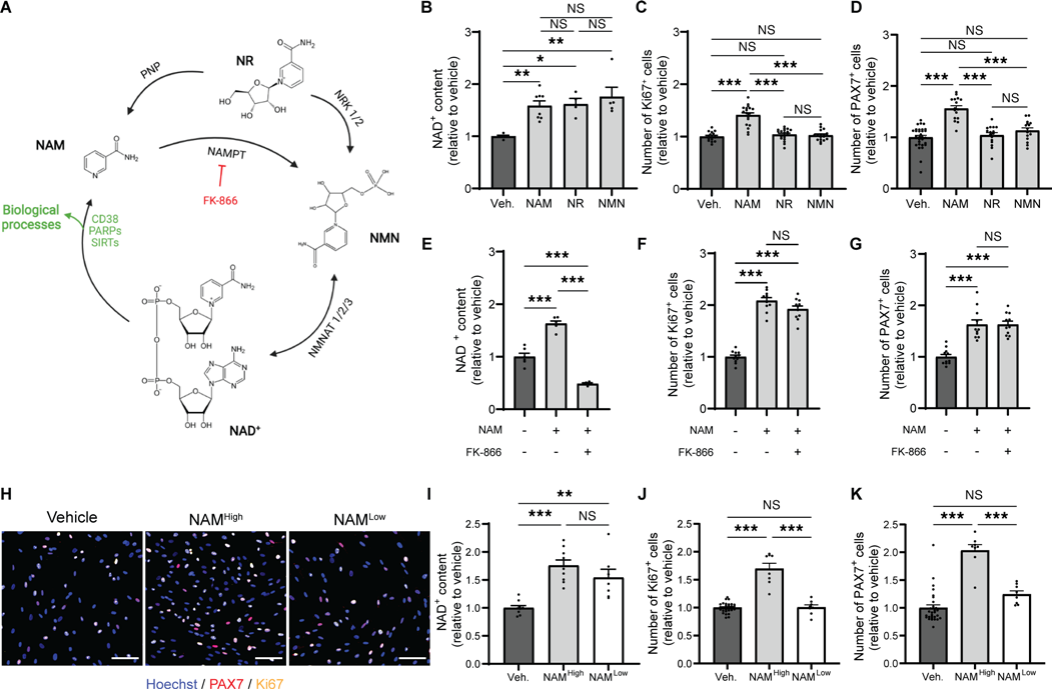
Nicotinamide promotes human myogenic progenitor proliferation independently of NAD^+^ metabolism. (**A**) Scheme of mammalian NAD^+^ biosynthesis from various NAD^+^ precursors. NAD^+^, nicotinamide adenine dinucleotide; NR, nicotinamide riboside; NMN, nicotinamide mononucleotide; NAMPT, nicotinamide phosphoribosyl transferase; NMNAT, nicotinamide mononucleotide adenylyl transferase; NRK, nicotinamide riboside kinase; PNP, purine nucleoside phosphorylase. (**B**–**D**) NAD^+^ content (**B**) and number of Ki67^+^ (**C**) and PAX7^+^ (**D**) human myogenic progenitors (hMPs) after treatment with vehicle or different NAD^+^ precursors. *n* ≥ 4 and *n* ≥ 15 cell culture replicates per condition from *N* = 2 donors for **B** and for **C** and **D**, respectively. (**E**–**G**) NAD^+^ content (**E**) and number of Ki67^+^ (**F**) and PAX7^+^ (**G**) hMPs after treatment with NAM and the NAMPT inhibitor FK-866. *n* ≥ 4 and *n* ≥ 11 cell culture replicates per condition from *N* = 2 donors for **E** and for **F** and **G**, respectively. (**H**–**K**) Representative images (**H**), NAD^+^ levels (**I**), and number of Ki67^+^ (**J**) and PAX7^+^ (**K**) hMPs after treatment with NAM at low (100 μM) and high (1 mM) doses. Scale bar: 100 μm. *n* ≥ 7 (**I**) and *n* ≥ 8 (**J** and **K**) cell culture replicates from 1 donor. Data are shown as the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 with 1-way ANOVA with post hoc Tukey’s multiple comparison test (**b**–**G** and **i**–**K**).

**Figure 4:**
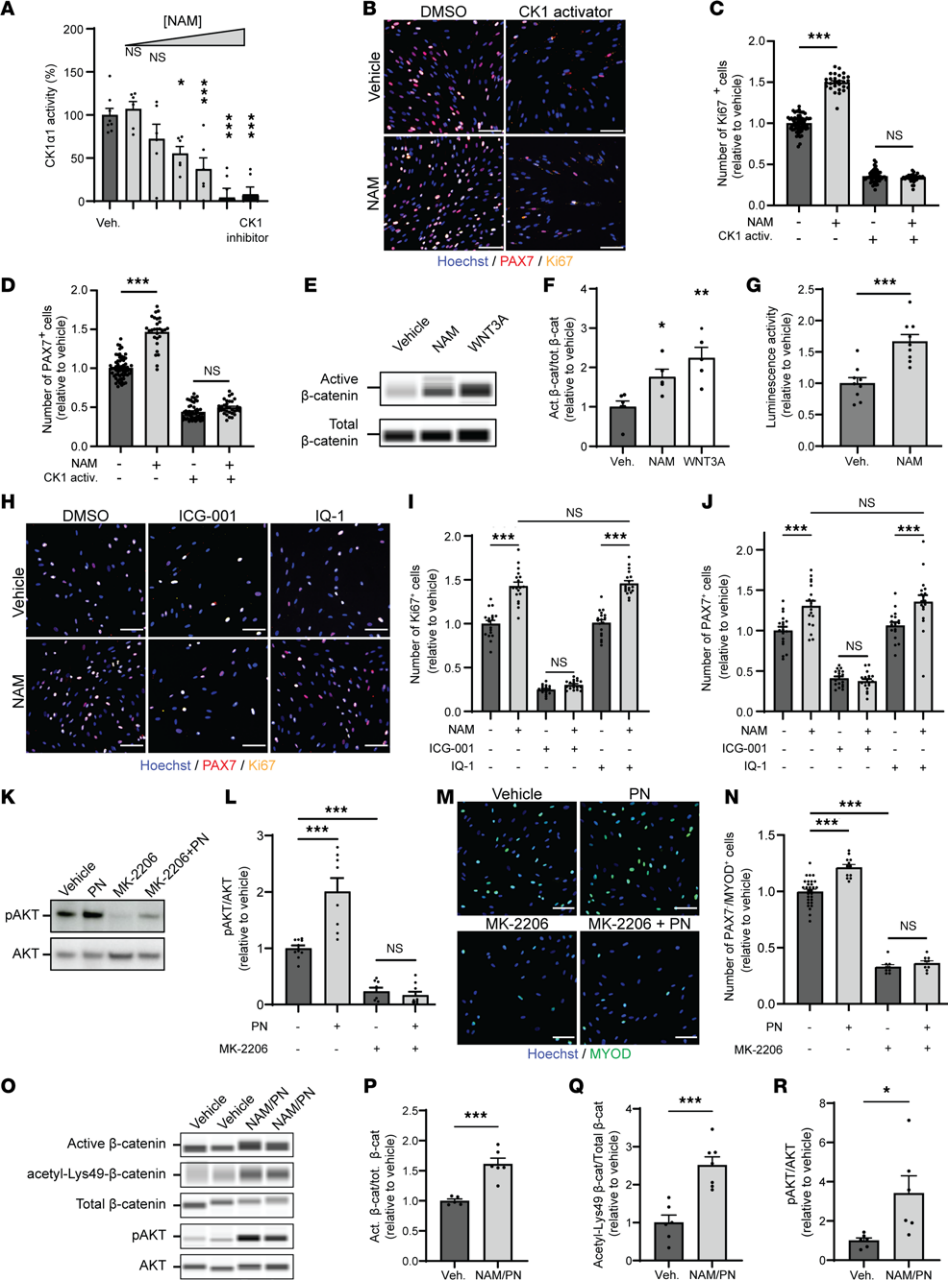
NAM and PN stimulate hMPs through β-catenin and AKT signaling, respectively. (**A**) Dose response of NAM on CK1α1 activity (1 μM to 20 mM). *n* ≥ 6 replicates. (**B**–**D**) Representative immunofluorescence images (**B**) and quantification of Ki67^+^ (**C**) and PAX7^+^ (**D**) hMPs after treatment with NAM and/or CK1α activator. *n* ≥ 16 cell culture replicates from 1 donor. (**E** and **F**) Representative capillary immunoassays (**E**) and quantification (**F**) of nonphosphorylated β-catenin protein levels in NAM-treated hMPs. WNT3A was used as positive control of β-catenin activation. *n* ≥ 5 cell culture replicates from *N* = 2 donors. (**G**) Luciferase activity of primary mouse MuSCs cotransfected with a TopFlash β-catenin luciferase reporter gene and treated with vehicle or NAM. *n* = 9 cell culture replicates. (**H**–**J**) Representative immunofluorescence images (**H**) and quantification of Ki67^+^ (**I**) and PAX7^+^ (**J**) hMPs after treatment with NAM and/or the β-catenin nuclear inhibitors ICG-001 and IQ-1. *n* ≥ 18 cell culture replicates from 1 donor. (**K** and **L**) Representative immunoblot images (**K**) and quantification (**L**) of hMPs treated with PN and/or the AKT inhibitor MK-2206. *n* ≥ 8 cell culture replicates from 1 donor. (**M** and **N**) Representative immunofluorescence images (**M**) and quantification of MYOD^+^ hMPs (**N**) following treatment with PN and/or MK-2206. *n* ≥ 9 cell culture replicates from 1 donor. (**O**–**R**) Representative capillary immunoassays (**O**) and quantification of active nonphosphorylated β-catenin protein levels (**P**), Lys49 acetylation of β-catenin (**Q**), and pAKT/AKT ratio (**R**) in MuSCs from regenerating muscles following oral NAM and PN supplementation in young mice. *N* ≥ 5 mice for each condition. Mouse MuSCs were freshly isolated from regenerating mouse TA, GC, and QD muscles at 5 dpi. Data are shown as the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 with 1-way ANOVA with post hoc Dunnett’s (**A** and **F**), Šidák’s multiple comparisons adjustment (**C**, **D**, **I**, **J**, **L**, and **N**), or 2-tailed unpaired Student’s *t* test (**G**, **P**, **Q**, and **R**). Scale bars: 100 μm.

**Figure 5:**
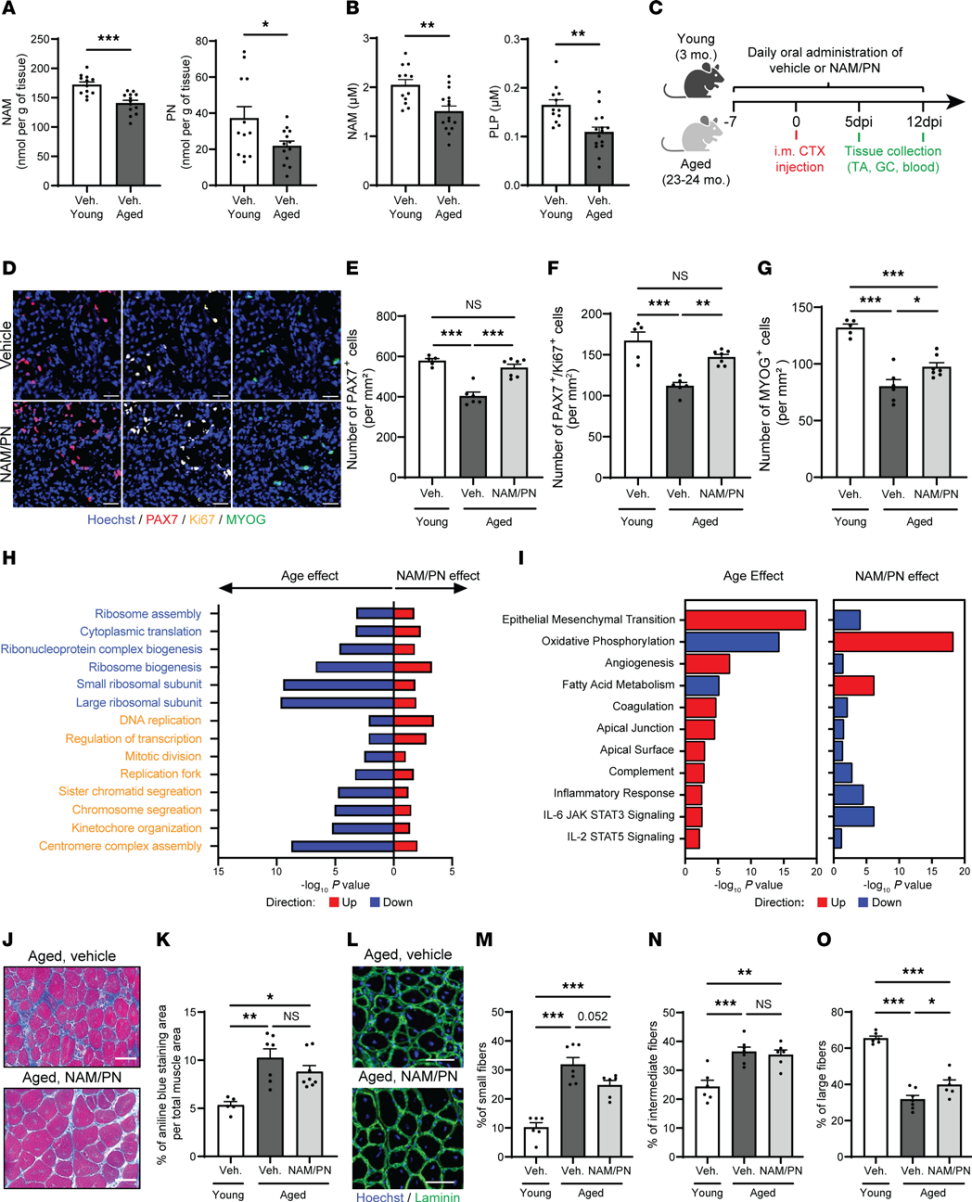
NAM and PN restore MuSC function and enhance regeneration in aged skeletal muscle. (**A** and **B**) Gastrocnemius (**A**) and plasma (**B**) concentrations of NAM and PN or NAM and PLP by LC-MS/MS in young and aged mice. *N* ≥ 12 mice per group.(**C**) Experimental scheme of CTX-induced muscle regeneration in young and aged mice treated with The NAM/PN combination or vehicle. (**D**–**G**) Representative immunofluorescence images (**D**) and quantification of PAX7^+^ (**E**), PAX7^+^Ki67^+^ (**F**), and MYOGENIN^+^ (**G**) cells on tibialis anterior (TA) cross-sections from young (*N* = 5) and aged vehicle- (*N* = 6) and NAM/PN combination–treated (*N* = 7) mice at 5 dpi. (**H**) Gene set enrichment analysis curated from Gene Ontology:Biological Process (GO:BP) gene sets (https://www.gsea-msigdb.org/gsea/msigdb) of freshly isolated MuSCs from young and aged mice (age effect) and of aged MuSCs treated ex vivo with vehicle or the NAM/PN combination (treatment effect) (*N* = 6). (**I**) Gene set enrichment analysis of curated Hallmarks gene sets of regenerating GC muscles of young vs. aged mice and of vehicle- vs. NAM/PN combination–treated aged mice 5 dpi (*N* = 6). False discovery rate, 10%. (**J** and **K**) Representative images (**J**) and quantification (**K**) of fibrotic aniline blue^+^ area from a Masson’s trichrome staining of TA cross-sections from young (*N* = 5) and aged vehicle- (*N* = 7) and NAM/PN combination–treated (*N* = 8) mice at 12 dpi. (**L**–**O**) Representative immunofluorescence images (**L**), quantification of minimum ferret myofiber size of small (**≤**22 μm) (**M**), intermediate (>22 μm and **≤**32 μm) (**N**), and large (>32 μm) (**O**) regenerating myofibers in TA cross-sections from young (*N* = 6) and aged vehicle- (*N* = 7) and NAM/PN combination–treated (*N* = 6) mice at 12 dpi. Data are shown as the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 with 2-tailed unpaired Student’s *t* test (**A** and **B**) and 1-way ANOVA followed by post hoc Tukey’s (**E**–**G**, **K**, and **M**–**O**) multiple comparison tests. Scale bars: 50 μm.

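For Figure 5H, treatment effect, the expression of each list of genes was also averaged within each library as the mean log2 CPM of its tested genes, with a prior count of 2, and the 2 conditions were compared by two-sided exact permutation tests over the 70 assignments of 4 and 4 libraries. With vehicle, the mean of the DNA replication list was 5.46 ± 0.099 (log2 CPM, SD, n = 4), and with NAM/PN it was 5.68 ± 0.050 (SD, n = 4), a rise in all 4 pools (exact p = 0.0286). Kinetochore organization rose from 5.32 ± 0.055 to 5.47 ± 0.010 and centromere complex assembly from 5.74 ± 0.059 to 5.88 ± 0.048 (log2 CPM, SD, n = 4 each), with an exact p of 0.0286 for each and a rise in all 4 pools. After Benjamini-Hochberg adjustment over the 9 lists, the exact p of these 3 lists was 0.0857. Ribosome biogenesis was higher in all 4 pools, at 6.34 ± 0.11 with vehicle and 6.47 ± 0.055 with NAM/PN (log2 CPM, SD, n = 4 each; exact p = 0.0857, adjusted 0.193). The differences in the other 5 lists did not exceed the spread between libraries in the exact test. For the large ribosomal subunit the difference was 0.14, with an exact p of 0.171 and a rise in 3 of 4 pools, and for sister chromatid segregation it was 0.091, with an exact p of 0.143 and a rise in 3 of 4 pools. Mitotic division differed by 0.066 (exact p = 0.371, higher in 3 of 4 pools), cytoplasmic translation by 0.12 (exact p = 0.286, higher in 2 of 4 pools) and the small ribosomal subunit by 0.048 (exact p = 0.60, higher in 2 of 4 pools). The myogenic differentiation list fell in all 4 pools, from 6.12 ± 0.35 to 3.98 ± 0.72 (log2 CPM, SD, n = 4 each; exact p = 0.0286, and 0.0571 after Benjamini-Hochberg adjustment over 6 lists). An exact test on the 4 differences within pools (changes of sign, as a replicate block) cannot give a p below 0.125 and gave that value for the lists that moved in one direction in all pools.

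**Figure D2:**
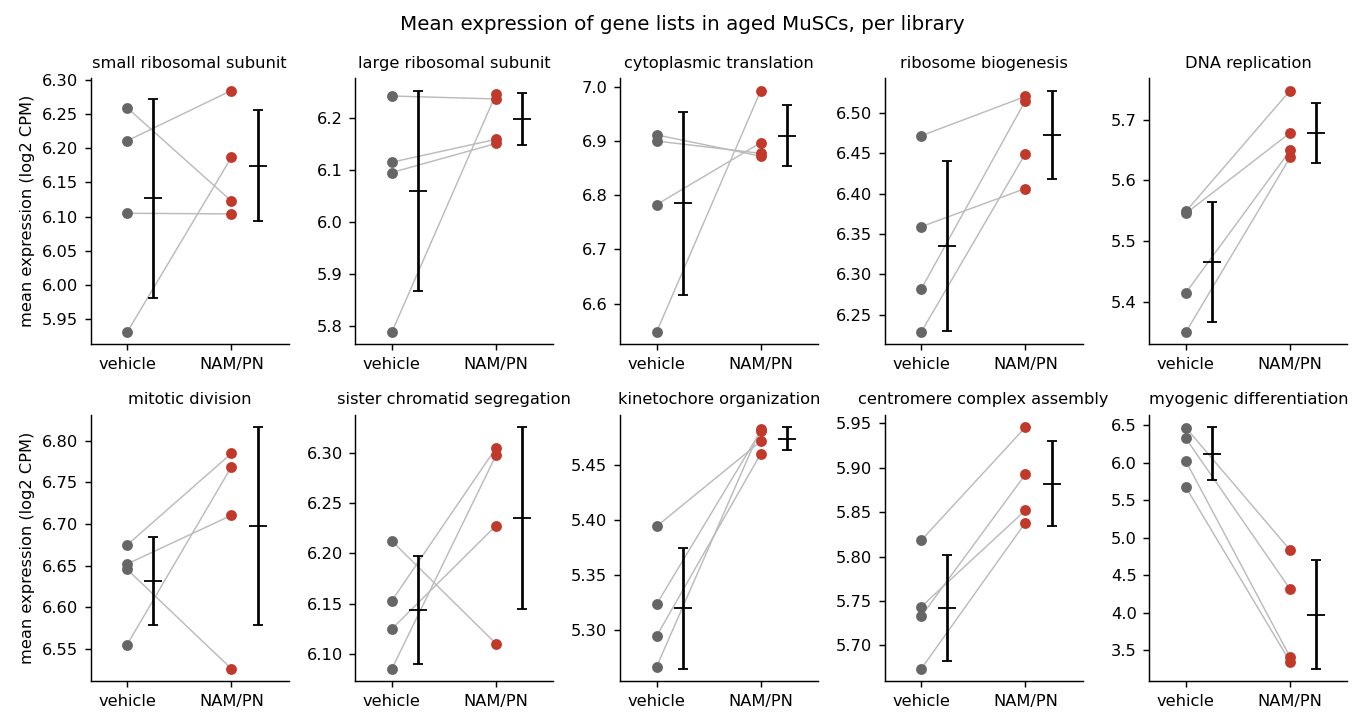
Mean expression (log2 CPM, y axis) of the genes of 10 lists in each library of aged MuSCs, for vehicle and NAM/PN (x axis); points are libraries, grey lines join the libraries of a pool, bars are means ± SD of 4 libraries, and each panel has its own y axis that does not start at 0. All 4 lines rise for DNA replication, ribosome biogenesis, kinetochore organization and centromere complex assembly, and all 4 fall for myogenic differentiation.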

**Figure 6:**
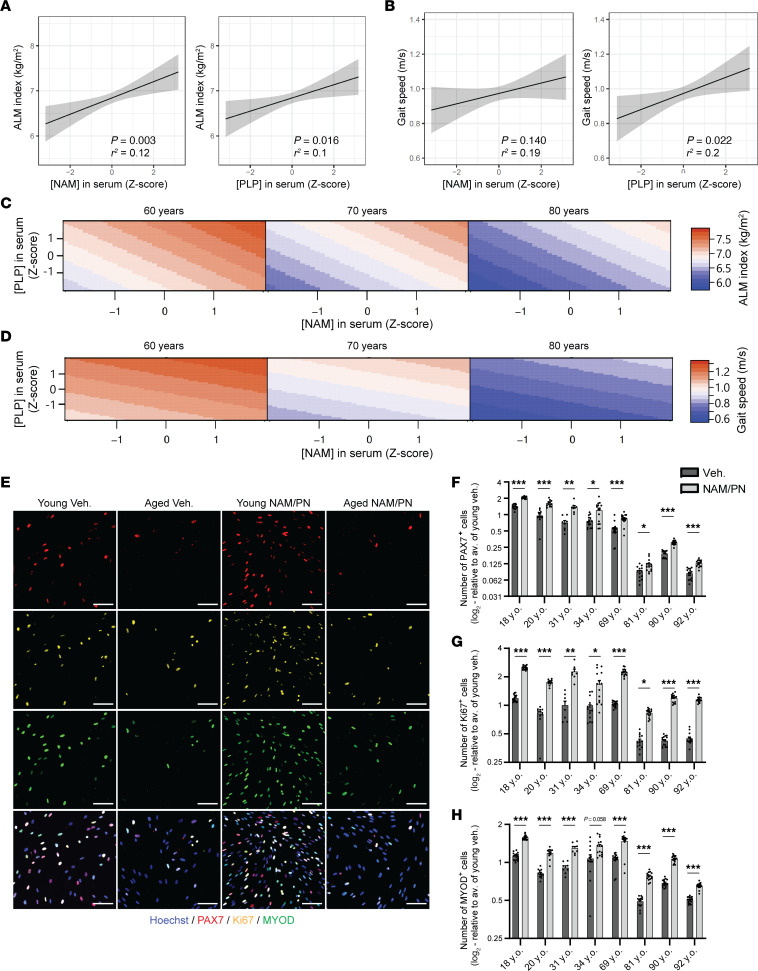
Nicotinamide and pyridoxine associate with muscle mass and function in aged humans and restore the myogenic capacity of aged hMPs. (**A**–**D**) LC-MS/MS analyses of NAM and pyridoxal-5′-phosphate (PLP; bioactive pyridoxine) in the sera of men aged >60 years (*N* = 186 participants). Appendicular lean mass index (ALMi) (**A**) and gait speed (**B**) were correlated to serum concentrations of NAM and PLP using a linear regression model adjusted for age. Regression line (black) and 95% confidence interval (CI) (gray). Estimated outcomes of the combined effect of NAM and PLP on ALMi (**C**) and gait speed (**D**) were modeled at different ages using a multiple linear regression model adjusted for age. (**E**–**H**) Representative immunofluorescence images (**E**) and quantification of PAX7^+^ (**F**), Ki67^+^ (**G**), and MYOD^+^ (**H**) hMPs. *n* ≥ 8 cell culture replicates from *N* = 8 donors aged from 18 to 92 years following 72 hours of treatment with vehicle or the NAM/PN combination. Data are shown as the mean ± SEM. **P < 0.01; ***P < 0.001 with Brown-Forsythe and Welch’s ANOVA tests with Dunnett’s T3 multiple-comparison in 8 donors (**F**–**H**). Data are shown as the mean ± SEM. Scale bar: 100 μm.

**Table 1:**
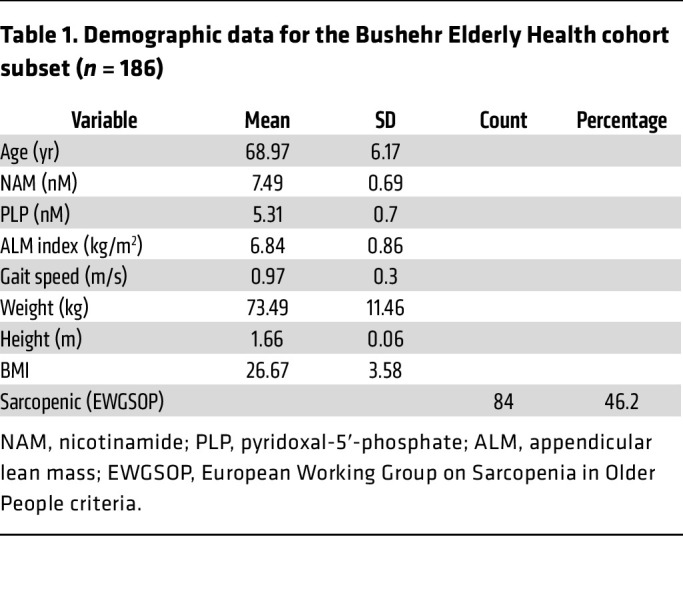
Demographic data for the Bushehr Elderly Health cohort subset (*n* = 186)

# Supplementary material for: Nicotinamide and pyridoxine stimulate muscle stem cell expansion and enhance regenerative capacity during aging
**Source:** J Clin Invest. 2024 Nov 12;134(24):e163648. doi: 10.1172/JCI163648
**Supplement:** Unedited blot and gel images

**Figure S1 (related to Figure 1)**

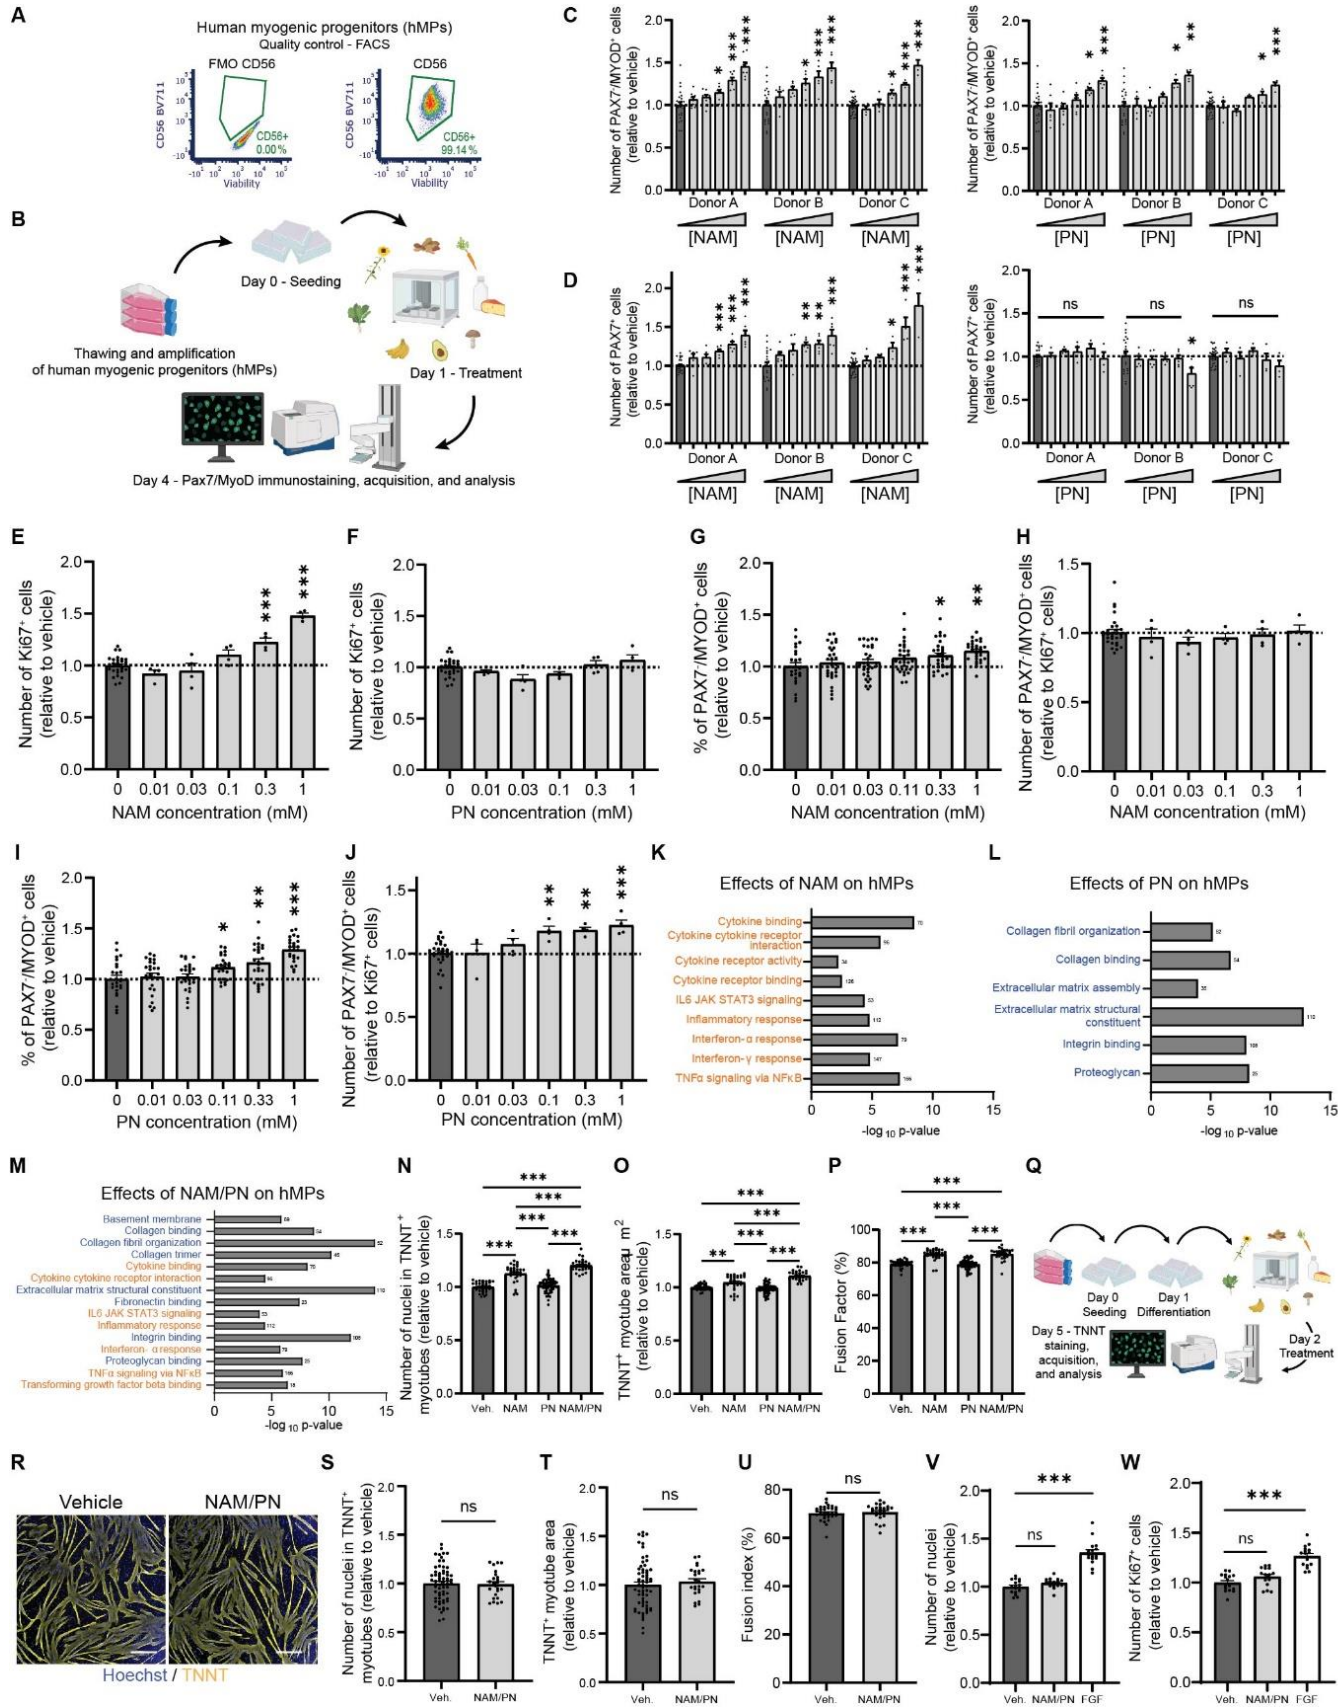

**Fig. S1 (related to Figure 1): Effects of NAM and PN on hMP proliferation and differentiation.** (A) Representative FACS plot of CD56 expression in hMPs. (B) Graphic overview of the high-content screening assay for PAX7<sup>+</sup> and MYOD<sup>+</sup> expression in hMPs. (C,D) Dose-response of NAM and PN on PAX7/MyoD<sup>+</sup> (C) and

PAX7<sup>+</sup> (D) hMPs.  $n \geq 4$  cell culture replicates from  $N = 3$  donors. **(E,F)** Dose-response of NAM and PN (F) on Ki67<sup>+</sup> hMPs.  $n = 4$  cell culture replicates from one donor. **(G-J)** Dose-response of NAM (G,H) and PN (I,J) on the percentage of PAX7<sup>+</sup>/MYOD<sup>+</sup> and MYOD<sup>+</sup> hMPs.  $n \geq 24$  (G,I) or  $n = 4$  for (H,J) cell culture replicates from  $N = 2$  donors. **(K-M)** Downregulated pathways following NAM (K), PN (L), or NAM/PN (M) treatment of hMPs. A false discovery rate FDR of 10% was applied on all gene sets from KEGG and GO Terms (BP, Biological Process; CC, Cellular Component; and MF, Molecular Function) of MSigDB-enriched hMPs from 5 donors. **(N-P)** Quantification of the number of nuclei within myotubes (N), myotube area (O), and fusion index (P) following vehicle, NAM, PN or NAM/PN treatment during proliferation and differentiation.  $n \geq 28$  cell culture replicates from one donor. **(Q)** Graphic overview of the high-content assay for myotube differentiation of hMPs independent of proliferation. **(R-U)** Representative images (R) and quantification of the number of nuclei within myotubes (S), myotube area (T) and fusion index (U) after a 4 day-treatment with vehicle or NAM/PN in differentiating medium. Scale bar, 500  $\mu\text{m}$ .  $n \geq 24$  cell culture replicates per condition from one donor. **(V,W)** Quantification of total number of nuclei (V) and Ki67<sup>+</sup> cells (W) following NAM/PN treatment of non-myogenic human dermal fibroblasts.  $n \geq 16$  cell culture replicates. FGF was used as a positive proliferation control. Data represented as means  $\pm$  s.e.m. \*\*\*  $P < 0.001$ , \*\*  $P < 0.01$ , \*  $P < 0.05$  with one-way ANOVA followed by post hoc Dunnett's (C,D,E,F,G,H,I,J,V,W), Tukey's (N,O,P) multiple comparison test and two-tailed unpaired Student's t-test (S,T,U).

**Figure S2 (related to Figure 2)**

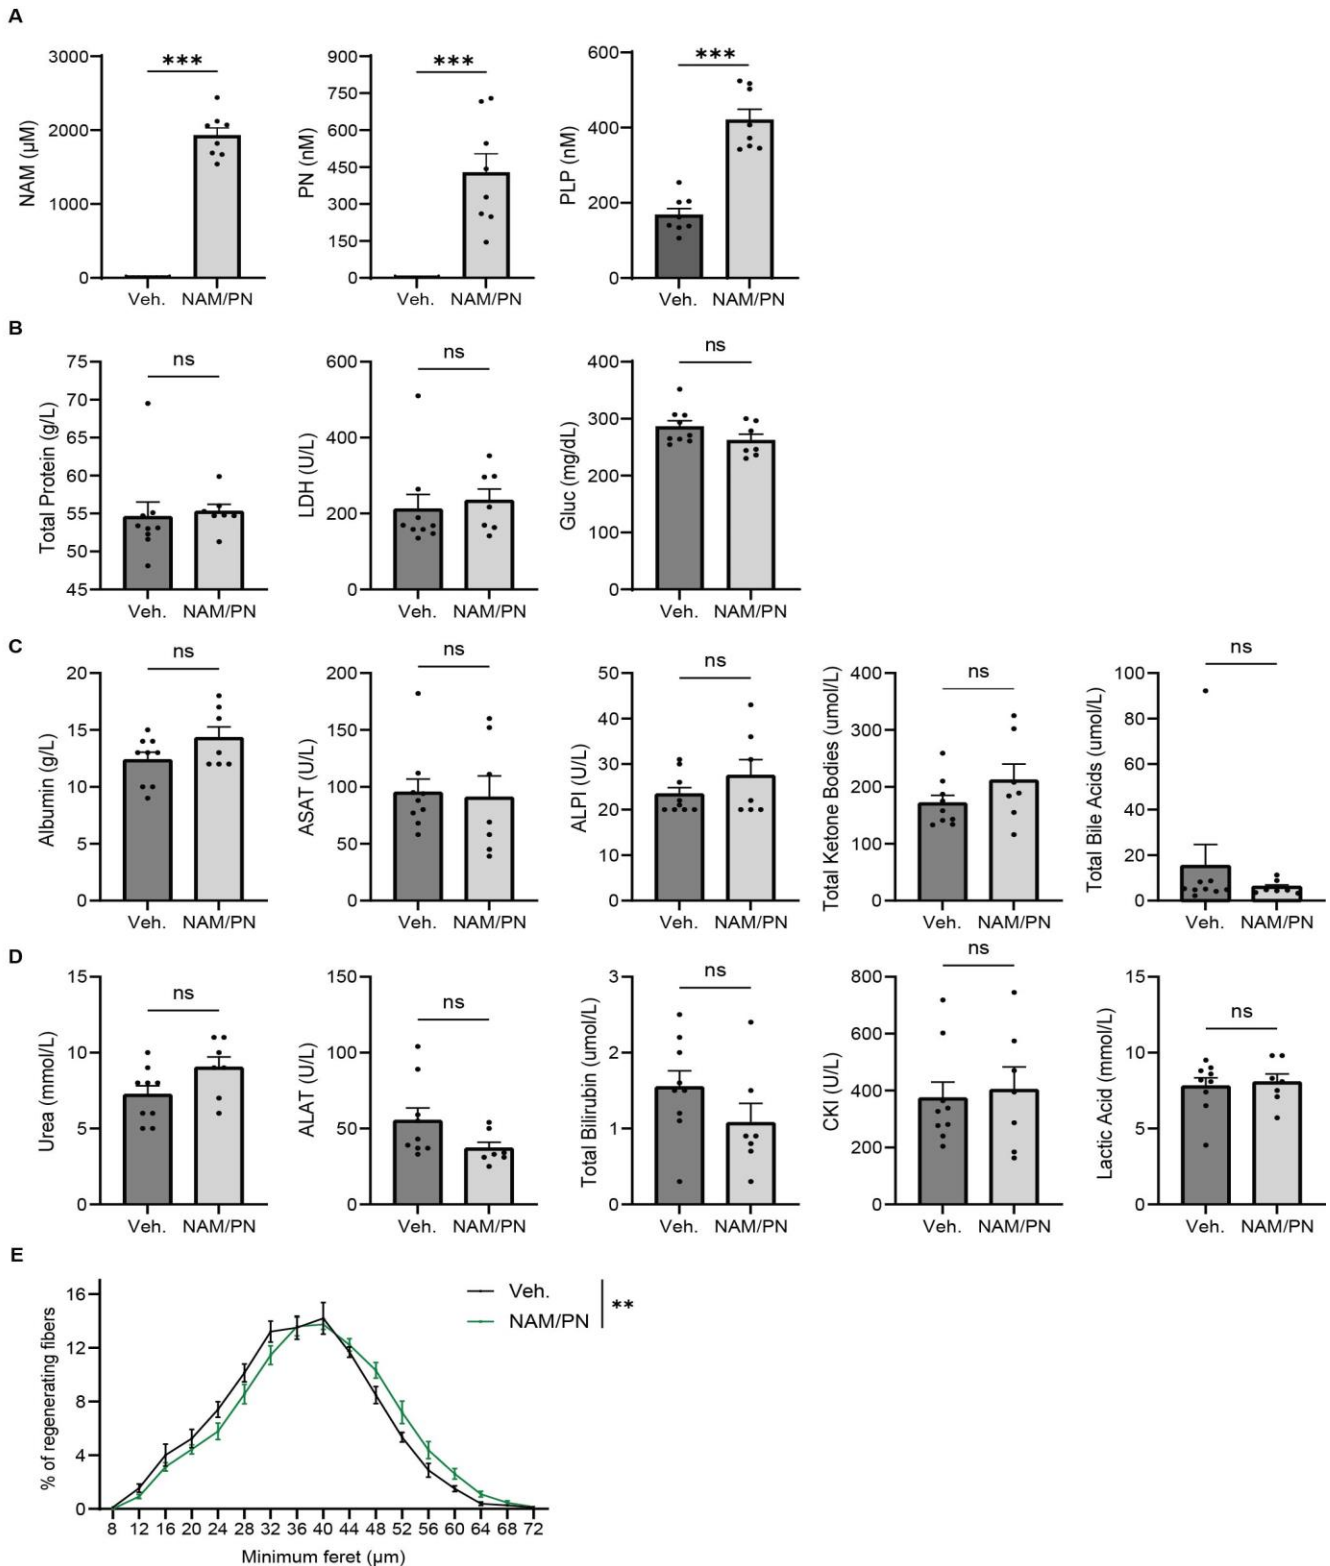

**Fig. S2 (related to Figure 2): Plasma biomarkers following 12 days of daily oral supplementation of NAM/PN in young mice.** (A) Quantification of NAM, PN, and Pyridoxal-5'-Phosphate (PLP), the active form of PN, in the plasma of vehicle- and NAM/PN-treated mice. (B-D) Quantification of standard plasma biochemistry profiles for safety assessment. (E) Distribution of regenerating myofiber size in injured *Tibialis Anterior* muscle of vehicle- and NAM/PN-treated mice 12 days post injury.  $N \geq 5$  mice per condition. Two-tailed unpaired Student's t-test. \*\*\*  $P < 0.001$ . Two-tailed unpaired Student's t-test (A, B, C, D) and Kolmogorov-Smirnov test to assess minimum fiber ferret distribution (E).

**Figure S3 (related to Figure 3)**

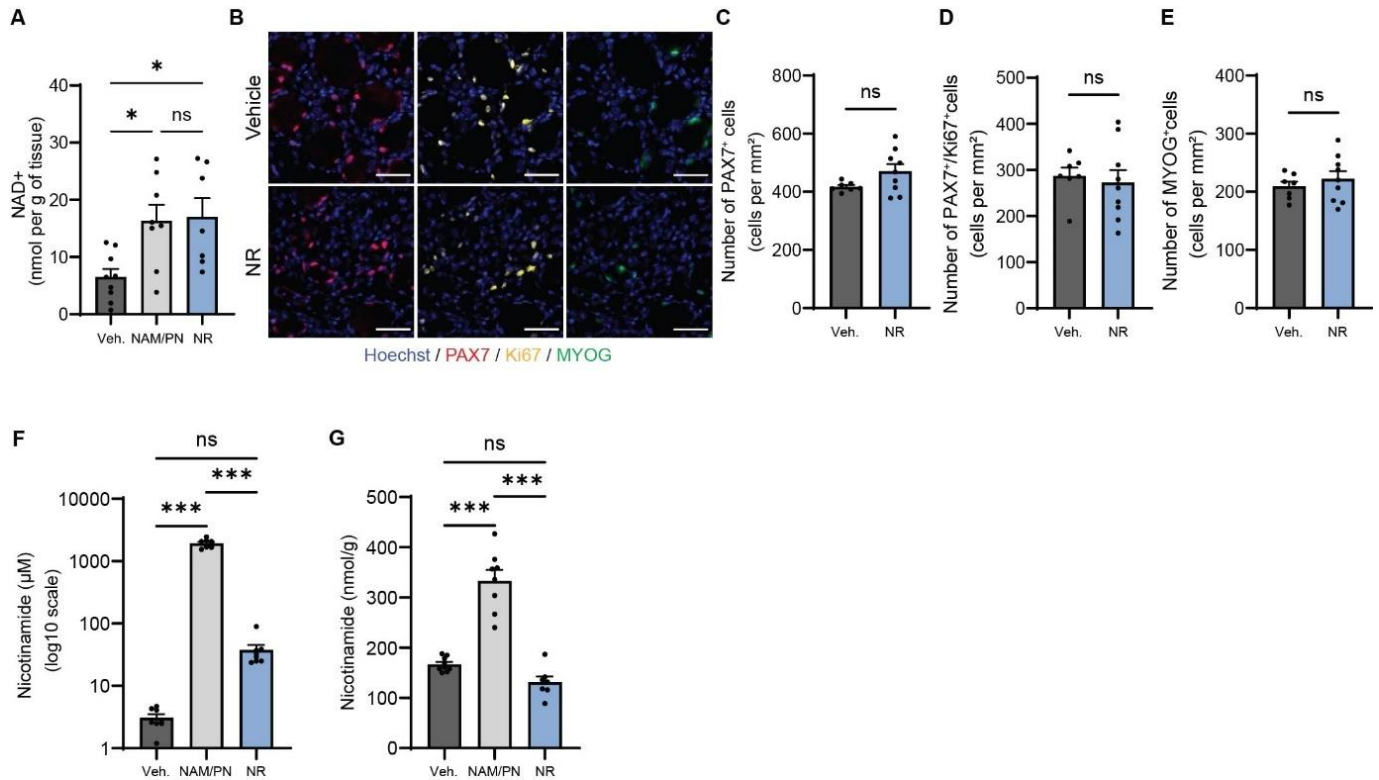

**Fig. S3 (related to Figure 3): Effect of *in vivo* nicotinamide riboside supplementation on MuSCs during muscle regeneration.** (A) Effect of NAM and NR on NAD<sup>+</sup> levels in gastocnemius muscle. (B-E) Representative images of *Tibialis Anterior* (TA) cross-sections in vehicle- and NR-treated mice (B) and quantification of PAX7<sup>+</sup> (C), PAX7<sup>+</sup>/Ki67<sup>+</sup> (D), and MYOGENIN<sup>+</sup> (E) cells at 5 dpi. Scale bar, 50  $\mu$ m. (F-G) LC-MS/MS quantification of NAM concentrations in plasma (F) and *Gastrocnemius* muscle (G) of NAM/PN-treated and NR-treated mice compared to vehicle-treated mice. Values for vehicle and NAM/PN correspond to the values presented in Fig. 2F,G and were reported here again to facilitate comparison with NR. Data from  $N \geq 7$  mice per condition represented as means  $\pm$  s.e.m. All panels analyzed with PN co-treatment. \*\*\*  $P < 0.001$ , \*\*  $P < 0.01$ , \*  $P < 0.05$  with two-tailed unpaired Student's t-test (C,D,E) and one-way ANOVA with one-way ANOVA followed post hoc Tukey's multiple comparison test (A,F,G).

**Figure S4 (related to Figure 4)**

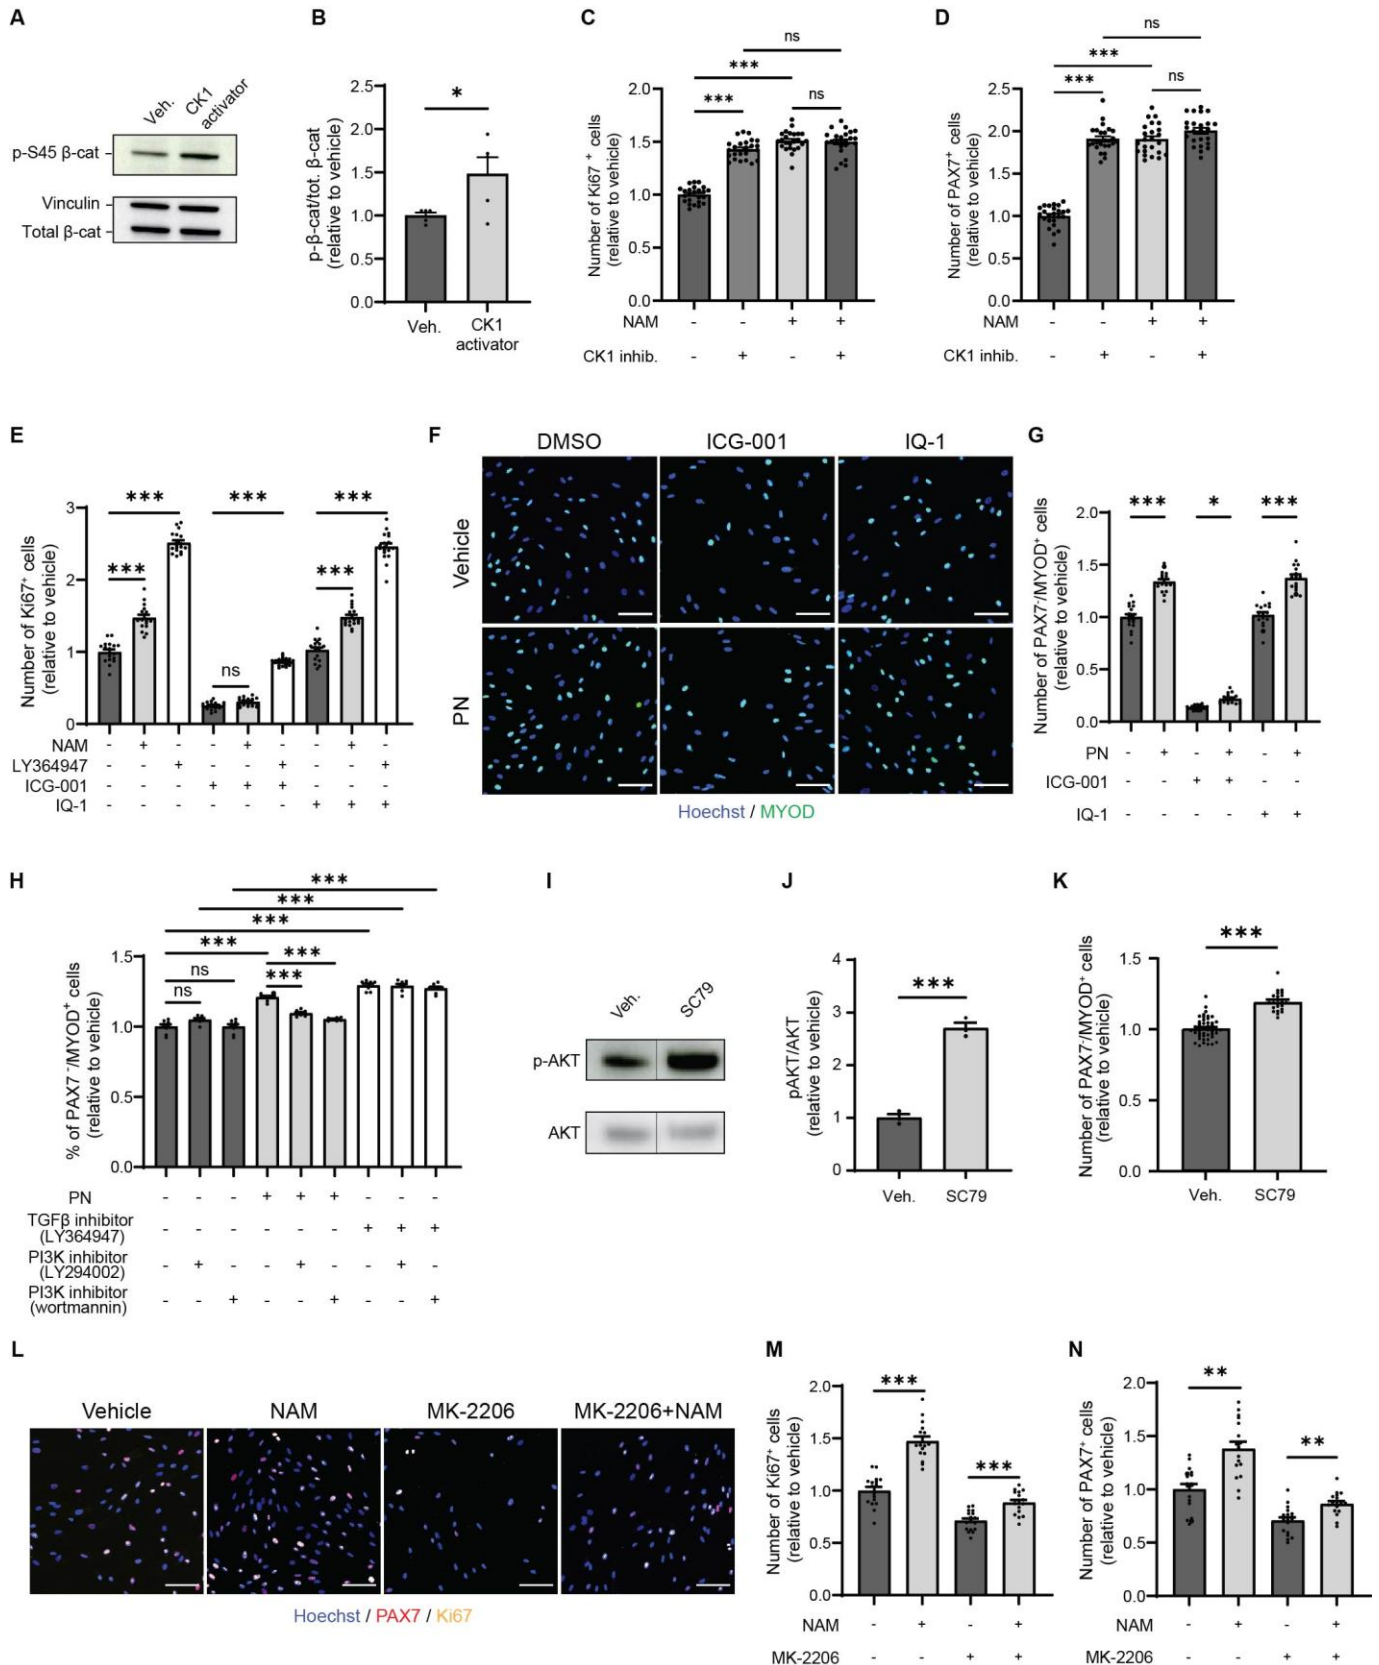

**Fig. S4 (related to Figure 4): Effects of NAM and PN following inhibition of  $\beta$ -catenin and Akt signaling. (A,B)** Representative immunoblot images (A) and quantification (B) of Ser45 phosphorylated  $\beta$ -catenin in hMPs treated with the CK1 $\alpha$  activator pyrvinium.  $n \geq 5$  cell culture replicates from one donor. **(C,D)** Quantification of the number of Ki67 $^{+}$  (C) and Pax7 $^{+}$  (D) by immunofluorescence of human myogenic progenitors (hMPs) after treatment with NAM or a of CK1 $\alpha$  inhibitor.  $n \geq 16$  cell culture replicates per condition from one donor. **(E)** Number of Ki67 $^{+}$  hMPs

after treatment with NAM or the positive control LY364947 in presence or absence of b-catenin inhibitors ICG-001 and IQ-1.  $n \geq 17$  cell culture replicates from one donor. **(F,G)** Representative immunofluorescence images (D) and quantification (E) of hMPs treated with vehicle, PN and/or the  $\beta$ -catenin nuclear inhibitors ICG-001 and IQ-1. Scale bar, 100  $\mu$ m.  $n \geq 17$  cell culture replicates from one donor. **(H)** Percentage of PAX7<sup>+</sup>/MYOD<sup>+</sup> hMPs after treatment with the PI3K inhibitors LY294002 and wortmannin for 72h in proliferation medium. Scale bar, 100  $\mu$ m.  $n \geq 7$  cell culture replicates per condition from a single donor. **(I-K)** Representative immunoblot (I), quantification of pAkt to Akt ratio (H;  $n=3$  cell culture replicates) and quantification of the number MYOD<sup>+</sup> cells (K;  $n \geq 23$  cell culture replicates per condition from one donor) in hMPs co-treated with the Akt activator SC79. **(L-N)** Representative immunofluorescence images (L) and quantification of Ki67<sup>+</sup> (M) and PAX7<sup>+</sup> (N) in hMPs treated with NAM and/or the allosteric Akt inhibitor MK-2206.  $n \geq 17$  cell culture replicates per condition from one donor. Data represented as means  $\pm$  s.e.m. \*\*\*  $P < 0.001$ ; \*\*  $P < 0.01$ ; \*  $P < 0.05$  with two-tailed unpaired Student's t-test (B,J,K) and one-way ANOVA with Sidak's multiple comparisons adjustment (C,D,G,H,M,N).

**Figure S5 (related to Figure 5)**

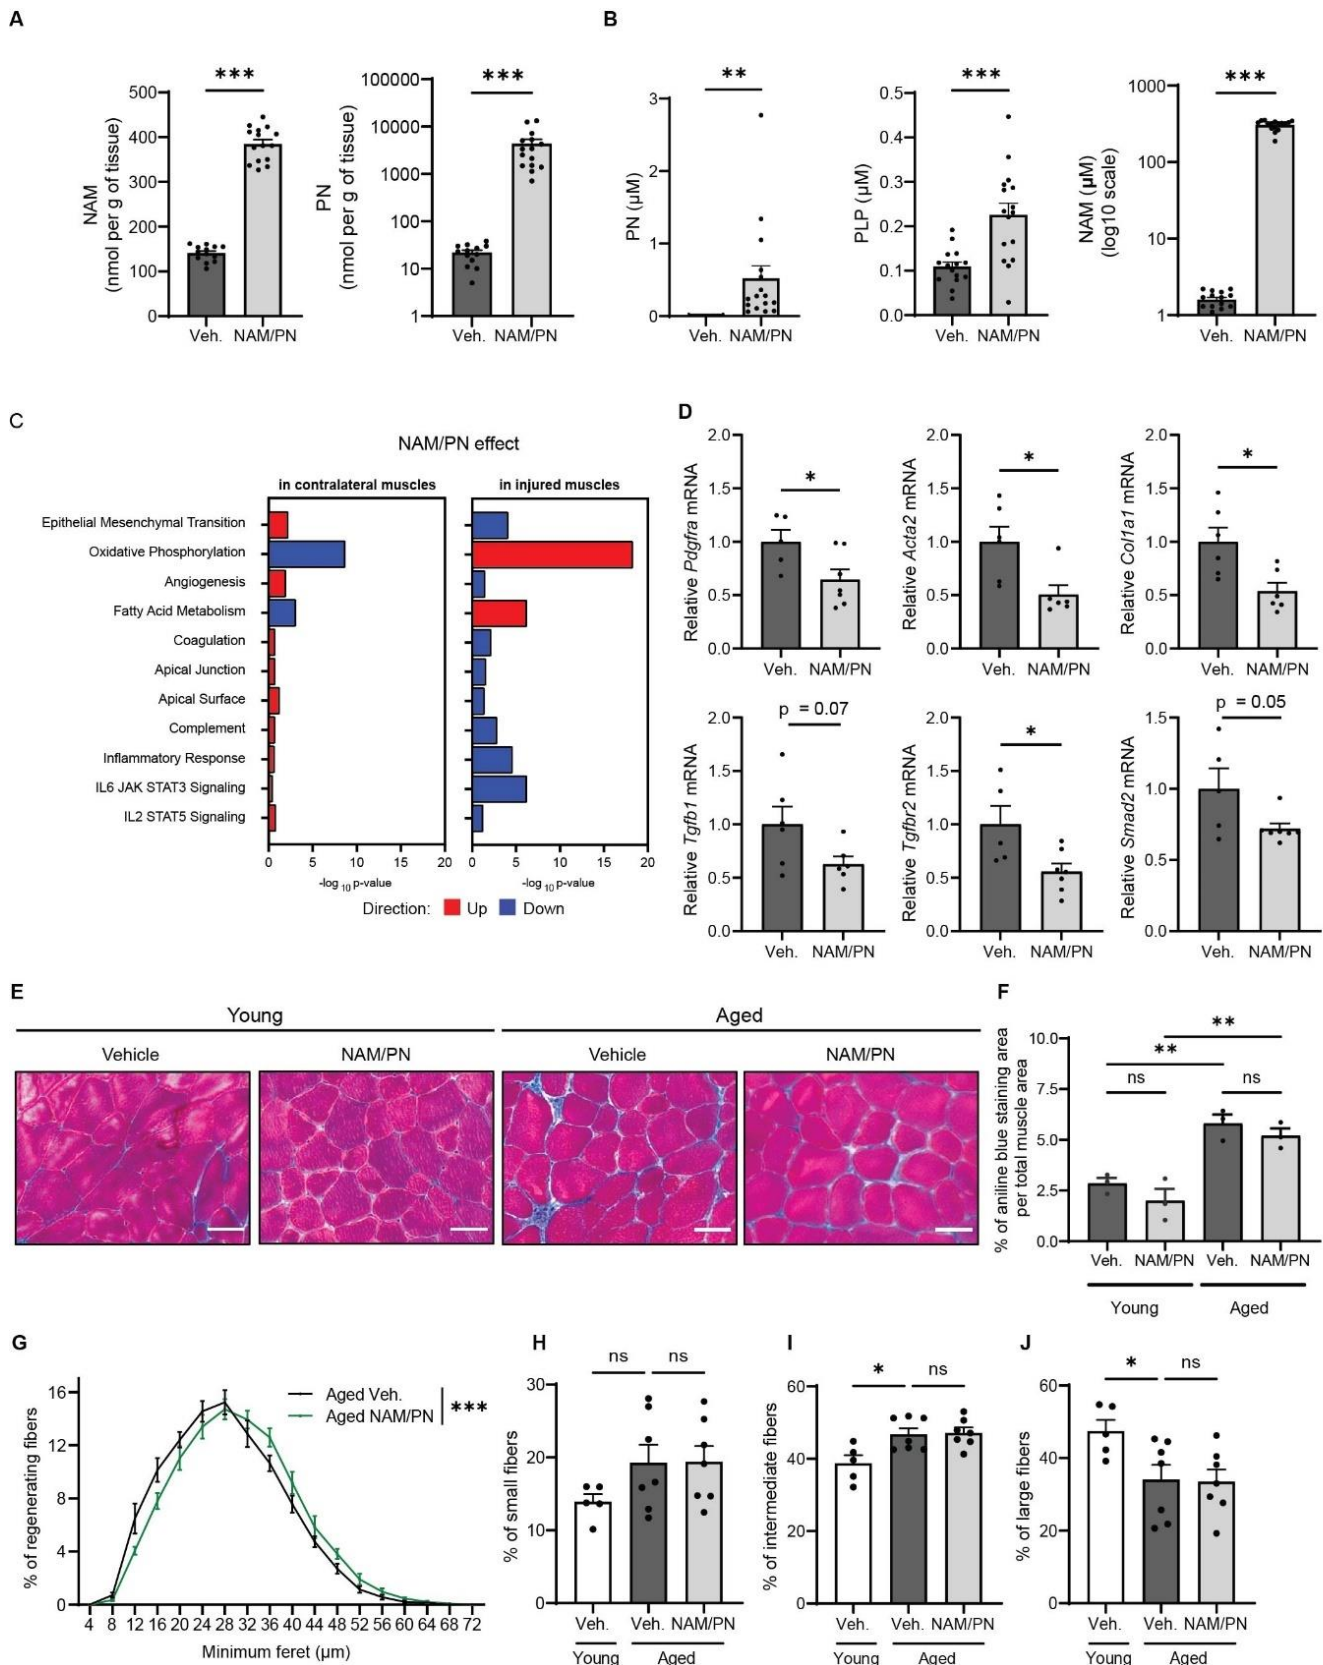

**Fig. S5 (related to Figure 5): Effects of NAM/PN supplementation on plasma metabolites and muscle fibrosis in young and aged mice.** (A) LC-MS/MS quantification of NAM and PN concentrations in uninjured *Gastrocnemius* muscles from aged vehicle (N = 13) and aged NAM/PN-treated mice (N = 15). (B) Quantification of NAM, PN, and PLP, in the plasma of aged vehicle (N = 15)- and aged NAM/PN-treated mice (N = 16). (C) Gene set enrichment analysis after RNAseq of contralateral and injured 5 dpi *Gastrocnemius* muscles of aged mice treated with NAM/PN.

To enable a direct comparison, data from Fig 5-I are also reported in this panel. A false discovery rate FDR of 10% was applied. **(D)** Quantification of fibrotic gene expression from regenerating *Gastrocnemius* muscles at 12 dpi from aged vehicle- (N ≥ 5)- and NAM/PN-treated (N ≥ 5) mice. **(E,F)** Representative images (E) and quantification (F) of Masson trichrome staining of cross-sections from uninjured muscles of young (N = 3) and aged (N = 3) mice. Quantification of the aniline blue fibrotic area was normalized to the total muscle area in cross-sections. **(G)** Distribution of regenerating myofiber size in injured *Tibialis Anterior* muscle of young and aged vehicle-treated (N = 7) and NAM/PN-treated mice (N = 6) at 12 dpi. **(H-J)** Quantification of minimum ferret size of small ( $\leq 33\mu\text{m}$ ) (H), intermediate ( $>33\mu\text{m}$  and  $\leq 44\mu\text{m}$ ) (I), and large ( $>45\mu\text{m}$ ) (J) myofibers of uninjured contralateral *Tibialis Anterior* muscle cross-sections from young (N = 5) and aged vehicle- (N = 7) and NAM/PN-treated (N = 7) mice. Data are represented as means  $\pm$  s.e.m. \*\*\*  $P < 0.001$ , \*\*  $P < 0.01$ , \*  $P < 0.05$ , using a two-tailed unpaired Student t-test (A, B, D), one-way ANOVA with post-hoc Dunnett test (H, I, J), Tukey multiple comparison test (F) and Kolmogorov-Smirnov test (G). Scale bar,  $50\mu\text{m}$ .

Figure S6 (related to Figure 6)

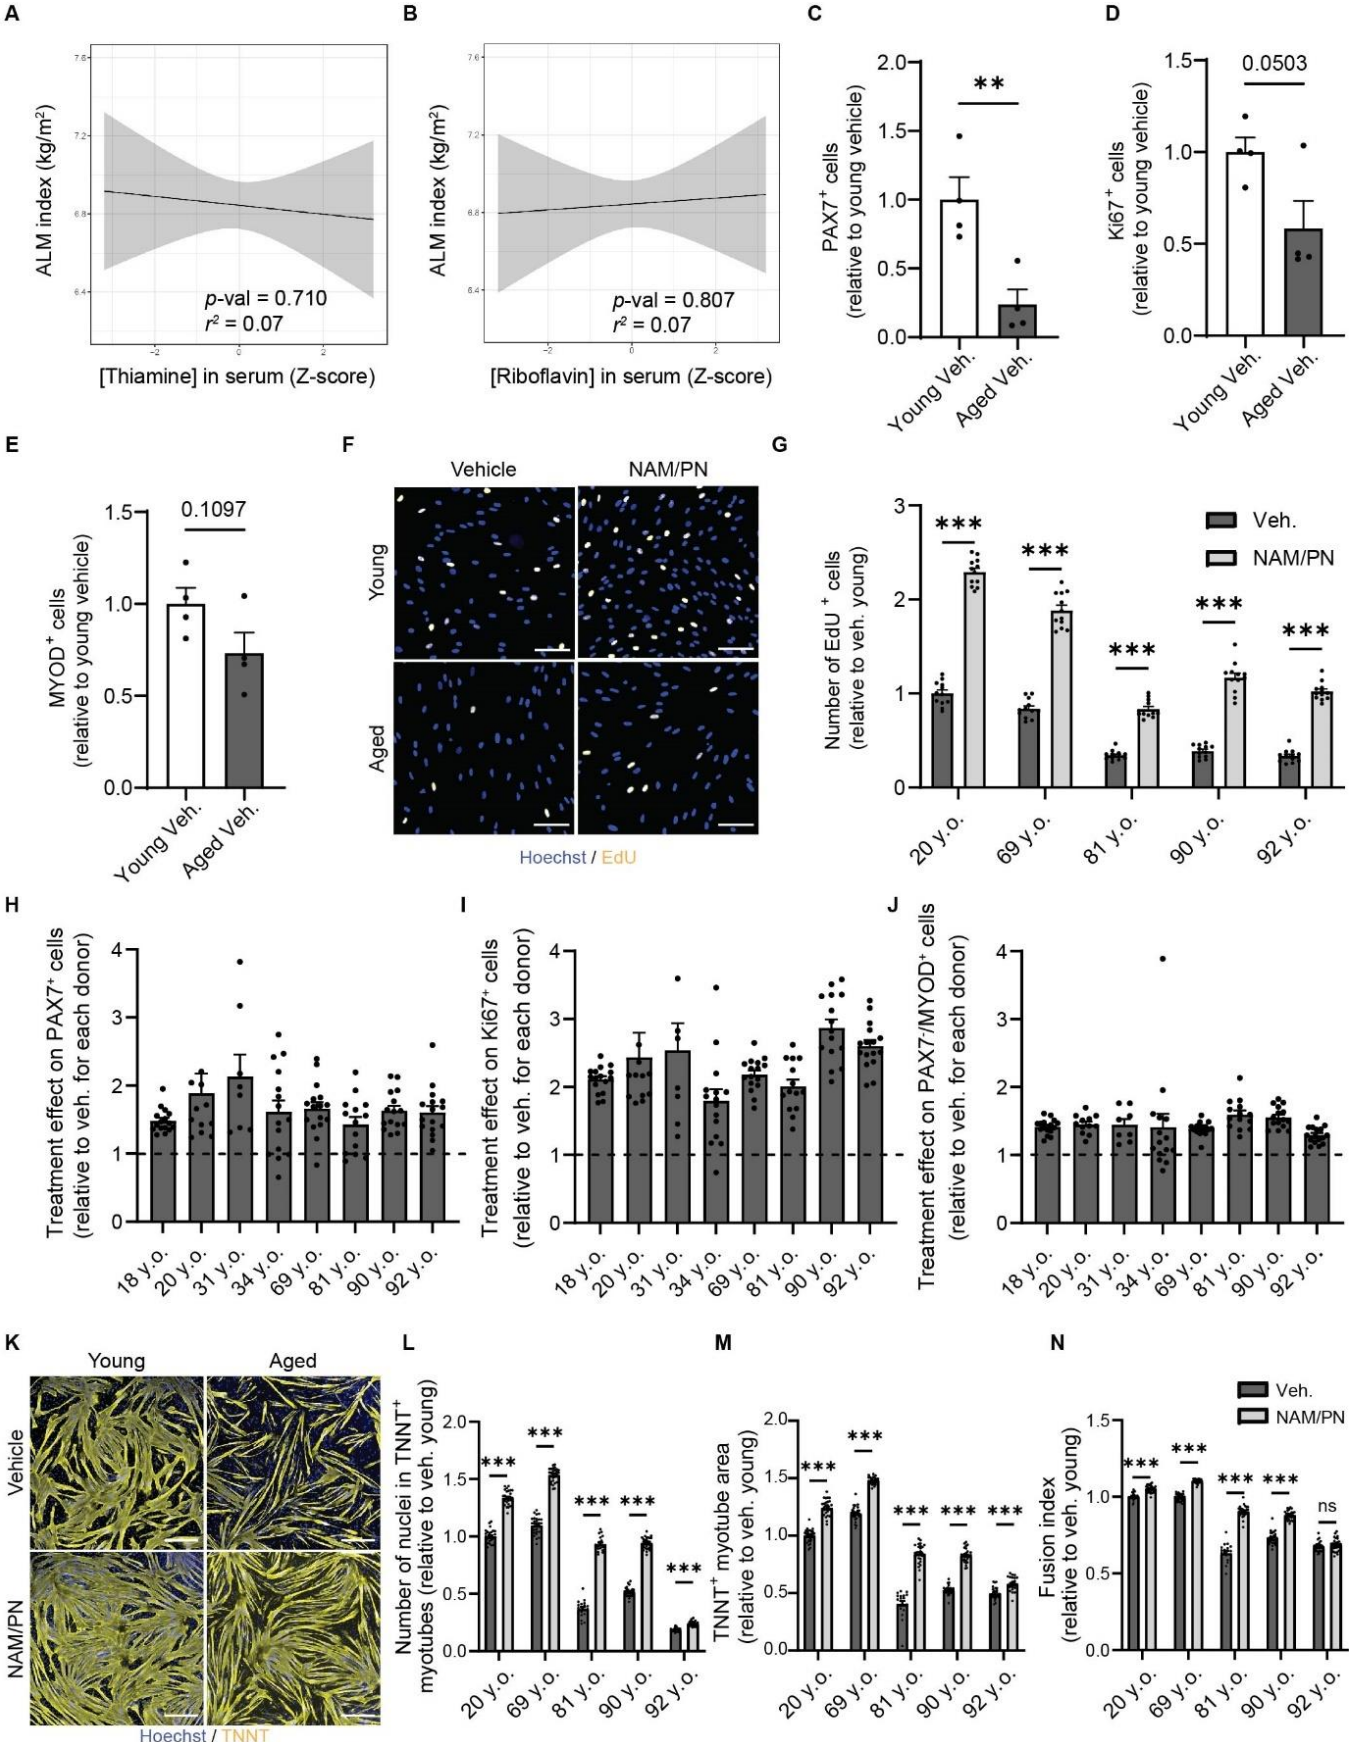

**Fig. S6 (related to Figure 6): Clinical associations of unrelated B vitamins in older people and analysis of proliferation and differentiation of aged hMPs.** (A,B) Appendicular lean mass index (ALMi) correlation with serum concentrations of Thiamine (A) and Riboflavin (B) using a simple linear regression model. Regression line

(black) and 95% confidence interval (gray). **(C-E)** Quantification of the number of PAX7<sup>+</sup> (C), Ki67<sup>+</sup> (D) and MYOD<sup>+</sup> (E) in vehicle-treated human myogenic progenitors (hMPs) from young (18-24y) and aged (69-92y) donors,  $n \geq 12$  cell culture replicates per condition from  $N = 8$  donors following 72h of treatment with vehicle or NAM/PN. **(F-J)** Representative immunofluorescence pictures (F) and quantification (G) of EdU<sup>+</sup> hMPs from five donors aged from 20 to 92 years following treatment with vehicle or NAM/PN.  $n \geq 12$  cell culture replicates. **(H-J)** Fold change of PAX7 (H), Ki67 (I), and MYOD (J) positive cells following NAM/PN treatment from eight donors aged 18 to 92 years compared to their vehicle-treated condition (dotted black line).  $n \geq 8$  cell culture replicates per condition from  $N = 8$  donors. Scale bar, 100  $\mu\text{m}$ . **(K-N)** Representative images (K) and quantification of the number of nuclei within myotubes (L), myotube area (M), and fusion index (N) in hMPs from five donors aged from 20 to 92 years and treated with vehicle or NAM/PN for 72h in proliferation media and then switched to differentiation medium for 72 h. Scale bar, 500  $\mu\text{m}$ .  $n \geq 19$  cell culture replicates per condition from  $N = 5$  donors. Data represented as means  $\pm$  s.e.m. \*\*\*  $P < 0.001$ ; \*  $P < 0.05$ ; Data are mean  $\pm$  SEM and were assessed with a two-tailed unpaired Student t-test (C,D,E) or Brown-Forsythe and Welch ANOVA tests with Dunnett T3 multiple-comparison (G,L,M,N).

## **List of supplementary tables available for download**

**Supplementary Table S1:** List of hMP donors & corresponding figures

**Supplementary Table S2:** List of screening hits

**Supplementary Table S3:** List of gene set enrichment from hMP RNAseq

**Supplementary Table S4:** List of differentially expressed genes from hMP RNAseq

**Supplementary Table S5:** Association of clinical variables with serum metabolites, adjusted for age

**Supplementary Table S6:** Association of clinical variables with dietary intake and serum metabolites adjusted for dietary intake, all adjusted for age

## **SUPPLEMENTARY MATERIAL & METHODS**

### **Primary human myogenic progenitors**

For each experiment, a frozen stock of hMPs cells banked with less than 4 passages was thawed and expanded in proliferation medium (Skeletal Muscle Cell Growth Medium from AmsBio, #SKM-M) in a humidified incubator at 37°C in 5% CO<sub>2</sub>. hMPs were cultured for a maximum of 3 passages prior to cellular assays and were passaged upon reaching 50-60% confluence, approximately every 3 days.

### **hMP proliferation and commitment assays**

An automated high throughput imaging phenotypic assay was developed to assess hMP proliferation and myogenic commitment in 384-well plates (Greiner, #781096). All liquid dispensing, compound treatment, and imaging steps were conducted on automated platforms optimized for this screen. hMPs were seeded at 800 cells per well in 384-well plates pre-coated with 10µg/ml human fibronectin (Corning, #356008) using a multi-drop automated dispenser (Thermo Fisher Scientific). 24 h after cell seeding, compounds were added using a fully automated customized liquid handling & cellular screening platform (Thermo Fisher Scientific). Cells were incubated for 72 h under humidified conditions at 37°C in 5 % CO<sub>2</sub> and after three days, automated cell fixation and staining for nuclei, PAX7 (DHSB, 1/250) and MYOD (Novus Biologicals, #NBP1-54153, 1/500) was performed using an EL406 Washer/Dispenser (Biotek; see immunocytochemistry section for staining methods).

### **hMP differentiation assays**

hMP cells were either treated with the NAM/PN combination during the proliferation and differentiation phases or only after differentiation was induced. In the first scenario, hMPs were seeded at 800 cells per well into 384-well plates pre-coated with 10µg/ml human fibronectin (Corning, #356008) and grown in Skeletal Muscle Cell Growth Medium (AmsBio, #SKM-M). 24 h after cell seeding, hMPs were treated with 1% DMSO (vehicle condition) (Sigma, #D4540) or the NAM/PN combination at a concentration of

1mM and 50  $\mu$ M, respectively. Cells were cultured for 72 h in proliferation medium and differentiation was induced by switching to low-serum medium (DMEM (Thermo Fisher Scientific, #31331028) supplemented with 2% horse serum (Thermo Fisher Scientific, #26050088), 1% Penicillin-Streptomycin (Thermo Fisher Scientific, #15070063) supplemented either with vehicle or NAM/PN and cultured for another 4 days. In the second scenario, hMPs were seeded at 3,000 cells per well into 384-well plates pre-coated with 20 $\mu$ g/ml human fibronectin (Corning, #356008) and grown in Skeletal Muscle Cell Growth Medium (AmsBio, #SKM-M). 24 h after cell seeding, differentiation was induced as above with vehicle or NAM/PN treatment only during the differentiation phase.

### **hMPs immunocytochemistry and image acquisition**

hMPs cells were fixed using 4% PFA and permeabilized in 0.1% Triton X-100 (Sigma, #T9284). Cells were blocked in 4% BSA (Sigma, #A8022) and stained with the following primary antibodies: anti-PAX7 (DHSB, 1/250), anti-MYOD (Novus Biological, #NBP1-54153, 1/500), anti-Ki67 (Thermo Fischer Scientific, #14-5698-82, 1/500), or anti-TNNT (Abcam, #ab45932, 1/2000) and then with appropriate secondary antibodies (Thermo Fisher Scientific, #A32733 and #A-21121; SouthernBiotech, #3065-32, 1/2000). Cell nuclei were counterstained with Hoechst 33342 (Sigma, #B2261, 1/20000). To assess hMP proliferation, 5 $\mu$ M EdU was added in the medium for 2h before fixation and EdU incorporation was revealed using the Click-iT assay (Thermo Fisher Scientific, #C10338) according to manufacturer's instruction. Briefly, cells were fixed during 15 minutes in 4% PFA, permeabilized during 20 minutes in PBTX 0.5%, stained with the Click-iT reaction mix and counterstained with Hoechst 33342 (Sigma, #B2261). Images were acquired using a high content imager (ImageXpress, Molecular Devices) equipped with a plate stacker (Spinnaker, Thermo Fisher Scientific) and quantifications were performed using the MetaXpress software (Molecular Devices). An exclusion of artifacts was performed based on morphological analysis and myotubes were detected based on the segmentation of TNNT staining. Multi-Wavelength Cell scoring was performed by identifying positive and negative populations based on a minimum intensity threshold for each marker using an automated image processing module.

## In vivo experiments

All mice were randomized to different groups according to their weights. Muscle regeneration was induced on by intramuscular injection of 25µl and 50µl of 20µM cardiotoxin (CTX, Latoxan) into the *Tibialis anterior* (TA) and the *Gastrocnemius* (GC) muscles under a short anesthesia using 2% isoflurane. For analgesia, buprenorphine was administered at a dosage of 0.1mg/kg subcutaneously before the intramuscular injection followed either by a second dose 24h after or by administration through drinking water (at 9.4µg/ml) during 24h. Blood samples were collected in K2 EDTA tubes (BD Biosciences) by intracardiac puncture under a short terminal anesthesia using 2% isoflurane and plasma was prepared at 4°C and rapidly snap frozen in liquid nitrogen. Mice were sacrificed by CO<sub>2</sub> exposure 5- or 12-days post-injury and contralateral and regenerating muscles were quickly collected and processed. 2/3 of the TA was mounted on 6% tragacanth gum (Sigma, #G1128) and frozen in isopentane (Sigma, #M32631) cooled with liquid nitrogen for histological analysis, and the rest of the TA and GC muscles were snap-frozen in liquid nitrogen for molecular analyses. For *in vivo* contraction assays to induce eccentric contraction-induced regeneration and measure muscle strength longitudinally, mice were anesthetized in an induction chamber using 4% isoflurane. The right leg was shaved before an electrode cream was applied at the knee and heel regions to optimize electrical stimulation. Each anesthetized mouse was placed in a supine position in a non-invasive specific device (NIMPHEA\_Research, All Biomedical SAS, Grenoble, France). Anesthesia was maintained by gas inhalation through a facemask continuously supplied with air flow 0.7 L/min and 2-2.5% isoflurane. The right leg was stabilized and placed on two fixed electrodes: one under the knee and one on Achille's tendon to activate the plantar flexor muscles. The right foot was firmly immobilized through a rigid slipper on a pedal connected to a torque sensor allowing for plantar flexor torque measurement. The foot was set at an angle of 20° of plantarflexion. The right knee was also firmly maintained using a rigid fixation in order to optimize isometric torque recordings and muscle damage. Single transcutaneous stimulations on the plantar flexors were delivered using a constant current stimulator (Digitimer DS7AH, Hertfordshire, UK; maximal voltage: 400 V; 0.2 ms duration, monophasic rectangular pulses). The individual maximal current intensity was determined by progressively increasing the current intensity until there was no further peak twitch torque increase (maximal current intensity ranged from 120

to 150 mA). Three single twitches were delivered at this intensity with a 8-sec resting period in between. Then, mice were submitted to 30 maximal electrically-evoked lengthening contractions every 10 sec and evoked at 100 Hz (175-ms duration, stretching was initiated 150 ms after the onset of stimulation) from 20° to -10° at an angular velocity of 800°/s which was controlled by a servomotor. A plastic tie was wrapped around the rigid slipper to avoid any foot movement during the protocol. Mice were then returned to cages. Isometric peak twitch torque measurements were repeated at days 1, 7, and 14 and *gastrocnemius* muscles were collected for histology.

### **Human nutritional epidemiology study (Bushehr Elderly Health)**

Dietary intake assessment was performed by a 24-hour dietary recall of all food and beverages consumed, captured performed by expert nutritionists (1). Standard reference tables were used to convert household portions to grams and quantified using the nutritionist IV package, modified for Iranian foods to obtain daily energy, nutrient values and servings of foods consumed. For mixed dishes, food groups and nutrients were calculated according to their ingredients.

### **Histology of muscle sections and image analyses**

Frozen muscles were cryo-sectioned into 10µm thick muscle cross-sections using a cryostat (Leica Biosystems) and stored at -80°C. For PAX7, MYOGENIN, and Ki67 staining, slides were fixed with 4% PFA (EMS, #157-4-100), and permeabilized in cold methanol (VWR, #1.06035.2500). Antigen retrieval was performed with two successive incubations of hot 0.01 M pH 6 citric acid during 5 min, and sections were further blocked in 4% BSA for 2 h, followed by 30 min blocking with an anti-mouse FAB (Jackson #115-007-003, 1/100). We next incubated the slides with primary antibodies anti-PAX7 (DHSB, purified, 2.5 µg/ml), anti- MYOGENIN (Abcam, #ab124800, 1/500), and anti-Ki67 (Thermo Fischer Scientific, #14-5698-82, 1/500). PAX7 signal was further amplified using a goat-anti mouse IgG1-biotin (Jackson ImmunoResearch #115-065-205, 1/1000) followed by conjugation with Streptavidin Alexa555 (Life Technologies, #S-21381, 1/2000), and other antibodies were detected with their specific secondary

antibodies (Thermo Fisher Scientific, #A32731; SouthernBiotech, #3065-31), while nuclei were detected with Hoechst 33342 (Sigma, #B2261). Slides were then mounted using Dako fluorescent mounting medium (Agilent, #S302380-2) and imaged with an Olympus VS120 slide scanner. Images were analyzed using the VS-ASW FL software measurement tool. The number of PAX7, MYOGENIN, and Ki67 positive cells in the injured region was determined by manually counting several random areas on entire muscle sections with researchers blinded to the experimental groups. A minimum of 300 PAX7<sup>+</sup> cells were quantified from at least 0.5 mm<sup>2</sup> (> 75%) of injured tissue for each mouse. For laminin immunostaining, cryosections were blocked for 45 min at room temperature in 4% BSA. Cryosections were stained for 3 h at room temperature using anti-laminin antibody (Sigma, #L9393, 1/1000). Sections were then incubated for 1 h with secondary antibodies (Thermo Fisher Scientific, #A32731) and Hoechst (Sigma, #B226). The size of myofibers was calculated across the entire sections on all fibers with centralized nuclei using an automated image processing algorithm developed internally using the QuPath software and the Fiji open-CSAM tool (2). For Masson Trichrome staining, frozen sections were dried and fixed 1 h with 4% PFA and then incubated overnight in Bouin solution at room temperature. Slides were rinsed under tap water for 30 min followed by dH<sub>2</sub>O (30 sec) and stained in Weigert's hematoxylin solution for 5 min. Slides were successively dipped in water (1 min), 1% HCl diluted in 100% Ethanol (3 sec), in water again (10 min) and in 1% acetic acid (1 min). Slides were then stained in Biebrich scarlet-acid fuchsin solution (5 min). Slides were successively incubated in 1% acetic acid (2 min), 2.5% phosphomolybdic-2.5% phosphotungstic acid solution (10 min) and in 1% acetic acid (2 min). Slides were stained in 2.5% Aniline blue (5 min) and differentiated in 1% acetic acid (2x 1 min). Finally, slides were dehydrated in Ethanol 100% (2x 1 min) and cleared in Xylene (2x 1 min) before being mounted with Pertex mounting medium. Stained sections were acquired using an Olympus VS120 slide scanner and analyzed with Fiji. The fibrotic area was evaluated by quantifying the Aniline blue-positive area in uninjured muscle or in regenerating areas identified by the presence of fibers with centralized nuclei.

## **FACS-isolated mouse MuSCs**

Freshly-sorted mouse MuSCs were isolated as previously described (3). Hindlimb muscles from uninjured young mice were rapidly collected, minced, and digested with Dispase II (2.5 U/ml) (Sigma, #04942078001), Collagenase B (0.2%) (Sigma, #1088807001) and MgCl<sub>2</sub> (5 mM) at 37°C. The preparation was then filtered sequentially through 100 micron and 30 micron filters and cells were incubated at 4°C for 30 min with antibodies against CD45 (Invitrogen, #MCD4528, 1/25), CD31 (Invitrogen, #RM5228, 1/25), CD11b (Invitrogen, #RM2828, 1/25), CD34 (BD Biosciences, #560238, 1/60), Ly-6A/E (BD Biosciences, #561021, 1/150) and  $\alpha$ 7-integrin (R&D Systems, #FAB3518N, 1/30). MuSCs identified as CD31<sup>-</sup>/CD11b<sup>-</sup>/CD45<sup>-</sup>/Sca1<sup>-</sup>/CD34<sup>+</sup>/Integrin  $\alpha$ 7<sup>+</sup> were isolated with a Beckman Coulter Astrios Cell sorter.

## **Mouse MuSC proliferation assays and immunocytochemistry**

FACS-isolated MuSCs from young (3 month-old) or aged (23-24 month-old) mice were directly plated onto gelatin-coated 384-well plates and grown over 4 days in DMEM supplemented with 20% heat-inactivated FBS (Thermo Fisher Scientific, #16140063), 10% horse serum (Thermo Fisher Scientific, #26050088), 2.5ng/ml bFGF (Thermo Fisher Scientific, #PMG0035), 1% Penicillin-Streptomycin (Thermo Fisher Scientific, #15070063) and 1% L+-Glutamine (Thermo Fisher Scientific, #25030149) and treated with the NAM/PN combination and with 0.5% DMSO as the vehicle condition. To assess MuSC proliferation, 5 $\mu$ M EdU was added in the medium the fourth day after sorting for 2h. EdU incorporation was revealed using the Click-iT assay (Thermo Fisher Scientific, #C10338) according to manufacturer's instruction. Briefly, cells were fixed during 15 minutes in 4% PFA (Electron Microscopy Sciences, #157-4-100), permeabilized during 20 minutes in Phosphate Buffered Saline (PBS, Thermo Fisher Scientific, #10010023) containing 0.5% triton (Sigma, #T9284), stained with the Click-iT reaction mix and counterstained with Hoechst 33342 (Sigma, #B2261). To access MuSC fate, PAX7 and MYOD immunostaining were performed by blocking for 1h in 4% BSA (Sigma, #A8022) and staining with anti-PAX7 (DHSB, 1/250), anti-MYOD (Labforce, # LS-C143580-100, 1/500), and then with appropriate secondary antibodies (Thermo Fisher Scientific, #A-21121 and #A32733, 1/2000). Images were acquired

using the ImageXpress (Molecular Devices) platform and quantifications were performed using the MetaXpress software (Molecular Devices). An exclusion of artifacts was performed based on morphological analysis and Multi-Wavelength Cell scoring was performed by identifying positive and negative populations based on a minimum intensity threshold for each marker.

### **Fibroblast proliferation assays**

Similarly to hMP proliferation, human primary fibroblasts (HDF, Cell Applications, #106-05a) were seeded at 800 cells per well in 384-well plates using a multi-drop automated dispenser. Cells were cultured in growth medium DMEM (Thermo Fisher Scientific, #11966025) supplemented with 5mM glucose (Thermo Fisher Scientific, #A2494001), 10% fetal bovine serum (Thermo Fisher Scientific, #26050088), 1% Penicillin-Streptomycin (Thermo Fisher Scientific, #15070063). 24 h after cell seeding, compounds were added using a fully automated customized liquid handling & cellular screening platform. Cells were in growth medium containing DMSO, NAM/PN and 150ng/ml FGF (Sigma, #F8424) as positive control and incubated for 72 h under humidified conditions at 37°C in 5 % CO<sub>2</sub>. Cell fixation and staining for nuclei, Ki67 (Thermo Fischer Scientific, #14-5698-82, 1/500) was performed using an EL406 Washer/Dispenser. Automated imaging was performed in the fixed 384-well plates using a high content imager and image analysis was performed with the MetaXpress software (Molecular Devices) using the Multi-Wavelength Cell scoring automated module.

### **Metabolomics analyses**

20-30mg of frozen muscle from mice was analyzed using LC/MS (MS Omics, Denmark) on a UPLC system (Vanquish, Thermo Fisher Scientific) coupled to a high-resolution quadrupole-orbitrap mass spectrometer (Q Exactive™ HF Hybrid Quadrupole-Orbitrap, Thermo Fisher Scientific). The analysis was carried out in both negative and positive ionization mode using a heating electrospray ionization interface. QC samples were injected at a regular interval to ensure signal stability throughout the sequence and finally a QC sample was analyzed in MS/MS mode for identification of compounds. Metabolites were quantified using an eight-

point calibration series (0.005  $\mu$ M – 50  $\mu$ M). Data were processed using Compound Discoverer 3.1 (Thermo Fisher Scientific) and TraceFinder 4.1 (Thermo Fisher Scientific). The following metabolites were quantified: NAD, nicotinamide (NAM), pyridoxine (PN), and pyridoxal-5'-phosphate (PLP). Mouse plasma or human serum from the Bushehr Elderly Health (BEH) rapidly processed and stored at -80°C was used for circulating metabolomic analysis. Concentrations of nicotinamide (NAM), pyridoxal 5'-phosphate (PLP, bioactive form of PN) and pyridoxine (PN) were measured using LC-MS/MS by BEVITAL (Bergen, Norway; [www.bevital.no](http://www.bevital.no)). Measurements were performed by mixing samples with labelled internal standards, separation on a C8 liquid chromatography column by a gradient-type mobile phase and detecting analytes using electrospray ionization tandem mass spectrometry as described in (4).

### **Plasma biochemistry**

Plasma biochemistry was measured on mouse plasma diluted 1:1 using Dimension®Xpand Plus (Siemens Healthcare Diagnostics AG). The biochemical tests were performed according to the manufacturer's instruction for each parameter: Albumin (Siemens Healthcare, #DF13), Alkaline Phosphatase (Siemens Healthcare, #DF15A), Amylase (Siemens Healthcare, #DF17A), Bilirubin total (Siemens Healthcare, #DF167), Creatine Kinase (Siemens Healthcare, #DF38), Glucose (Siemens Healthcare, #DF40), Lactic acid (Siemens Healthcare, #DF16), Transaminase ASAT (Siemens Healthcare, #DF41A), transaminase ALT (Siemens Healthcare, #DF143), Urea Nitrogen (Siemens Healthcare, #DF21), Total protein (Siemens Healthcare, #DF73), Total Bile acid (Diazyme Laboratories, #DZ042A-K), Total Ketone Bodies (FUJIFILM Wako Diagnostics, Autokit TKB #k415-73301).

### **Quantitative RT-PCR on muscles**

RNA was isolated from snap frozen GC muscle. 10-15mg were transferred to lysing matrix tubes (MP Biomedicals) containing QIAzol (Qiagen, #79306), and homogenized with a FastPrep® (MP Biomedicals). Chloroform (Sigma) was added to the mixture, centrifuged for 15 min at 4°C to allow phase separation, and the clear phase containing RNA was transferred in new tubes and processed with automated RNA isolation using the RNeasy Mini Kit (Qiagen) program on a QIAcube (Qiagen). cDNA was reverse-

transcribed from 1.5 µg of RNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific) following manufacturer's instructions, and cDNAs were diluted 1:10 in dH<sub>2</sub>O to perform quantitative RT-PCR on a LightCycler® 480 (Roche) using SYBR Green PCR Master Mix (Roche). The pre-incubation phase was performed at 95°C for 7 min and cDNAs were then amplified over 45 cycles at 95°C for 15 s and 63°C for 1 min. To quantify mRNA expression,  $2^{-\Delta\Delta C_t}$  calculation was used to express results relative to *Atp5b*, *Eif2a*, and *Psmb4* expression as these reference genes were previously selected based on their stability across time points of regeneration (16). The following primer sequences were used: *Atp5b*, forward: 5'-ACCTCG-GTGCAGGCTATCTA-3', reverse: 5'-AATAGCCCGGGACAACACAG-3'; *Eif2a*, forward: 5'-CACGGTGCTTCCCAGAGAAT-3', reverse: 5'-TGCAGT-AGTCCCTTGTTAGCG-3'; *Psmb4*, forward: 5'-GCGAGTCAACGACAGCACTA-3', reverse: 5'-TCATCAATCACC-ATCTGGCCG-3'; *Pdgfra*, forward: 5'-AGTGGC-TACATCATCCCCCT-3', reverse: 5'-CCGAAGTCTGTGAGCTGTGT-3'; *Coll1a1*: 5'-CGATGGATTCCCGTTTCGAGT-3', reverse: 5'-GAGGCCTCGGTGGACATTAG-3'; *Acta2* (αSMA), forward: 5'-CAGTCGCTGTCAGGAACCC-3', reverse: 5'-GGAGCATCATCA-CCAGCGAA-3'; *Tgfb1*, forward: 5'-GGAGACGGAATACAGGGCTT-3', reverse: 5'-GGCTGATCCCGTTGATTTC-3'; *Tgfb2*, forward: 5'-ACGTGGAGTCGTTCAAGCAG-3', reverse: 5'-AATCCTTCACTT-CTCCCACAGC-3'; *Smad2*, forward: 5'-CGTCCA-CTCTTGCCATTAC-3', reverse: 5'-GTCCATTCTGCTCTCCACCA-3'.

### Protein extraction and immunoblotting

For Western Blots, hMPs were plated on fibronectin-coated 6-well plates at a density of 100,000 cells per well and grown for 48 h in Skeletal Muscle Cell Growth Medium (AmsBio, #SKM-M). Cells were treated with 1 mM of PN, 1 µM of MK-2206 (Selleckchem, #S1078), or both in medium containing 1% DMSO. Proteins were extracted in RIPA lysis and extraction buffer (Thermo Fisher Scientific, #89901) supplemented with protease (Sigma, #S8820) and phosphatase inhibitor cocktail (Sigma, #4906845001). Protein concentration was determined using a BCA assay (Thermo Fischer Scientific, #23227). Samples were first diluted to 1.5mg/mL and boiled 5 min in NuPAGE™ LDS Sample Buffer (4X) (Invitrogen, #NP0007), run on 4–12% Bis-Tris Protein gels (Thermo Fischer Scientific, #BN1003), and transferred

using the semi dry system from Life Technologies. Membranes were incubated overnight at 4°C with primary antibodies anti-phospho-Akt (Ser473) (Cell Signaling, #4060, 1/1000), anti-Akt (Cell Signaling, #9272, 1/1000), anti-Phospho- $\beta$ -Catenin (Ser675) (Cell Signaling, #4176, 1/1000), anti- $\beta$ -Catenin (Cell Signaling, #8480, 1/1000) and anti-Vinculin (Cell Signaling, #13901, 1/5000). Membranes were then washed and incubated for 1 h with horseradish peroxidase–conjugated donkey anti-rabbit (Jackson ImmunoResearch, #711-035-152, 1/5000). Proteins were visualized with chemiluminescent western blotting substrate (Thermo Fisher Scientific, #32132) using Amersham Hyperfilm™ films or e-BLOT Touch Imager (e-BLOT Life Science). Densitometry analysis was performed using Fiji. Protein levels in each lane were normalized to the levels of vinculin as a loading control. Capillary-based Simple Western was performed on purified nuclear fractions from hMPs. Cells were treated for 48 h with 1 mM NAM and 200 ng/ml Wnt3a (R&D Systems, 5036-WN-010/CF) in medium containing 1% DMSO. Nuclear extraction was performed using the NE-PER Nuclear Cytoplasmic Extraction Reagent kit (Thermo Fisher Scientific, #78833) according to the manufacturer's instructions. Purified nuclear extracts were quantified using a BCA Protein Assay (Thermo Fischer Scientific, #23227). Nuclear extract concentrations were next normalized and diluted in Simple Western Dilution Buffer and mixed with Fluorescent Standard/4X Master Mix (ProteinSimple, #DM-001). All reagents from Protein Simple, including blocking reagent, primary antibodies, HRP-conjugated secondary antibodies, Luminol and peroxide substrate, separation and stacking matrices were dispensed into the 384-well plate according to the manufacturer's instructions. Separation electrophoresis and immunodetection then occurred automatically. Primary antibodies directed to  $\beta$ -catenin (Cell Signaling, #8480, 1/100), non-phosphorylated (active)  $\beta$ -catenin (Cell Signaling, #8814, 1/10), acetyl-Lys49- $\beta$ -catenin (Cell Signaling, #9030, 1/100) and lamin A/C (Cell Signaling, #4777, 1/50) were used. Data were analyzed using the Simple Western Compass software. Protein expression was determined by quantifying the area under the curve (AUC) after a normalization to laminA/C used as a loading control.

### **NAD<sup>+</sup> Content**

NAD<sup>+</sup> from hMPs was quantified using the NAD/NADH Assay Kit (Sigma, #MAK037) according to the manufacturer's instructions. Briefly, hMPs were plated on fibronectin-coated 6-well plates at a density of

100,000 cells per well and grown for 72 h in Skeletal Muscle Cell Growth Medium (AmsBio, #SKM-M) containing 1% DMSO, 1mM of NAM, 1mM NMN ( $\beta$ -Nicotinamide mononucleotide, Sigma, #N3501), 1mM NR (Nicotinamide Riboside Chloride, ChromaDex, #00014332), 100 $\mu$ M of FK-866 (Sigma, #F8557), 100 $\mu$ M of NAM (NAM<sup>Low</sup>), or 1mM of NAM (NAM<sup>High</sup>). hMPs were then lysed in NAD/NADH Extraction Buffer, and after centrifugation, the NAD/NADH-containing supernatant was transferred into a new tube and protein concentration was determined using a BCA assay (Thermo Fischer Scientific, #23227). Samples were diluted in NAD/NADH Extraction Buffer and NAD Cycling Mix was used to convert NAD to NADH. Finally, NADH Developer was added to each sample and the absorbance at 450 nm was measured on a Flexstation (Molecular Devices). NAD content was normalized to the total quantity of proteins.

### **CK1 $\alpha$ activity measurement**

A biochemical assay using purified recombinant CK1 $\alpha$  was performed following instructions from the supplier (Promega, #V4484). Briefly, the reaction was prepared with 5 $\mu$ L total volume containing 10ng CK1 $\alpha$ 1, 2.5 $\mu$ g Casein, 25 $\mu$ M ATP, CK1 inhibitor TAK-715 (TOCRIS, #4254) or a range of NAM doses in reaction buffer and incubated at room temperature for 1h. Then, 5 $\mu$ L ADP-GloTM reagent was added for 40 min at room temperature. Next, 10 $\mu$ L of kinase detection reagent was added and incubated at room temperature for 30min. Finally, luminescence was recorded on a Synergy Neo plate reader (Biotek). The percentage of CK1 $\alpha$ 1 activity was calculated after removing the background of the reaction without CK1 $\alpha$ 1 from all measures.

### **Luciferase assay measurement**

Primary MuSCs were isolated from males using magnetic-activated cell sorting method (MACS) following the manufacturer's instructions. Magnetic cell separation was performed on LD columns (Miltenyi). Primary MuSC were grown in 48-wells plates and cells in each well were co-transfected with 450ng of TopFlash or FopFlash reporter plasmid and 45ng of Renilla luciferase reporter as control. Plasmids were

transfected with Lipofectamine Stem reagent (Thermo Fisher Scientific, # STEM00001) following provider's instruction. Luciferase activity was measured using the Dual-Luciferase reporter assay system (Promega, # E1910). The TCF transcriptional activity is shown as a ratio of TopFlash to FopFlash luciferase-mediated signals.

### **RNA-Sequencing of hMPs, MuSC and gastrocnemius muscles**

RNA was extracted from hMPs (donors A, C, D, I, J), GC muscles, and primary MuSCs isolated from young and aged mouse hindlimbs using the Agencourt RNAdvance Tissue Kit (Beckman Coulter#A32646). For hMPs (Figure 1F-I), libraries were constructed from cDNA amplified from 50ng following the user guide QuantSeq 3' mRNA-Seq (Lexogen 15.384). 

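In the libraries from aged MuSCs treated ex vivo, which were made from 30 ng of RNA, between 13129 and 14472 genes had at least 1 count with vehicle and between 12483 and 13709 with NAM/PN. The smallest expression taken as detectable, 3 counts in a library, corresponded to between 0.295 and 0.464 CPM of the library total before normalization, and this floor covers counting error only, since reads of the same amplified molecule are not independent. The 100 genes with the most counts took between 29.7% and 37.1% of the counts with vehicle and between 26.2% and 31.1% with NAM/PN. Pearson's r of log2 CPM across genes, which are not independent replicates, was between 0.812 and 0.893 for libraries of the same condition and between 0.797 and 0.839 for libraries of the same pool in different conditions. As a check for libraries entered more than once, counts were compared between libraries of the same condition, and no pair was a repeat within sampling noise (chi-square per degree of freedom of at least 22.8). The biological coefficient of variation common to all genes was 0.583 in edgeR, and the median over genes, divided into 4 groups of equal size by their counts, was 1.17 in the group with the lowest counts and 0.218 in the group with the highest.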

For GC muscles (Figures 5I and S5C), aged MuSCs treated ex vivo with vehicle or NAM/PN (Figure 5H, treatment effect), libraries were constructed from cDNA generated and amplified from 250 ng and 30 ng of RNA respectively, following the user guide QuantSeq 3' mRNA-Seq (Lexogen 15.384). For freshly isolated MuSCs from young *vs* aged mice (Figure 5H, age effect) sequencing libraries were prepared using the Ovation SoLo from NuGen from 2ng of RNA. All libraries were constructed following the recommendations from the respective kits without any modification. Libraries were quantified with Quant it Picogreen (Invitrogen, #10545213). The library sizes were controlled with the High Sensitivity NGS Fragment Analysis kit on a Fragment Analyzer (Agilent DNF-474-0500) and the DNA High Sensitivity Reagent kit on a LabChip GX (Perkin Elmer). The sequencing was performed on HiSeq 2500 or on NextSeq 2000. Primary data QC was performed during the sequencing run to ensure the optimal flow cell loading (cluster density) and check the quality metrics of the sequencing run.

### **RNA-Sequencing statistics**

Sequencing data were demultiplexed with Bcl2FastQ and transformed into fastq files using casava v1.8.2. The fastq files were then aligned against the reference genomes GRCh38 for human samples and GRCm38 for mouse samples using RNASTAR v2.5.3a (5). The counts per gene from the bam files were generated using htseq\_count v2.16.2 (6).

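For the aged MuSCs treated ex vivo, these counts list mouse genes by Ensembl identifier, and 55141 of the identifiers were found in GENCODE mouse release M21 on GRCm38. A single ribosomal RNA gene, CT010467.1 (ENSMUSG00000106106, chromosome 17 from 39846353 to 39848827, minus strand), had the most counts. Its share of the counts was 9.09%, 9.22%, 18.7% and 9.59% in the 4 vehicle libraries and 11.6%, 10.3%, 10.2% and 5.22% in the 4 NAM/PN libraries, without a difference between the conditions (two-sided exact permutation test, p = 0.571). Genes encoded by the mitochondrial genome took between 3.73% and 7.54% of the counts with vehicle and between 2.56% and 4.74% with NAM/PN. The text does not give the annotation release, the strand setting or the handling of reads that map to several places, so counts of genes with near-identical copies, such as ribosomal protein genes with pseudogenes (Rpl17 among them), are less certain than those of other genes.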

For the human samples, after removing low expressed genes using the edgeR (7) function `filterByExpr` with the default parameters and specifying the sample treatments, counts per gene data were normalized by the trimmed mean of M-values (TMM) method as implemented in function `calcNormFactors` in edgeR. The `voomWithQualityWeights` function in LIMMA was applied to model the mean-variance relationship and estimate the sample-specific quality weights (8). To account for the repetitive nature of the dataset, correlations between repeated measurements from the same donor were estimated using the `duplicateCorrelation` method (9) that was estimated twice. Differentially expressed genes were identified using linear modelling and moderating the t-statistics by empirical Bayes shrinkage. To compare the number of DE genes found for 3 different contrasts (NAM-CTRL, PN-CTRL, and NAM/PN-CTRL), as reported in the Venn diagram, we applied the "global" method (10) as implemented in function `decideTests`. The main advantage of the "global" method is that a unique raw p-value cutoff is applied across all contrasts, this was set at 5% false discovery rate (FDR). Pathway enrichment analysis was performed using CAMERA (9), a competitive gene set test querying whether a set of genes annotated in the Molecular Signatures Database (MSigDB) is enriched in differentially expressed genes (10). KEGG pathways from MSigDB, C2 (curated gene sets) collection, and gene ontology biological processes from MSigDB, C5 (GO BP gene sets) were accessed through the library `msigdb` 7.5.1 and used to perform pathway analyses.

For the mouse muscles, after removing low expressed genes using the edgeR function `filterByExpr` with default parameters and specifying the mouse groups, counts per gene data were normalized by the trimmed mean of M-values (TMM) method as implemented in function `calcNormFactors` in edgeR. Differentially expressed genes were defined by fitting a quasi-likelihood negative binomial generalized log-linear model to count data using `glmQLFTest` function in edgeR. Mouse-ortholog hallmark gene sets from MSigDB were accessed using the library `msigdb` 7.5.1 and pathway enrichment analysis was performed using CAMERA.

## SUPPLEMENTARY REFERENCES

1. G. Shafiee, A. Ostovar, R. Heshmat, H. Darabi, F. Sharifi, A. Raeisi, N. Mehrdad, Z. Shadman, F. Razi, M. R. Amini, S. M. Arzaghi, H. A. Meybodi, A. Soltani, I. Nabipour, B. Larijani, Bushehr Elderly Health (BEH) programme: study protocol and design of musculoskeletal system and cognitive function (stage II). *BMJ Open* **7**, e013606 (2017).
2. T. Desgeorges, S. Liot, S. Lyon, J. Bouvière, A. Kemmel, A. Trignol, D. Rousseau, B. Chapuis, J. Gondin, R. Mounier, B. Chazaud, G. Juban, Open-CSAM, a new tool for semi-automated analysis of myofiber cross-sectional area in regenerating adult skeletal muscle. *Skelet Muscle* **9**, 2 (2019).
3. L. Lukjanenko, M. J. Jung, N. Hegde, C. Perruisseau-Carrier, E. Migliavacca, M. Roza, S. Karaz, G. Jacot, M. Schmidt, L. Li, S. Metairon, F. Raymond, U. Lee, F. Sizzano, D. H. Wilson, N. A. Dumont, A. Palini, R. Fässler, P. Steiner, P. Descombes, M. A. Rudnicki, C. M. Fan, J. von Maltzahn, J. N. Feige, C. F. Bentzinger, Loss of fibronectin from the aged stem cell niche affects the regenerative capacity of skeletal muscle in mice. *Nat Med* **22**, 897–905 (2016).
4. Ø. Midttun, S. Hustad, P. M. Ueland, Quantitative profiling of biomarkers related to B-vitamin status, tryptophan metabolism and inflammation in human plasma by liquid chromatography/tandem mass spectrometry. *Rapid Commun Mass Spectrom* **23**, 1371–9 (2009).
5. A. Dobin, C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, P. Batut, M. Chaisson, T. R. Gingeras, STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
6. S. Anders, P. T. Pyl, W. Huber, HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166–9 (2015).
7. M. D. Robinson, D. J. McCarthy, G. K. Smyth, edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139–40 (2010).
8. C. W. Law, Y. Chen, W. Shi, G. K. Smyth, voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol* **15**, R29 (2014).
9. G. K. Smyth, J. Michaud, H. S. Scott, Use of within-array replicate spots for assessing differential expression in microarray experiments. *Bioinformatics* **21**, 2067–2075 (2005).
10. G. Smyth, M. Ritchie, N. Thorne, J. Wettenhall, W. Shi, Linear Models for Microarray Data User's Guide. (2010).

**UNEDITED WESTERN BLOTS**

**Representative unedited western blots from Fig.4K and Fig.S4I**

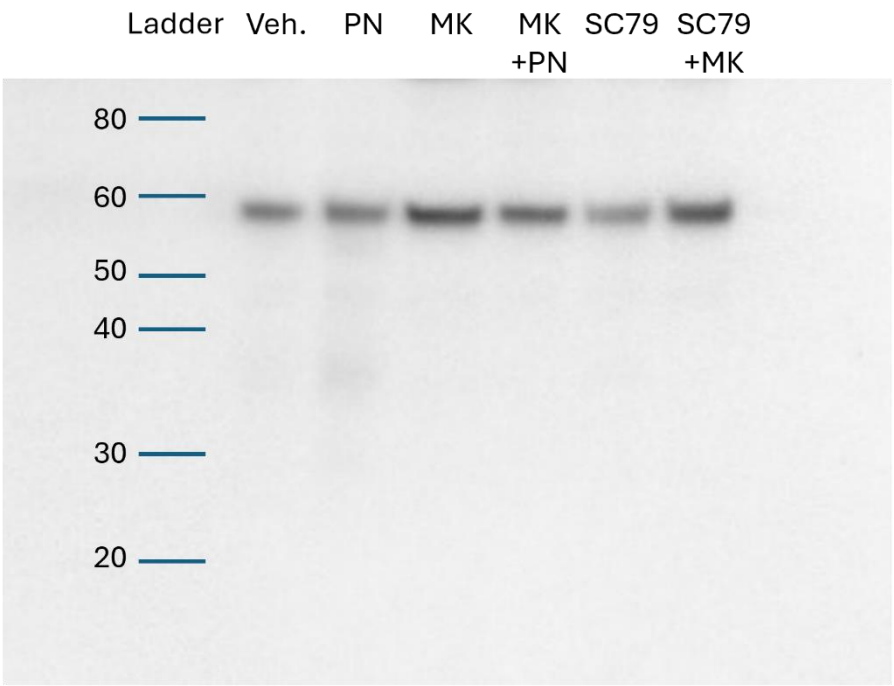

Anti-Akt (Cell Signaling, #9272, 1:1000)

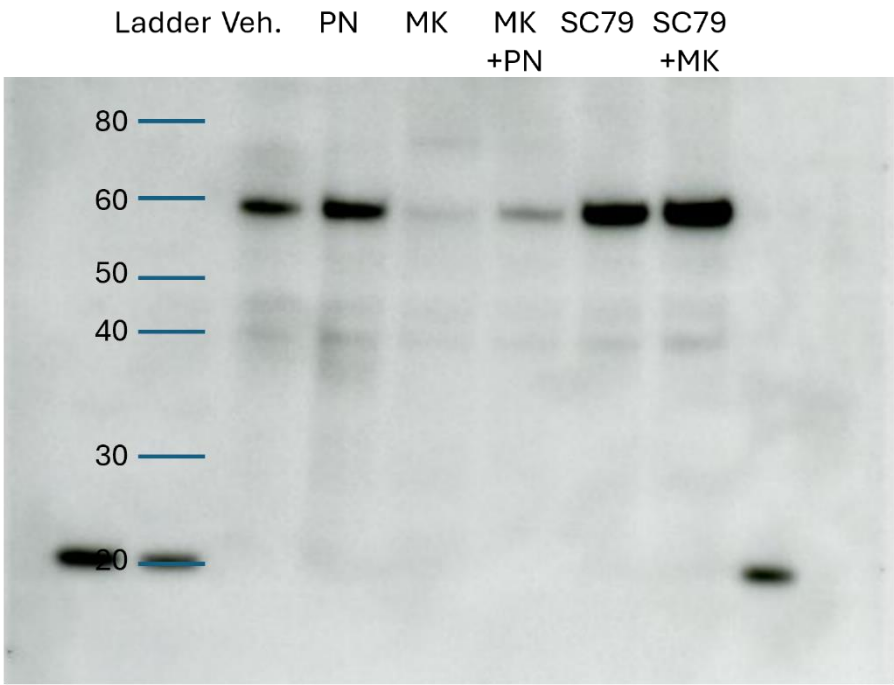

Anti-Phospho-Akt (Ser473) (Cell Signaling, #4060, 1/1000)

**Representative unedited western blots from Fig.S4a**

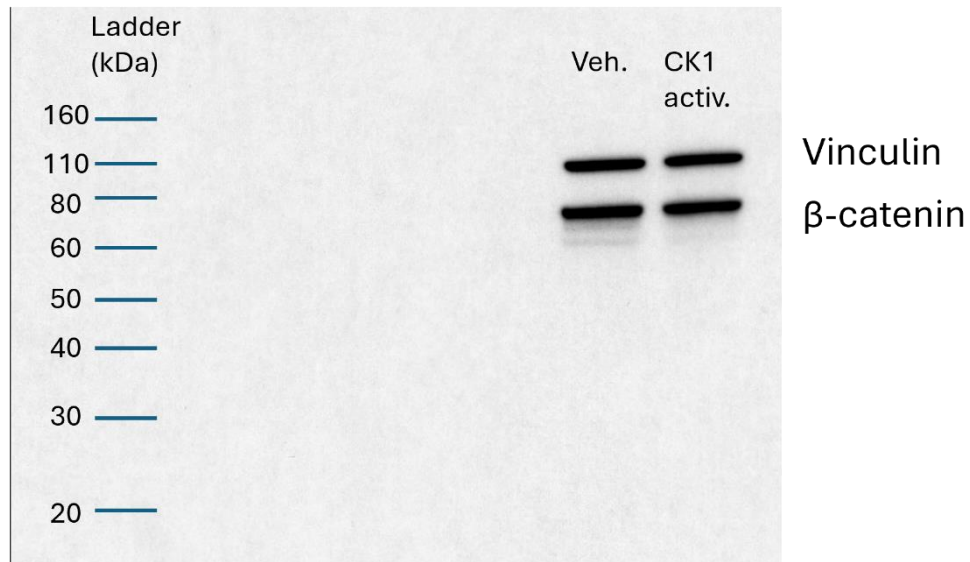

Anti-Vinculin (Cell Signaling, #13901, 1:5000)  
Anti-β-catenin (Cell Signaling, #8480, 1/1000)

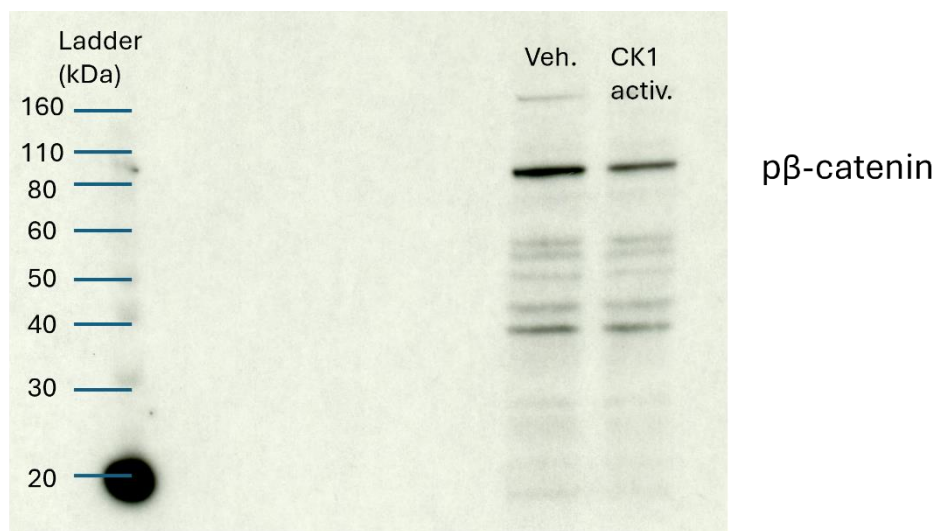

Anti-Phospho-β-Catenin (Cell Signaling, Ser675) (#4176, 1:1000)

All other protein quantification (Fig.4E/Fig.4O) were generated with quantitative capillary immunoassays

How the deposited data were processed for this re-analysis (not part of the article)

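RNA was sequenced from aged mouse MuSCs cultured for 72 hours with vehicle or NAM/PN, in 8 libraries from 4 pools of 2 mice. The authors deposited raw counts of reads per gene for these libraries, without normalization and without a filter on genes. According to the supplement, the authors demultiplexed the reads with Bcl2FastQ, made fastq files with casava, aligned them to GRCm38 with RNASTAR and counted them per gene with htseq-count. Libraries were made with a QuantSeq 3′ kit, which reads the 3′ end of transcripts, so counts were not divided by gene length. The comparison of young and aged MuSCs (age effect in Figure 5H) and the muscles of Figure 5I were not analysed here.

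Library totals were between 6472484 and 10163101 counts, and 3 counts in a library, taken as the floor of detection, corresponded to between 0.295 and 0.464 CPM of the library total before normalization. Floors and intervals cover counting error only. Libraries were grouped by the treatment in their labels. The pool number in the labels pairs the conditions, since the same number names the same pool of mice with vehicle and with NAM/PN. Gene names, positions, transcript lengths and GC content were taken from GENCODE mouse release M21 on GRCm38, which held 55141 of the identifiers and 12054 of the 12060 tested genes, and Entrez identifiers were found for 10862 of the tested genes.

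Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and data.table 1.17.8, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were filtered with filterByExpr at its default minimum count of 10 and minimum total count of 15, and normalized by the trimmed mean of M-values. NAM/PN was compared with vehicle by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05, once without a block and once with the pool as a replicate block. These settings follow the paper's description for mouse muscles. Standard errors of log2 fold changes were back-calculated from the quasi-likelihood F statistic. Each is the size of the log2 fold change divided by the square root of F, so it adds no evidence to the p-value. Log2 CPM values used a prior count of 2.

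Gene lists were tested with CAMERA from edgeR and limma, two-sided, at an inter-gene correlation of 0.01 and a threshold of 0.10 after Benjamini-Hochberg adjustment within each family, as the false discovery rate in the legend of Figure 5. The paper tested Gene Ontology sets, which were not used here. In their place, 9 lists of gene symbols named after processes in Figure 5H were written before the data were examined, and 6 further lists (myogenic differentiation, quiescence, β-catenin target genes, collagen and matrix, senescence and p53, NAD and vitamin B6 metabolism) formed another family. A further family held the genes raised and lowered by NAM/PN in hMPs in Supplemental Table 4, matched to mouse genes by symbol. All 784 mouse Reactome sets with 10 to 500 tested genes were tested as a family of their own. Mean log2 CPM per library of each list was compared by two-sided exact permutation tests over the 70 assignments of 4 and 4 libraries.

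The genes named in the text are 9 genes chosen in advance because the paper measures, inhibits or names their products, the 4 largest rises and the 4 largest falls among called genes with an average log2 CPM of at least 3 and the same direction in all 4 pools, and the gene with the smallest p-value in each of the 9 lists. Cdkn1a, Gsn, Acta2, Egfl7, Pecam1, Emcn, Flt1, Cldn5 and Notch3 were named after their values were seen, and CT010467.1 as the gene with the most counts.

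The gene test and CAMERA were tested on simulated data before use. In counts simulated for 12060 genes, 114 of 200 changed genes were recovered (82 of 100 changed by 4-fold and 32 of 100 changed by 2-fold), and 7 unchanged genes were called. The changed genes were drawn from those with an average log2 CPM of at least 3, so the recovery does not cover genes below that. In 10 simulations without any change, at most 1 gene was called in a simulation and 0 of the 9 lists were called. Genes were simulated independently of each other, so these simulations cannot show false calls of lists whose genes vary together. When the DNA replication list was raised by 0.3 on the log2 scale, its adjusted CAMERA p was 2.03e-08.

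Alternatives were the replicate block, DESeq2 size factors and Wald test, no filter on low counts, voomWithQualityWeights with duplicateCorrelation (which the paper describes for human samples), an adjusted p threshold of 0.10 for genes and 0.05 for lists, a robust quasi-likelihood fit, counts thinned to the smallest library, an estimated inter-gene correlation, cytosolic ribosomal proteins alone, Reactome sets of the nearest name, a prior count of 0.5, the 200 hMP genes with the smallest p-values in each direction, and leaving out each library and each pool in turn. For the sets and lists outside the 9 processes, most of the alternatives were added after the data were seen. The closing section gives their effects. Whether libraries can be told apart by treatment alone was examined by refitting the 35 splits of the 8 libraries into groups of 4.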

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

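The tests of a higher β-catenin activity, of dilution by other cells and of more fibro-adipogenic or mural cells were chosen only after the results they bear on were seen. So were the grouping of the splits by how evenly they mix the conditions, and the share of single genes among the fibro-adipogenic and mural markers. The other tests, the gene lists and the comparisons with other divisions of the libraries were set before the data were examined.

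Among 94 groups of 4 libraries, 6 had a library whose gap to the nearest of the others, divided by the range of the group, passed the critical value of Dixon's test, and chance gives 4.7. The share of counts on the rRNA gene CT010467.1 was 18.7% in vehicle replicate 3 and between 9.09% and 9.59% in the other vehicle libraries (ratio of gap to range 0.949). The largest ratio of its shares between libraries of the same condition was 2.22, while the conditions did not differ (exact permutation test, p = 0.571), which is consistent with ribosomal RNA carried into the libraries in varying amounts. In NAM/PN replicate 4, the 100 most counted genes took 26.2% of the counts, against between 30.3% and 31.1% in the other NAM/PN libraries (ratio 0.832). Single genes also stood apart in one library. Akt1 had 198 CPM in vehicle replicate 3 against 407 to 427 CPM (ratio 0.911), Csnk1a1 had 316 CPM in NAM/PN replicate 4 against 395 to 402 CPM (ratio 0.924), Gnl2 had 223 CPM in NAM/PN replicate 1 against 194 to 198 CPM (ratio 0.859), and Pax7 had 97.3 CPM in NAM/PN replicate 4 against 196 to 200 CPM (ratio 0.960). No explanation was tested for these 4 genes, and 6 groups are close to the number that chance gives.

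A list of myogenic differentiation genes, written apart from the 9 processes of Figure 5H, had a median log2 fold change of -2.10 with NAM/PN and fell in 4 of 4 pools (adjusted p = 1.07e-59, CAMERA with Benjamini-Hochberg adjustment, and between 2.00e-95 and 0.00886 over 16 alternatives). After thinning all libraries to the smallest, which removes differences in depth, the adjusted CAMERA p was 1.91e-59. Without the rRNA gene and 37 mitochondrially encoded genes, it was 4.42e-60. On statistics from which GC content, transcript length and mean expression had been regressed (1.36% of the variance), it was 4.11e-49, and 9.63e-57 in the fit with the replicate block (1.8% of the variance). In 0 of the 8 libraries was the list's mean nearer to that of the other condition, so a mislabelled library was ruled out by this measure. Dilution of the myogenic cells would lower Pax7 and Myod1 as well, and the smaller of their changes was 8.59% of the list's median, which goes against it. Of 6 lists of marker genes for other cell types, 1, the endothelial list, took a larger share of the counts with NAM/PN in all 4 pools (10.1 ± 8.06 CPM with vehicle and 19.2 ± 10.7 CPM with NAM/PN, SD, n = 4 each; exact permutation test, p = 0.229). Most of this came from Egfl7 (8.22 and 17.3 CPM), while Pecam1 had 0.816 and 0.628 CPM and Emcn, Flt1 and Cldn5 had 0, so a share of this size does not account for the fall. Of the 8 splits of the libraries that part all 4 pools, 1, the real one, gave as small a p, and with 8 splits that share cannot be below 0.125, so this count alone neither excludes nor favours a chance division of the libraries. Of the 27 splits that part fewer pools, 0 gave as small a p. The 18 splits with 2 libraries of each condition on both sides still gave unadjusted CAMERA p-values down to 2.76e-09. Those splits are unrelated to NAM/PN, so CAMERA p-values at the preset correlation overstate the strength of the evidence for this list. A candidate explanation is that NAM/PN held more of the cells back from terminal differentiation at 72 hours, which was not tested apart from these measures.

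Senescence and p53 genes had a median log2 fold change of -0.52 and fell in 4 of 4 pools (adjusted p = 1.93e-07, CAMERA with Benjamini-Hochberg adjustment, 2.94e-07 with the replicate block, and between 4.61e-09 and 0.0181 over 16 alternatives). Cdkn1a, which also rises in differentiating myoblasts, fell by 1.37 on the log2 scale (adjusted p = 9.38e-05, edgeR's quasi-likelihood test), and without it the adjusted CAMERA p was 1.72e-05. Without 2 genes that are in the myogenic list or were lowered in hMPs, the remaining 22 genes had a median of -0.55 and an adjusted CAMERA p of 1.82e-08, so neither accounts for the whole fall. In 1 of the 8 splits that part all 4 pools, the real one, was the p as small, which alone does not decide on a chance division, and in 0 of the other 27 splits. The fall is one of this list, which was drawn up for this work, and Reactome sets on senescence had medians in the other direction, with 0.14 for Cellular Senescence (65 of 99 genes higher, an adjusted p of 0.171 from CAMERA with Benjamini-Hochberg adjustment) and 0.19 for Oxidative Stress Induced Senescence (34 of 49 genes higher, an adjusted p of 0.276), neither of which passed.

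Quiescence genes had a median log2 fold change of -0.53 and a lower mean in 4 of 4 pools (adjusted p = 0.000883, CAMERA with Benjamini-Hochberg adjustment, 0.000890 with the replicate block, and between 6.61e-05 and 0.0181 over 16 alternatives). As for the lists above, 1 of the 8 splits that part all 4 pools gave as small a p, a count that alone does not decide on a chance division, and 0 of the other 27 splits did. No biological explanation was tested for this list.

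Collagen and matrix genes had a median log2 fold change of -0.22 and a lower mean in 4 of 4 pools (adjusted p = 0.0223, CAMERA with Benjamini-Hochberg adjustment, 0.0141 with the replicate block, and between 0.00344 and 0.363 over 16 alternatives). The median lay between -0.37 and -0.0061 in the fits that left out a library or a pool, so the size of the fall is uncertain. After regression on GC content, transcript length and mean expression, the list no longer passed 0.10 without the replicate block (an adjusted p of 0.246 from CAMERA with Benjamini-Hochberg adjustment) and was at 0.0952 with it. The result was as large in 1 of the 8 splits that part all 4 pools and in 8 of the other 27 splits, which parted fewer pools, and 4 of the 18 splits with 2 libraries of each condition on both sides gave it, so divisions unrelated to NAM/PN gave as large a result. Fibro-adipogenic or mural cells left in the vehicle cultures would raise their other markers too. Without Gsn and Acta2, which myogenic cells also express, these markers took a larger share with vehicle in 3 of 4 pools (45.9 ± 18.2 CPM against 34.5 ± 5.06 CPM, SD, n = 4 each; exact permutation test, p = 0.257). The higher mean with vehicle lies in the direction of such cells, but within the spread between libraries. The 5 markers without counts give no sign of such cells, while Notch3 took 79.9% of the counts of these 12 markers. As the result rests mainly on Notch3, the test cannot decide on such cells, and they were not excluded. Gsn (131 and 22.4 CPM) and Acta2 (360 and 72.2 CPM) were lower with NAM/PN in 4 of 4 pools (exact p = 0.0286 each).

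β-catenin target genes had a median log2 fold change of -0.32 and a lower mean in 3 of 4 pools (adjusted p = 0.0438, CAMERA with Benjamini-Hochberg adjustment, 0.0580 with the replicate block, and between 0.0145 and 0.215 over 16 alternatives). After the same regression, the list no longer passed in either fit (an adjusted p of 0.152 from CAMERA with Benjamini-Hochberg adjustment, and 0.125 with the replicate block). The paper reports β-catenin activation by NAM in hMPs and in mouse MuSCs. A general rise of the activity would raise these targets, whereas the median was -0.32, with 5 of 13 genes higher. The paper proposes that NAM activates a set of target genes that depends on the coactivator CBP. The list does not single out such genes, so it cannot decide on an activation of that kind. The median lay between -0.67 and -0.0089 in the fits that left out a library or a pool. It is the result itself, so it is not a separate test of that activity. A result as large came from 2 of the 8 splits that part all 4 pools and from 7 of the other 27 splits, so other divisions of the libraries gave a fall as large.

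Genes raised by NAM/PN in hMPs (Supplemental Table 4) had a median log2 fold change of 0.12 in aged MuSCs, with 805 of 1247 genes higher (adjusted p = 0.000197, CAMERA with Benjamini-Hochberg adjustment, 0.000216 with the replicate block, and between 2.05e-05 and 0.00124 over 18 alternatives). Genes lowered in hMPs had a median of -0.65, with 187 of 248 genes lower (an adjusted p of 7.42e-20, CAMERA with Benjamini-Hochberg adjustment, 9.01e-22 with the replicate block, and between 9.01e-22 and 0.000292 over 18 alternatives). Without the genes of the 9 process lists, 1038 raised genes had a median of 0.11 and an adjusted CAMERA p of 0.000913. Without 22 genes of the myogenic differentiation list, 226 lowered genes had a median of -0.53 and an adjusted CAMERA p of 5.78e-12, so these lists do not account for the whole of either shift. For the raised genes, 1 of the 8 splits that part all 4 pools, the real one, gave as small a p, and for the lowered genes it was also 1 of 8, while 0 of the other 27 splits did so for either. A response shared by hMPs and aged mouse MuSCs may underlie both shifts, and these counts of 1 of 8 alone do not decide on a chance division.

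The 4 largest rises and the 4 largest falls were taken among called genes with an average log2 CPM of at least 3. Each of these 8 genes, which the paper does not name in these cells, changed in the same direction in 4 of 4 pools. Their log2 fold changes were 2.70 for Gsta4, 2.58 for Gal, 2.3 for Eps8, 2.09 for Itga3, -4.65 for Cdh11, -4.52 for Casz1, -4.30 for Pgm5 and -3.12 for Myh1. All 8 kept an adjusted p under 0.05 in edgeR's quasi-likelihood test without the rRNA gene and the mitochondrially encoded genes, and all 8 kept it after thinning to the smallest library. Of these genes, 0 overlap a gene with at least as many counts, so reads of overlapping genes do not account for them. In the count of called genes, 1 of the 8 splits that part all 4 pools, the real one with 154 genes, gave as many, and the other 34 splits gave at most 1 gene. Myh1, Pgm5 and Casz1 are also among the genes lowered in hMPs in Supplemental Table 4, where the paper's log2 fold changes are -1.71, -1.04 and -0.96, and the other 5 genes are in neither of its lists.

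Across 784 Reactome sets, 80 passed a false discovery rate of 0.10 (CAMERA with Benjamini-Hochberg adjustment), 65 higher and 15 lower, and 74 passed with the replicate block. The lowest p-values were for Striated Muscle Contraction (median log2 fold change -1.88, an adjusted p of 9.65e-36 from CAMERA with Benjamini-Hochberg adjustment), Muscle contraction (-1.18) and ECM proteoglycans (-0.29), and among the sets that rose, for G2 M Checkpoints (0.28, an adjusted p of 0.0164). With an inter-gene correlation estimated for each set, 0 passed and 83 had an unadjusted p under 0.05. As many sets came from 1 of the 8 splits that part all 4 pools, the real one, and the other 34 splits gave between 0 and 37 sets.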

How the results depend on the processing

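Some alternatives were added after the data were seen. These were all alternatives for the Reactome sets, all for the 6 other lists except the replicate block and the estimated inter-gene correlation in CAMERA, those for the hMP lists except the replicate block, the 200 genes with the smallest p-values and the lists without genes of the 9 processes, and the leaving out of libraries in the tests of mean expression. The other alternatives were set with the choices made in advance. For the changes given here, the cause was not tested.

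The number of differentially expressed genes, 154, was 156 with the pool as a replicate block, 162 with a robust fit and 152 after thinning to the smallest library. It was 289 with DESeq2 size factors and Wald test (75 higher, 214 lower), 366 without a filter on low counts (135 higher, 231 lower), 232 with voomWithQualityWeights and duplicateCorrelation (66 higher, 166 lower) and 244 at an adjusted p under 0.10 (65 higher, 179 lower), and from 42 to 177 genes across the 12 fits that left out a library or a pool.

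All 9 process lists remained higher with NAM/PN, with an adjusted CAMERA p under 0.10, with the replicate block, DESeq2 size factors, no filter on low counts, cytosolic ribosomal proteins alone and a threshold of 0.05. With voomWithQualityWeights and duplicateCorrelation 7 did, and the adjusted CAMERA p was 0.277 for the small and 0.102 for the large ribosomal subunit. With the inter-gene correlation estimated from each list, 0 of 9 passed (3 with an unadjusted p under 0.05), at an adjusted CAMERA p of 0.344 for the small subunit, 0.331 for the large subunit, 0.138 for cytoplasmic translation, mitotic division and sister chromatid segregation, 0.115 for ribosome biogenesis and kinetochore organization, 0.102 for DNA replication and 0.131 for centromere complex assembly. Reactome sets of the nearest name exist for 6 of the lists, and 5 of these passed, all but centromere complex assembly (0.127), when p-values were adjusted over these 6 sets. Adjusted over all 784 Reactome sets, 2 of the 6 passed, Translation (0.0490) and Resolution of Sister Chromatid Cohesion (0.0855), and DNA Replication (0.146), Mitotic Metaphase and Anaphase (0.145), Separation of Sister Chromatids (0.164) and the set nearest to centromere complex assembly (0.395) did not. Across the 12 fits that left out a library or a pool, from 7 to 9 lists passed, and the adjusted CAMERA p ranged from 0.0272 to 0.481 for the small subunit, from 0.00401 to 0.173 for the large subunit, from 0.0123 to 0.148 for mitotic division, from 0.0123 to 0.130 for sister chromatid segregation and from 0.0322 to 0.112 for centromere complex assembly. The other 4 lists passed in all 12 fits. In these fits the median log2 fold change ranged from -0.018 to 0.15 for the small subunit and from -0.0077 to 0.15 for centromere complex assembly. The sign of these medians therefore depended on the libraries kept, although the direction in CAMERA stayed the same in all 12 fits.

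Of the other lists, myogenic differentiation, quiescence, and senescence and p53 stayed lower and passed under all 16 alternatives run with CAMERA. β-catenin target genes and collagen and matrix had an adjusted CAMERA p of 0.215 each with the estimated correlation, and collagen and matrix 0.284 without a filter on low counts. Leaving out a library or a pool gave from 0.0145 to 0.205 for β-catenin target genes and from 0.00344 to 0.363 for collagen and matrix. NAD and vitamin B6 metabolism changed direction with the replicate block (an adjusted p of 0.964, CAMERA with Benjamini-Hochberg adjustment), and the fits that left out a library or a pool gave from 0.467 to 0.998. The number of changed Reactome sets, 80, was 0 with the estimated correlation (83 with an unadjusted p under 0.05) and from 8 to 104 across the fits that left out a library or a pool. Both hMP lists kept direction and passed under all 18 alternatives run.

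For mean expression per library, the exact test on changes of sign within pools (replicate block) cannot give a p below 0.125 with 4 pools. It gave that value for DNA replication, ribosome biogenesis, kinetochore organization, centromere complex assembly, myogenic differentiation, quiescence, collagen and matrix, and senescence and p53. Across the 8 tests that left out a library, the exact permutation p ranged from 0.0286 to 0.0571 for DNA replication, kinetochore organization, centromere complex assembly, quiescence, and senescence and p53, from 0.0286 to 0.143 for ribosome biogenesis, from 0.0286 to 0.4 for the large subunit, from 0.0286 to 0.657 for mitotic division, from 0.0286 to 0.229 for β-catenin target genes, from 0.0286 to 0.343 for collagen and matrix, and from 0.429 to 0.914 for the small subunit, which changed direction without vehicle replicate 3 (exact permutation p = 0.857).

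Of the named genes, Akt1, Nampt and Pnp changed sign with voomWithQualityWeights and duplicateCorrelation, to log2 fold changes of -0.092, 0.0069 and 0.19. When a library or a pool was left out, the log2 fold change ranged from -0.16 to 0.17 for Akt1, from -0.16 to 0.16 for Mki67, from -0.33 to 0.016 for Pax7 and from -0.49 to 0.25 for Pnp. Myog, Gal, Gsta4 and Itga3 were called in all 12 of these fits, Cdh11 in 10, Casz1 in 9, Pgm5 in 7, Eps8 in 6, Nasp in 4 and Myh1 in 3. Under the other alternatives, 94 of 100 values of named genes kept their direction and their side of the threshold, and 3 (Casz1, Cdh11 and Pgm5 with voomWithQualityWeights and duplicateCorrelation) no longer passed.

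In simulated data of the same depth and spread, changes were given to genes with an average log2 CPM of at least 3. Of these, 32 of 100 genes changed by 2-fold and 82 of 100 changed by 4-fold were called, so a gene that was not called here was not shown to be unchanged.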

Differences from the paper's values

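For mitotic division, the paper's value of -log10 P for NAM/PN is about 1.0 in Fig. 5H, read by eye, and here it was 1.61 for a list of 54 genes (CAMERA). Among the alternatives set before the data were examined, the 2 values no longer differ with the inter-gene correlation estimated from the list (1.04), without vehicle replicate 1 (1.42), without vehicle replicate 2 (1.05), without NAM/PN replicate 2 (1.36), without NAM/PN replicate 3 (1.08) and without pool 1 (1.34), pool 2 (0.83) or pool 3 (1.38). The gap stayed open with the pool as a replicate block (1.56), DESeq2 size factors (1.59), no filter on low counts (1.5), voomWithQualityWeights and duplicateCorrelation (2.71), cytosolic ribosomal proteins alone (1.61), the Reactome set of the nearest name (1.74), and without vehicle replicate 3 (1.99), vehicle replicate 4 (1.62), NAM/PN replicate 1 (1.58), NAM/PN replicate 4 (2.32) or pool 4 (2.33). For the other 8 lists, the values differ by less than a factor of 1.5 with the settings used here. Among the alternatives, they differ by more in 12 of 19 for centromere complex assembly, 8 of 18 for the small and 6 of 18 for the large ribosomal subunit, 4 of 19 for DNA replication and for sister chromatid segregation, 2 of 19 for cytoplasmic translation, 2 of 18 for ribosome biogenesis and 1 of 19 for kinetochore organization.

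The paper states that pathways of MuSC differentiation as well as proliferation were reactivated by NAM/PN in aged MuSCs. The process lists named after the figure cited there cover ribosomes, translation, DNA replication and mitosis. The paper links protein translation to myogenic differentiation in hMPs. The myogenic differentiation list, with Myog and contractile genes, is of a different kind and was not drawn from that figure. It therefore does not test the paper's gene sets directly. In these libraries the list of myogenic differentiation genes was lower with NAM/PN, with a median log2 fold change of -2.10, as was Myog (-2.22), and no alternative that was run changed the direction of either. In hMPs the paper's log2 fold change of MYOG with NAM/PN is -1.29 in Supplemental Table 4, lower as well. The same table gives 0.65 for MKI67, whereas Mki67 was not called here (0.041, standard error 0.19, an adjusted p of 0.988 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which does not show that it was unchanged.

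The legend of Figure 5H gives N = 6, the paper's number, and the deposited libraries come from 4 pools of mice per condition.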

Other observations

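The test of a common pool effect was chosen only after the results it bears on were seen. The estimated inter-gene correlation was set in advance as an alternative, and was taken as a test of an explanation only afterwards.

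The rise of the 9 process lists was examined for technical explanations. After thinning to the smallest library, 9 lists passed (CAMERA, adjusted p under 0.10), and without the rRNA gene and the mitochondrially encoded genes 9 passed. On statistics from which GC content, transcript length and mean expression had been regressed, 8 passed, and 8 also in the fit with the replicate block, all but the small ribosomal subunit (0.181 and 0.178). The regression weakened most lists, as the adjusted CAMERA p stayed under 0.05 only for DNA replication (0.000405) and ribosome biogenesis (0.0157) and was 0.0879 for the other 6, or 0.0856 for 5 of them and just under 0.10 for centromere complex assembly with the block. The medians of 4 of the 9 lists (large ribosomal subunit, cytoplasmic translation, ribosome biogenesis and DNA replication) were above those of nearly all random lists matched for size and expression, at percentiles from 99.9 to 100, and the other 5 lay between 76.0 and 92.7, so for those 5 the expression level of the list genes remains a candidate explanation. With the inter-gene correlation estimated from each list, 0 of 9 passed, and 3 had an unadjusted p under 0.05. The estimate was negative for kinetochore organization (-0.0166) and centromere complex assembly (-0.0174), which argues against correlation between genes for those lists. Their unadjusted CAMERA p rose all the same, from 0.0260 to 0.0353 and from 0.0429 to 0.0583. As these estimates were below the preset 0.01, the rise has a cause other than correlation. Its effect was not separated from that of correlation, so the loss of all 9 lists cannot be put down to correlation alone. For the other lists the estimate exceeded the preset 0.01, so correlation between their genes also remains a candidate explanation. Of the 8 splits of the libraries that part all 4 pools, 1, the real one, gave 9 lists, and the other 7 gave between 0 and 5. The 27 splits that part fewer pools gave between 0 and 6. As 8 splits cannot give a share below 0.125, this count alone neither excludes nor favours a chance division of the libraries.

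NAD and vitamin B6 metabolism genes did not move together, with a median log2 fold change of 0.0052 in 21 genes (adjusted p = 0.874, CAMERA with Benjamini-Hochberg adjustment, and 0.964 with the replicate block).

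The first principal component of log2 CPM held 22.2% of the variance and separated the conditions (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). Same-numbered libraries, which come from the same mice, were no more alike than others, as the mean correlation of their deviations exceeded that of libraries from different pools by 0.000491, so a common pool effect was not seen.

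The spread between libraries of the same condition was large for genes with few counts. Log dispersion fell with log mean count at a slope of -0.84, where a slope of -1 is the one that few starting molecules copied many times would give and 0 the one for a spread that does not depend on the count. This is consistent with a small number of RNA molecules entering each library, and no biological explanation for the spread was tested.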
